# Beta-catenin signaling regulates barrier-specific gene expression in circumventricular organ and ocular vasculatures

**DOI:** 10.7554/eLife.43257

**Published:** 2019-04-01

**Authors:** Yanshu Wang, Mark F Sabbagh, Xiaowu Gu, Amir Rattner, John Williams, Jeremy Nathans

**Keywords:** endothelial, beta-catenin, blood-brain barrier, circumventricular organ, Wnt, vascular, Mouse

## Abstract

The brain, spinal cord, and retina are supplied by capillaries that do not permit free diffusion of molecules between serum and parenchyma, a property that defines the blood-brain and blood-retina barriers. Exceptions to this pattern are found in circumventricular organs (CVOs), small midline brain structures that are supplied by high permeability capillaries. In the eye and brain, high permeability capillaries are also present in the choriocapillaris, which supplies the retinal pigment epithelium and photoreceptors, and the ciliary body and choroid plexus, the sources of aqueous humor and cerebrospinal fluid, respectively. We show here that (1) endothelial cells in these high permeability vascular systems have very low beta-catenin signaling compared to barrier-competent endothelial cells, and (2) elevating beta-catenin signaling leads to a partial conversion of permeable endothelial cells to a barrier-type state. In one CVO, the area postrema, high permeability is maintained, in part, by local production of Wnt inhibitory factor-1.

## Introduction

Throughout the body, capillaries exhibit tissue- and organ-specific specializations of structure and function (Aird, 2007a; Aird, 2007b; Potente and Mäkinen, 2017). In the CNS, the blood-brain barrier (BBB) and blood-retina barrier (BRB) are characterized by numerous specializations in vascular endothelial cell (EC) structure and function, including elaboration of tight junctions, suppression of transcytotic pathways, and production of small molecule transporters and extrusion pumps (Daneman and Prat, 2015; Zhao et al., 2015). [See Table 1 for a list of abbreviations used in this paper.] The BBB/BRB program of EC differentiation is controlled, at least in part, by beta-catenin signaling (canonical Wnt signaling) that is activated by ligands Wnt7a, Wnt7b, and Norrin. These ligands are produced by glia and neurons, and they activate receptors and co-receptors on the surface of ECs (Liebner et al., 2008; Stenman et al., 2008; Daneman et al., 2009; Wang et al., 2012; Zhou and Nathans, 2014; Zhou et al., 2014; Posokhova et al., 2015). Signals from pericytes are also important, as pericyte loss leads to a loss of barrier integrity (Armulik et al., 2010; Daneman et al., 2010).

**Table 1.** Abbreviations.

A	anterior
AP	area postrema or anterior pituitary
ATAC	assay for transposase-accessible chromatin
BBB	blood-brain barrier
BRB	blood-retina barrier
CB	ciliary body
CC	choriocapillaris
CNS	central nervous system
CP	choroid plexus
CSF	cerebrospinal fluid
CVO	circumventricular organ
EC	vascular endothelial cell
FACS	fluorescent-activated cell sorting
IP	intraperitoneal
ME	median eminence
PLVAP	plasmalemma vesicle associated protein
PP	posterior pituitary
P	posterior
RPE	retinal pigment epithelium
SFO	subfornical organ
TEM	transmission electron microscopy
VOLT	vascular organ of the lamina terminalis
WIF1	Wnt inhibitory factor-1
WT	wild type
4HT	4-hydroxytamoxifen

Gain-of-function and loss-of-function experiments in mice have demonstrated an ongoing requirement for beta-catenin signaling in CNS ECs to maintain the barrier state (Liebner et al., 2008; Wang et al., 2012). In the mature CNS vasculature, acute loss of Frizzled4 (Fz4), one of the EC receptors for beta-catenin signaling, leads to a cell-autonomous loss of barrier integrity in the retina, cerebellum, and olfactory bulb. Conversely, acute induction of Norrin production in the CNS of an adult *Ndp* null mouse [*Norrie disease protein* (*Ndp*) is the gene coding for Norrin] restores BBB integrity in the cerebellum. Intriguingly, constitutive activation of beta-catenin signaling in ECs in the choroid plexus, the site of cerebrospinal fluid (CSF) production, leads to the cell autonomous expression of a BBB marker [the tight junction protein Claudin5 (CLDN5)] and repression of a marker of non-BBB vasculature [plasmalemma vesicle-associated protein (PLVAP), a structural component of fenestrae (Stan et al., 2004; Zhou et al., 2014)]. These experiments indicate that the BBB state remains plastic throughout life and that beta-catenin signaling in CNS ECs is required on a continuous basis for maintenance of the BBB state.

The mammalian brain contains a set of small midline structures, the circumventricular organs (CVOs), that are unusual in having a dense capillary plexus composed of ECs with high permeability (Figure 1A; Gross, 1992; Duvernoy and Risold, 2007; Kaur and Ling, 2017). CVOs can be divided into two categories, sensory and secretory. The vascular organ of the lamina terminalis (VOLT), the subfornical organ (SFO), and the area postrema comprise the sensory CVOs. The VOLT and SFO monitor serum osmolarity and together regulate blood volume, blood pressure, and electrolyte balance by controlling vasopressin release, which, in turn, controls thirst and renal salt and water retention (Toney et al., 2003; Hiyama et al., 2004; Oka et al., 2015; Hiyama and Noda, 2016). The SFO additionally monitors glucose and other small molecule nutrients and regulates energy homeostasis (Fry and Ferguson, 2007; Medeiros et al., 2012). The area postrema monitors serum composition and controls an emetic response to toxic compounds (Borison, 1989). The posterior pituitary, the median eminence (ME), and the pineal comprise the secretory CVOs and are part of the neuroendocrine system. The posterior pituitary releases oxytocin and vasopressin into the systemic circulation, and the ME is the site of secretion of hypothalamic hormones into the hypophyseal-portal system to control release of the corresponding target hormones from the anterior pituitary (Guillemin, 1978; Schally, 1978; Amar and Weiss, 2003). The pineal releases melatonin to control circadian behavior (Axelrod, 1974).

**Figure 1.**
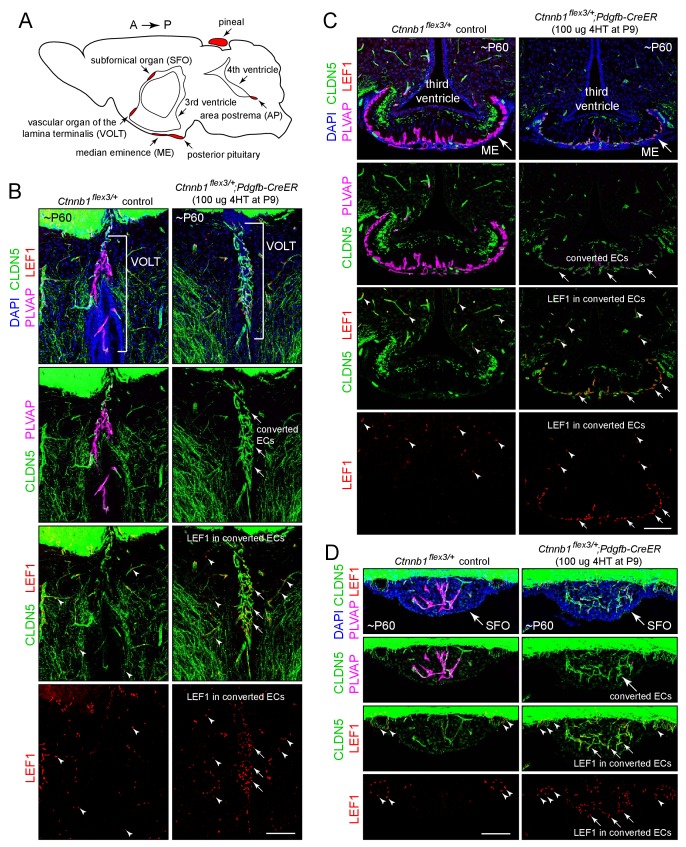
Stabilizing beta-catenin in ECs switches the ME, SFO, and VOLT vasculatures to a BBB-like state. (**A**) Schematic of a midline sagittal section of the mouse brain indicating the locations of the CVOs (red). A, anterior; P, posterior. (**B–D**) Coronal sections showing the VOLT (**B**), ME (**C**), and SFO (**D**) from a control mouse (left) and from a mouse with EC-specific deletion of *Ctnnb1* exon 3 (right), immunostained as indicated. In control brains (left panels), ECs in the VOLT, ME, and SFO are CLDN5-/PLVAP+/LEF1-. In mice with EC-specific deletion of *Ctnnb1* exon 3 (right panels), ECs in the VOLT, ME, and SFO are CLDN5+/PLVAP-/LEF1+ (‘converted ECs’). In both genotypes, ECs in the surrounding brain parenchyma are CLDN5+/PLVAP-/LEF1+. In the bottom 2 rows of images, arrows point to LEF1 in EC nuclei within the VOLT, ME, and SFO with deletion of *Ctnnb1* exon 3. Arrowheads point to LEF1 in EC nuclei in the adjacent brain parenchyma, which are unaffected by deletion of *Ctnnb1* exon 3. The efficiency of CreER-mediated recombination in ECs is ~80–90%, as judged by the conversion of EC markers. In this and all other figures, the age of the mouse in postnatal days (P) is embedded in the image panels, and the dose of 4-hydroxytamoxifen (4HT) and age at its delivery is indicated next to the genotype. Unless noted otherwise, tissues were fixed by cardiac perfusion of paraformaldehyde in physiologic buffer. Scale bars, 100 μm.

**Figure 1—figure supplement 1.**
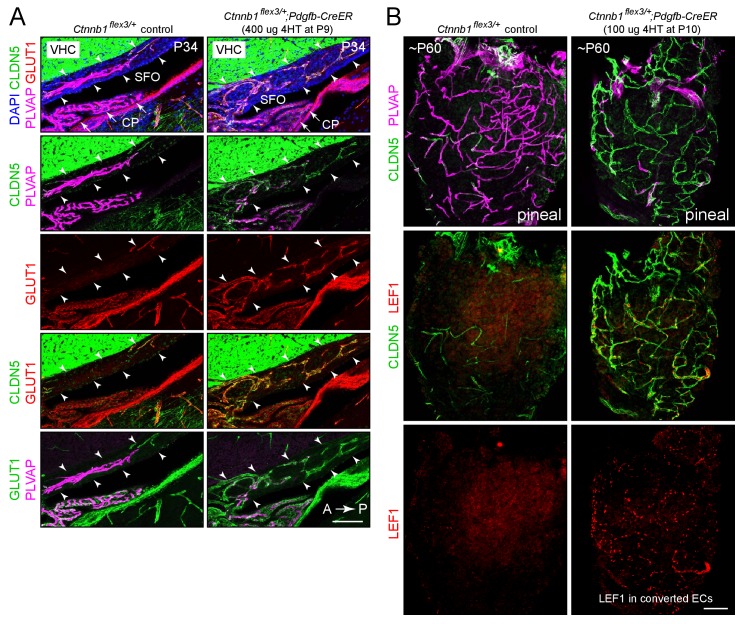
Stabilizing beta-catenin in ECs switches the SFO and pineal vasculatures to a BBB-like state. (**A**) Sagittal sections through the SFO from a control mouse (left panels) and from a mouse with EC-specific deletion of *Ctnnb1* exon 3 (right panels), immunostained as indicated. In the control SFO (left), ECs are CLDN5-/PLVAP+/GLUT1-. With EC-specific deletion of *Ctnnb1* exon 3 (right), ECs in the SFO become CLDN5+/PLVAP-/GLUT1+. In both genotypes, ECs in the surrounding brain parenchyma are CLDN5+/PLVAP-/GLUT1+. The efficiency of CreER-mediated recombination in ECs is ~80–90%, as judged by the conversion of EC markers. VHC is the ventral hippocampal commissure, which binds the CLDN5 antibody. Arrowheads indicate the dorsal and ventral boundaries of the SFO. Arrows point to the choroid plexus. CP, choroid plexus. A, anterior; P, posterior. Scale bar, 100 μm. (**B**) Whole mount pineal gland from a control mouse (left panels) and from a mouse with *Ctnnb1* exon 3 deleted in ECs (right panels), immunostained as indicated. ECs in the control pineal are CLDN5-/PLVAP+/LEF1- and ECs with *Ctnnb1* exon 3 deleted are CLDN5+/PLVAP-/LEF1+. Scale bar, 100 μm.

**Figure 1—figure supplement 2.**
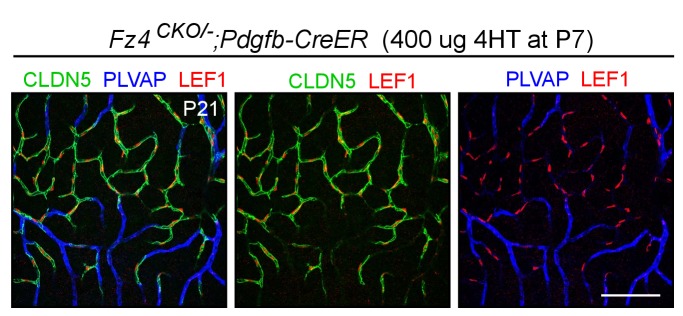
Nuclear LEF1 accumulates in phenotypically WT *Fz4^+/-^*retinal ECs and is undetectable in *Fz4^-/-^*retinal ECs. Flatmount of a mosaic P21 *Fz4^CKO/-^;Pdgfb-CreER* retina in which ~50% of ECs had recombined the *Fz4^CKO^* allele two weeks earlier at P7. WT ECs are CLDN5+/PLVAP- and *Fz4^-/-^*ECs are CLDN5-/PLVAP+. Nuclear LEF1 accumulates exclusively in CLDN5+/PLVAP- ECs. Scale bar, 100 μm.

Like the CVOs, the choroid plexus is composed of ECs with high permeability. Although contained within the CNS, the choroid plexus is not generally considered a CVO because the choroid plexus capillaries are not in direct contact with neurons or glia but are instead surrounded by a specialized epithelium, all of which is surrounded by CSF (Johanson et al., 2011). Two regions of the ocular vasculature also contain ECs with high permeability: the choriocapillaris and the ciliary body (Alm, 1992). The choriocapillaris is a flattened monolayer of capillaries adjacent to the retinal pigment epithelium (RPE), and it serves as the vascular supply for both the RPE and the photoreceptors, with the RPE monolayer providing the outer blood-retina barrier (BRB). The ciliary body, at the anterior edge of the retina, is the source of aqueous humor, and is therefore analogous in its function to the choroid plexus. The extent to which these specialized vascular beds in the brain and eye (the CVOs, choroid plexus, ciliary body, and choriocapillaris) share molecular properties is largely unexplored.

The foregoing summary suggests the possibility that the distinction between the barrier-type vasculature that serves most of the CNS and the specialized non-barrier vasculatures in the eye and brain could be due, at least in part, to differences in beta-catenin signaling in their respective ECs. The experiments described here support this idea. In particular, we observe that ECs in the CVO vasculature convert to a BBB-like state upon induction of beta-catenin signaling, as judged by changes in (1) ultrastructure and protein composition, (2) expression of BBB vs. non-BBB genes, and (3) chromatin accessibility near BBB genes. We also find that loss of Wnt inhibitory factor-1 (WIF1), a secreted Wnt binding protein that reduces beta-catenin signaling (Hsieh et al., 1999) and is expressed specifically in the area postrema, leads to a partial conversion of area postrema ECs to a BBB-like state.

## Results

### Reduced beta-catenin signaling in CVO ECs

The CVO and choroid plexus vasculatures are readily visualized in the wild type (WT) mouse brain by immunostaining for PLVAP, which is abundant in the VOLT, ME, SFO, area postrema, pineal, anterior pituitary, posterior pituitary, and choroid plexus vasculatures but absent from the adjacent BBB-type CNS vasculature (left panels in each panel set in Figures 1, 2 and 3A–D”, and Figure 1—figure supplement 1). The BBB markers CLDN5 and the glucose transporter GLUT1 show the reciprocal pattern of accumulation. In our analyses, we have included the anterior pituitary, a peripheral neuroendocrine organ, as a point of comparison with the posterior pituitary and other CVOs.

**Figure 2.**
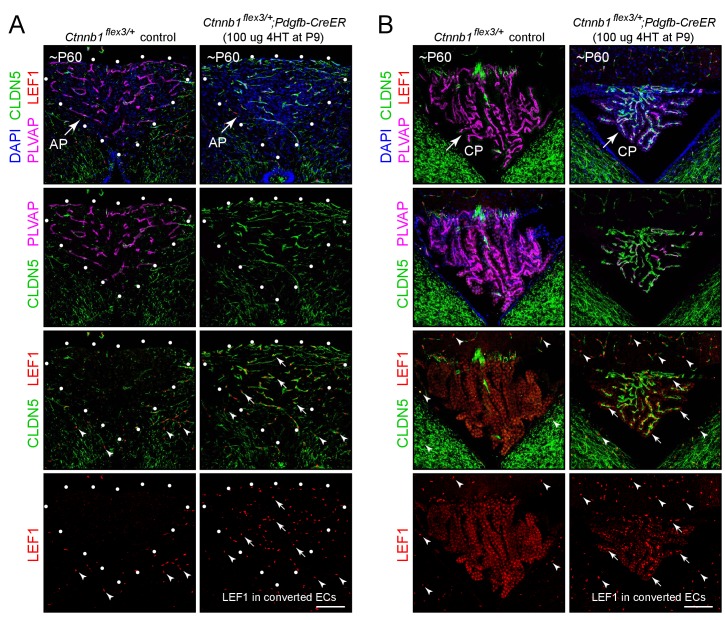
Stabilizing beta-catenin in ECs switches the area postrema and choroid plexus vasculatures to a BBB-like state. (**A,B**) Coronal sections showing the area postrema (A; demarcated by white dots and abbreviated AP) and choroid plexus (B; abbreviated CP) from a control mouse (left panels) and from a mouse with EC-specific deletion of *Ctnnb1* exon 3 (right panels), immunostained as indicated. In the area postrema and choroid plexus, ECs in the control are CLDN5-/PLVAP+/LEF1-, and ECs with deletion of *Ctnnb1* exon 3 are CLDN5+/PLVAP-/LEF1+. ECs in the surrounding brain parenchyma are CLDN5+/PLVAP-/LEF1+. In the right panels of the bottom 2 rows of images, arrows point to LEF1 in EC nuclei within the area postrema and choroid plexus with deletion of *Ctnnb1* exon 3. Arrowheads in the bottom 2 rows of images point to LEF1 in EC nuclei in the adjacent brain parenchyma, which are unaffected by deletion of *Ctnnb1* exon 3. The efficiency of CreER-mediated recombination in ECs is >90% in the area postrema and ~80–90% in the choroid plexus, as judged by the conversion of EC markers. Scale bars, 100 μm.

**Figure 2—figure supplement 1.**
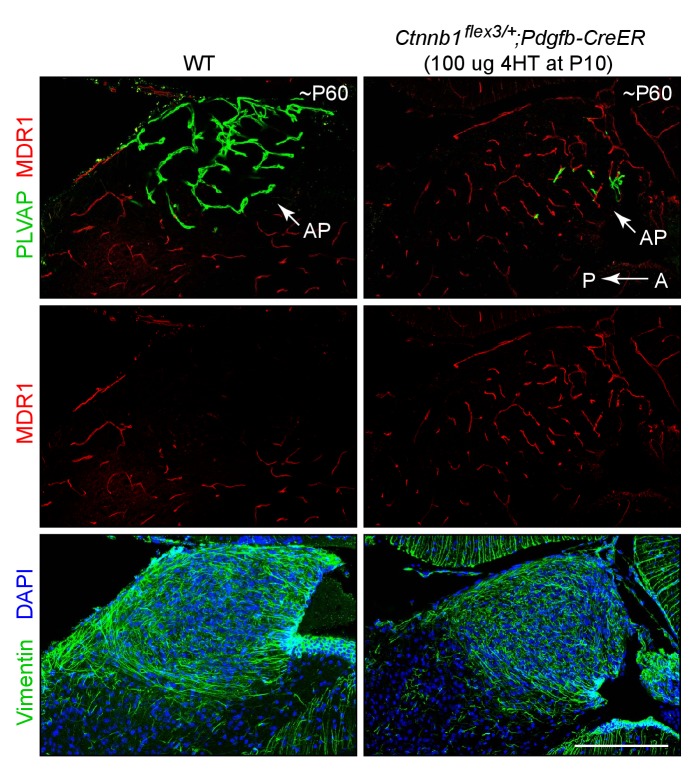
Stabilizing beta-catenin in ECs induces expression of MDR1 in area postrema ECs. Sagittal sections through the area postrema from a WT control mouse (left panels) and from a mouse with EC-specific deletion of *Ctnnb1* exon 3 (right panels), immunostained as indicated. Vimentin is enriched in area postrema glia and together with the higher cell density (marked by DAPI staining) serves to distinguish the area postrema from surrounding neural tissue. In the control area postrema (left panels), ECs are MDR1-/PLVAP+. With EC-specific deletion of *Ctnnb1* exon 3 (right panels), ECs in the area postrema become MDR1+/PLVAP-. In both genotypes, ECs in the surrounding brain parenchyma are MDR1+/PLVAP-. The efficiency of CreER-mediated recombination in ECs is ~90%, as judged by the conversion of EC markers. A, anterior. P, posterior. AP, area postrema. Scale bar, 200 μm.

**Figure 2—figure supplement 2.**
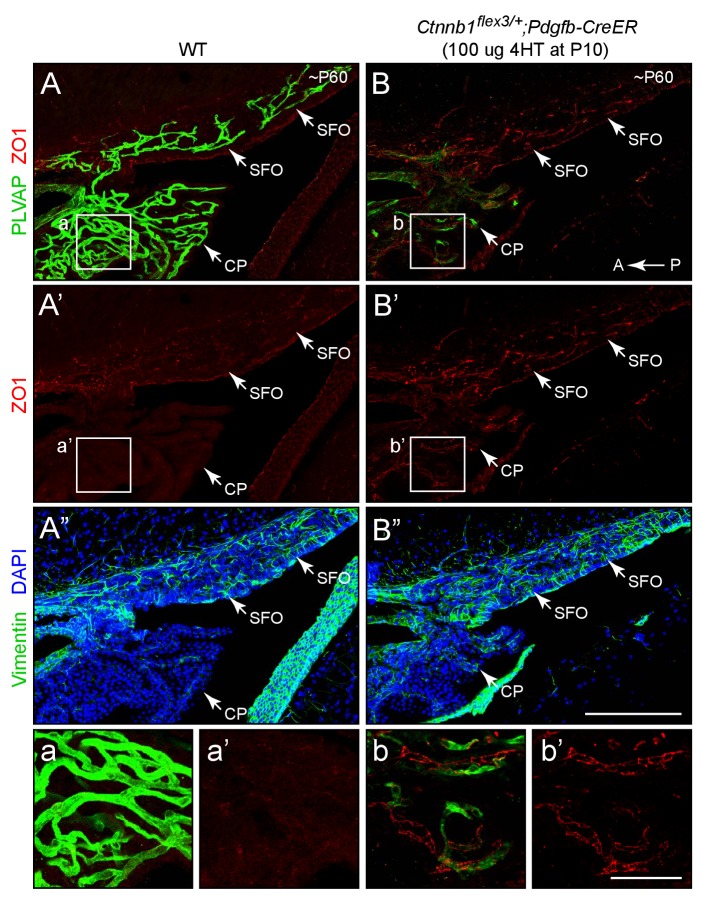
Stabilizing beta-catenin in ECs induces expression of ZO1 in SFO and choroid plexus ECs. Sagittal sections through the SFO and adjacent choroid plexus from a WT control mouse (left panels) and from a mouse with EC-specific deletion of *Ctnnb1* exon 3 (right panels), immunostained as indicated. Vimentin is enriched in SFO glia and together with the higher cell density (marked by DAPI staining) serves to distinguish the SFO from surrounding neural tissue. In the control SFO (left panels), ECs are ZO1-/PLVAP+. With EC-specific deletion of *Ctnnb1* exon 3 (right panels), ECs in the SFO and choroid plexus become ZO1+/PLVAP-. In both genotypes, ECs in the surrounding brain parenchyma are ZO1+/PLVAP-. T he efficiency of CreER-mediated recombination in ECs is ~90%, as judged by the conversion of EC markers. The region demarcated by the squares labeled a-b’ are enlarged at the bottom. Tissues were fixed by methanol perfusion. A, anterior. P, posterior. Scale bar for A-B’, 200 μm. Scale bar for insets a-b’, 50 μm.

**Figure 2—figure supplement 3.**
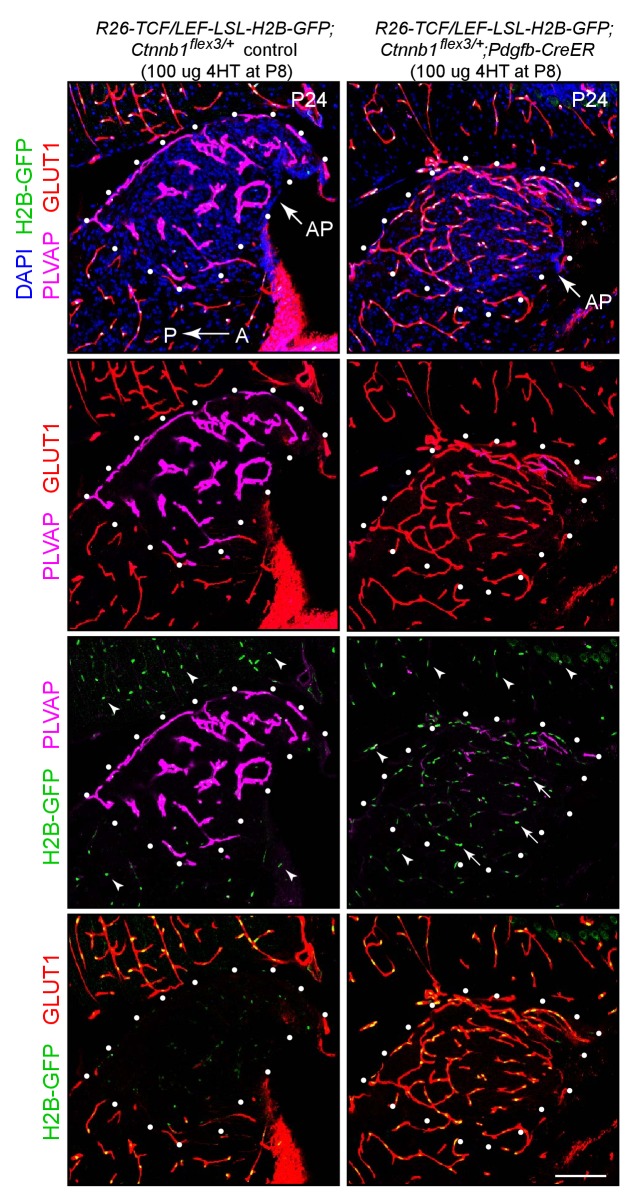
Stabilizing beta-catenin in ECs induces expression of the canonical Wnt reporter *R26-8xTCF/LEF-LSL-H2B-GFP* and accumulation of GLUT1 in ECs in the area postrema. Sagittal sections from a control mouse (left panels) and from a mouse with EC-specific deletion of *Ctnnb1* exon 3 (right panels), immunostained as indicated. Both mice carry the *R26-8xTCF/LEF-LSL-H2B-GFP* canonical Wnt reporter, which is accessible for induction in ECs based on excision of the *LSL* cassette by *Pdgfb-CreER*. The H2B-GFP reporter is visualized by immunostaining for a 6xmyc epitope tag appended to GFP (arrows). In both genotypes, H2B-GFP accumulates in the nuclei of the adjacent conventional CNS ECs (arrowheads). White dots outline the area postrema (AP). A, anterior. P, posterior. Scale bar, 100 μm.

**Figure 2—figure supplement 4.**
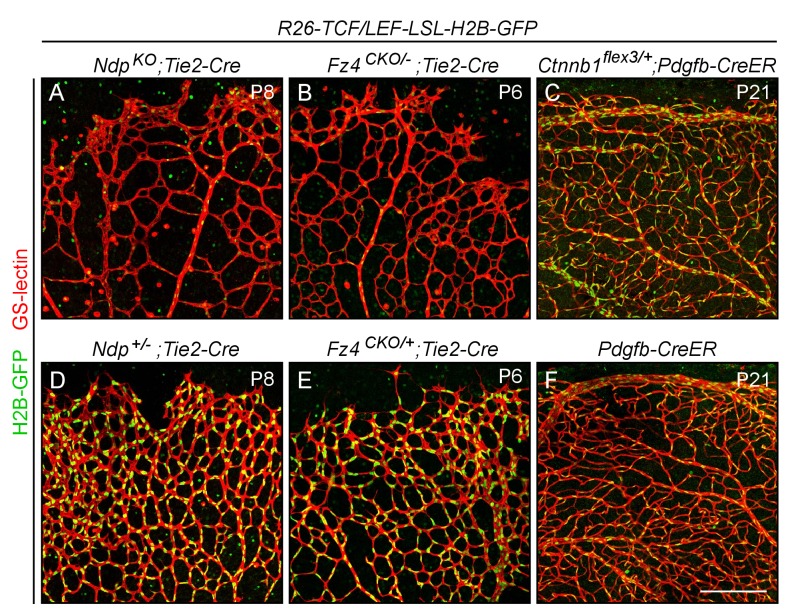
Assessing the specificity and sensitivity of the *R26-8xTCF/LEF-LSL-H2B-GFP* canonical Wnt reporter in the retinal vasculature by assessing its response to decreased or increased beta-catenin signaling. Flatmounted retinas with EC-specific Cre recombination were stained with GS lectin to visualize ECs and macrophages, and immunostained with anti-myc antibodies for H2B-GFP-6xmyc. In developing retinas [P6-P8]; panels (**A**), (**B**), (**D**), and (**E**), the *LSL* cassette has been removed in all ECs using *Tie2-Cre*. ECs in *R26-8xTCF/LEF-LSL-H2B-GFP;Ndp^KO^;Tie2-Cre* (**A**) and *R26-8xTCF/LEF-LSL-H2B-GFP;Fz4^CKO/-^;Tie2-Cre* (**B**) retinas have little or no beta-catenin signaling and show a nearly complete loss of expression of the nuclear-localized H2B-GFP reporter. [*Ndp* is X-linked, and ‘*Ndp^KO^*’ refers to both male *Ndp^-/Y^* males and *Ndp^-/-^*females.] Littermate controls were heterozygous for *Ndp* or *Fz4* (**D, E**) and show reporter expression at approximately WT levels. In mature retinas [P21]; panels (**C**) and (**F**), the *LSL* cassette was removed in nearly all ECs using *Pdgfb-CreER* and 200 ug 4HT at P4. ECs in the *R26-8xTCF/LEF-LSL-H2B-GFP;Ctnnb1^flex3/+^;Pdgfb-CreER* retina (**C**) have high levels of beta-catenin signaling and show a higher level of accumulation of the nuclear-localized H2B-GFP reporter compared to the *8xTCF/LEF-LSL-H2B-GFP;Pdgfb-CreER* control retina (**F**) that lacks *Ctnnb1^flex3^*. Paired experimental and control retinas were processed in parallel and imaged with identical microscope settings, and the resulting images were processed identically. Scale bar, 200 μm.

**Figure 3.**
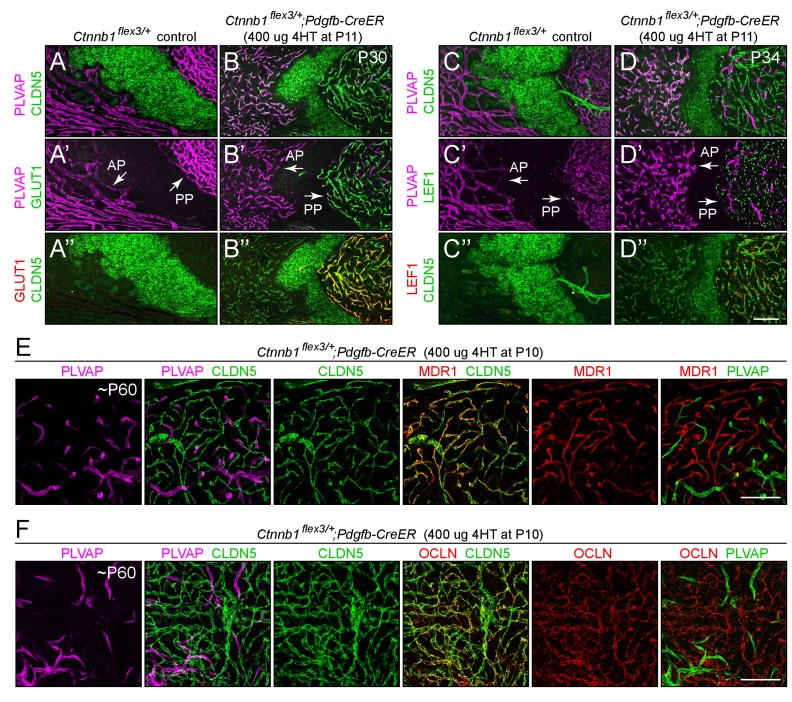
Stabilizing beta-catenin in ECs switches posterior pituitary ECs more than anterior pituitary ECs to a BBB-like state. (**A–D”**) Regions of whole-mount pituitaries spanning the junction of the anterior lobe (left), inter-lobe region (middle), and posterior lobe (right) from two control mice (left set of panels) and from two mice with EC-specific deletion of *Ctnnb1* exon 3 (right set of panels), immunostained as indicated. With EC-specific deletion of *Ctnnb1* exon 3, ECs in the posterior pituitary become CLDN5+/PLVAP-/GLUT1+/LEF1+, whereas anterior pituitary ECs show low levels of CLDN5, a modest reduction in the level of PLVAP, a level of GLUT1 that is below the limit of detection, and rare LEF1+ ECs. In the genetically mosaic *Ctnnb1^flex3/+^;Pdgfb-CreER* posterior pituitary vasculature, PLVAP is anti-correlated with CLDN5, LEF1, and GLUT1 on a cell-by-cell basis (**B–B” and D–D”**). GLUT1 and LEF1 are shown with different colors in B’ and D’ to highlight their co-localization with CLDN5 and their anti-correlation with PLVAP in the posterior pituitary. (**E,F**) As in A-D’, except images are entirely within the posterior lobe and the pituitaries were immunostained for PLVAP, CLDN5, and either MDR1 or OCLN. In the right-most panels, PLVAP is false-colored green for ease of comparison. The efficiency of CreER-mediated recombination in ECs is ~80%, as judged by the conversion of EC markers. AP, anterior pituitary. PP, posterior pituitary. Scale bar for A-F, 100 μm.

**Figure 3—figure supplement 1.**
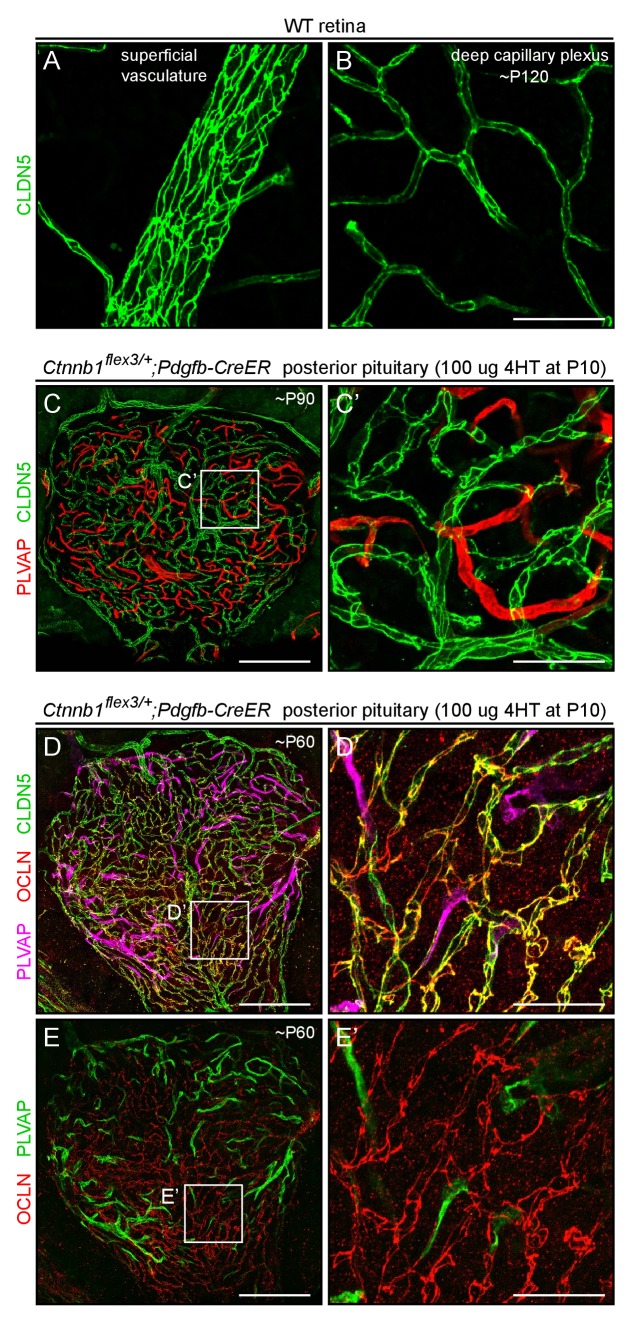
CLDN5 and OCLN co-localize to cell-cell junctions in posterior pituitary ECs that have been converted to a BBB-like state by beta-catenin stabilization. (**A,B**) CLDN5 staining of WT retina, at two Z-planes, and shown at the same magnification as panels C’, D’, and E’. CLDN5 localizes to the periphery of each EC, at the sites of tight junctions. (**C–E**) Posterior pituitary with mosaic EC-specific stabilization of beta-catenin, stained for PLVAP and CLDN5 (**C**) or PLVAP, CLDN5, and OCLN (**D and E**), at low magnification. Panels D-E’ are from the same image; in panels E and E’, the PLVAP signal has been false-colored green. (C’, D’, and E’) Higher magnification images of the regions indicated by the white squares in (**C–E**). Tissues shown in D-E’ were fixed by methanol perfusion. Scale bar in C, D, and E, 200 μm. Scale bars for A and B, and for C’, D’, and E’, 50 μm.

**Figure 3—figure supplement 2.**
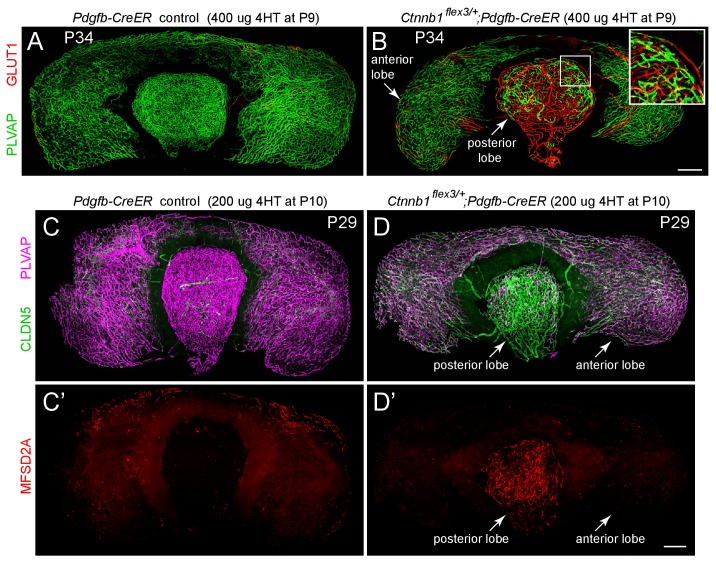
Stabilizing beta-catenin in ECs switches posterior pituitary ECs more than anterior pituitary ECs to a BBB-like state. (**A,B**) Whole mount of the intact pituitary from a control mouse (**A**) and from a mouse with EC-specific deletion of *Ctnnb1* exon 3 (**B**), immunostained for PLVAP and GLUT1. In (**B**), the boxed region encompassing part of the posterior lobe is enlarged at the upper right. (**C–D’**) Whole mount of the intact pituitary from a control mouse (**C and C’**) and from a mouse with EC-specific deletion of *Ctnnb1* exon 3 (**D and D’**), immunostained for CLDN5, MFSD2A, and PLVAP. In the posterior pituitary, CLDN5-/MFSD2A-/PLVAP+ ECs are converted to CLDN5+/MFSD2A+/PLVAP- by EC-specific deletion of *Ctnnb1* exon 3. In anterior pituitary ECs with deletion of *Ctnnb1* exon 3, PLVAP levels decline less than in the posterior pituitary, CLDN5 levels increase less than in the posterior pituitary, and MFSD2A remains below the limit of detection. In (**A–D’**), the efficiency of CreER-mediated recombination in ECs is ~60–80%, as judged by the conversion of EC markers. Scale bars for all panels, 200 μm.

**Figure 3—figure supplement 3.**
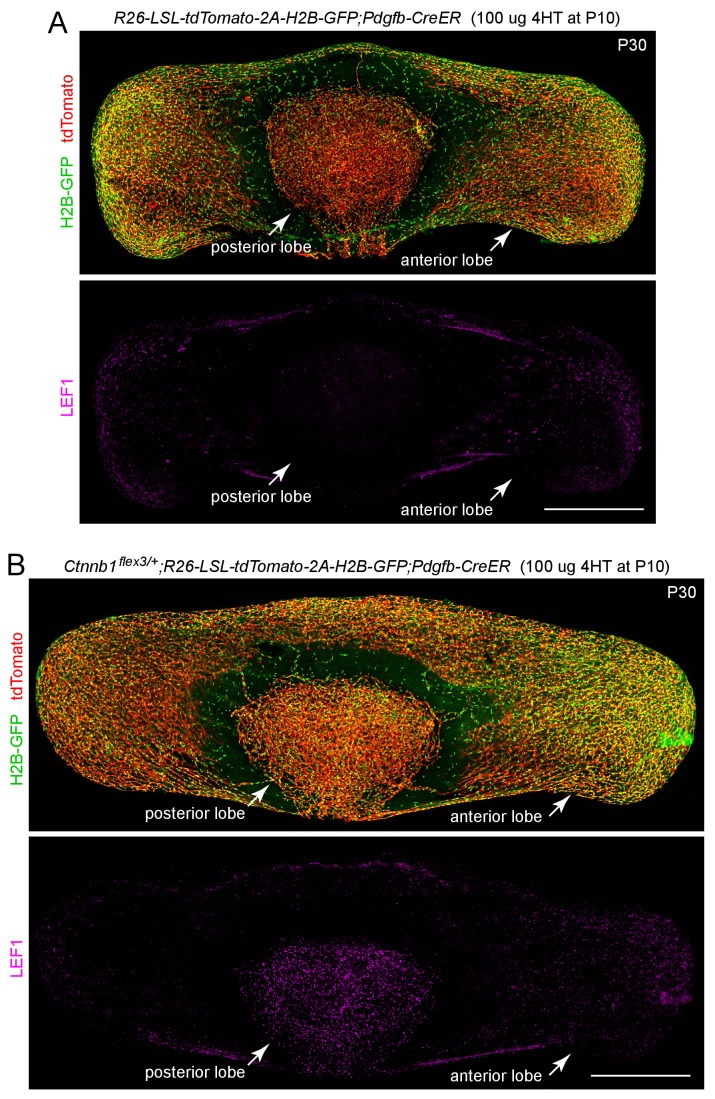
*Pdgfb-CreER* efficiently recombines a *LoxP-stop-LoxP* reporter in both anterior and posterior pituitary ECs. (**A,B**) The *R26-LSL-tdTomato-2A-H2B-GFP* reporter is efficiently activated by *Pdgfb-CreER*-mediated recombination, as seen by the accumulation of membrane-tethered tdTomato and nuclear H2B-GFP in both anterior and posterior pituitary ECs. In (**A**), the ECs are phenotypically WT. In (**B**), the mouse carries *R26-LSL-tdTomato-2A-H2B-GFP*, *Ctnnb1^flex3^*, and *Pdgfb-CreER*, and the resulting stabilization of beta-catenin leads to an accumulation of LEF1 in the nuclei of posterior pituitary ECs more than anterior pituitary ECs. The efficiency of CreER-mediated recombination in ECs is similar in (**A**) and (**B**), as judged by the conversion of EC markers. Scale bars, 500 μm.

LEF1, a member of the TCF/LEF transcription factor family that binds to beta-catenin to mediate the canonical Wnt response (Eastman and Grosschedl, 1999), accumulates in some cell types, including CNS ECs, in response to beta-catenin signaling (Planutiene et al., 2011). This phenomenon is demonstrated in Figure 1—figure supplement 2, where *Fz4^CKO/-^;Pdgfb-CreER* mice that are mosaic for EC-specific loss of *Fz4* show nuclear accumulation of LEF1 in phenotypically WT *Fz4^+/-^* retinal ECs (CLDN5+/PLVAP- cells) but show no detectable LEF1 in adjacent *Fz4^-/-^*retinal ECs (CLDN5-/PLVAP+ cells). To assess the level of beta-catenin signaling in the CVO and choroid plexus vasculatures in the WT adult mouse brain, we visualized CLDN5, PLVAP, and LEF1 in the CVO and choroid plexus vasculatures (left panels in each panel set in Figures 1, 2 and 3A–D”). In the VOLT, ME, SFO, area postrema, and choroid plexus, the non-BBB (CLDN5-/PLVAP+) ECs lack detectable LEF1, whereas in the surrounding CNS tissue BBB+ (CLDN5+/PLVAP-) ECs show strong nuclear accumulation of LEF1 (arrowheads in the left panels in each panel set in Figures 1 and 2). Similarly, the WT pineal and posterior pituitary lack detectable nuclear LEF1 accumulation (left panels of Figure 1—figure supplement 1B and Figure 3C’ and C”). This differential distribution of LEF1 suggests that beta-catenin signaling is high in BBB+ ECs and low in CVO and choroid plexus ECs.

### The effect of activating beta-catenin signaling in CVO ECs

We next asked whether expressing a stabilized derivative of beta-catenin specifically in ECs – and thereby artificially activating beta-catenin signaling – could shift the properties of the CVO vasculature to a more BBB-like state. In these experiments, exon 3 of the beta-catenin gene (*Ctnnb1*), which encompasses the sites of phosphorylation that lead to beta-catenin degradation, was excised from one *Ctnnb1* allele by Cre-mediated recombination in CNS ECs using a *Pdgfb-CreER* transgene (Harada et al., 1999); the allele with *loxP* sites flanking exon three is referred to as *Ctnnb1^flex3^*). As seen in the right panels in each panel set in Figures 1, 2 and 3A–D” and Figure 1—figure supplement 1, for ECs in each of the six CVOs and in the choroid plexus, beta-catenin stabilization leads to the loss of PLVAP and the accumulation of plasma membrane CLDN5 and nuclear LEF1 (arrows in Figures 1 and 2 point to LEF1+ EC nuclei). In the posterior pituitary shown in Figure 3, excision of *Ctnnb1* exon three occurred in ~80% of ECs, permitting a side-by-side comparison of individual ECs with or without constitutively activated beta-catenin signaling. Among ECs, CLDN5, GLUT1, and LEF1 are co-expressed and are anti-correlated with expression of PLVAP (Figures 1–3 and Figure 1—figure supplement 1; GLUT1 immunostaining is shown for only a subset of the CVOs). In those CVO ECs that exhibit a phenotypic response to beta-catenin stabilization, the change in gene expression appears to occur in an all-or-none fashion, converting a CLDN5-/PLVAP+/LEF1- state to a CLDN5+/PLVAP-/LEF+ state, with very few cells showing partial conversion.

To extend the analysis of the BBB vs. non-BBB phenotype, we examined the distribution of the multi-drug resistance pump MDR1 and the tight junction proteins Occludin (OCLN) and Zonula Occludens-1 (ZO1), which are markers for BBB+ ECs. [As a technical point, we observed little immunoreactivity for these three proteins in paraformaldehyde (PFA) fixed tissues, but found that immunoreactivity was preserved with cardiac perfusion of phosphate buffered saline followed by methanol, a protocol that permits vibratome sectioning of the brain following its rehydration but also likely compromises preservation of subcellular structure relative to PFA fixation.] Figure 2—figure supplements 1 and 2 show, respectively, sagittal sections of the area postrema and of the SFO and adjacent choroid plexus in mice with mosaic excision of *Ctnnb1* exon 3 in ~90% of ECs. MDR1 and ZO1 are induced in *Ctnnb1* exon 3-deleted ECs in each of these structures (MDR1 is shown for the area postrema and ZO1 is shown for the SFO), and the distribution of MDR1+ and ZO1+ ECs are anti-correlated with the distribution of PLVAP+ ECs, which marks the ECs that failed to excise *Ctnnb1* exon 3. Importantly, the subcellular distribution of ZO1 is consistent with its accumulation at junctional complexes (Figure 2—figure supplement 2B and B’, and enlargements b and b’). Unlike CLDN5, ZO1 is not uniformly induced across CVOs; for example, it is only minimally induced in the posterior pituitary. Figure 3E and F show a similar analysis for MDR1 and OCLN in the posterior pituitary from mice with mosaic excision of *Ctnnb1* exon 3 in ~80% of ECs. The cellular distributions of MDR1 and OCLN closely match the distribution of CLDN5, which marks the ECs that excised *Ctnnb1* exon 3, and they are anti-correlated with the distribution of PLVAP. Importantly, the subcellular distributions of CLDN5 and OCLN are also closely matched, and are consistent with their accumulation at junctional complexes (Figure 3—figure supplement 1). Curiously, the ratio of CLDN5 and OCLN intensities varies among the posterior pituitary ECs that express these proteins (Figure 3—figure supplement 1D).

Consistent with the accumulation of LEF1 in CVO ECs in response to beta-catenin stabilization, an EC-specific H2B-GFP reporter of beta-catenin signaling [*R26-8xTCF/LEF-loxP-stop-loxP(LSL)-H2B-GFP*; Cho et al., 2017] showed little or no H2B-GFP accumulation in WT ECs in the area postrema and strong nuclear accumulation in ECs in the area postrema following beta-catenin stabilization (arrows in the third pair of panels in Figure 2—figure supplement 3). As expected, the H2B-GFP reporter accumulates in the nuclei of BBB+ ECs in the surrounding CNS tissue in both WT and beta-catenin stabilized mice (arrowheads in the third pair of panels in Figure 2—figure supplement 3).

In the experiments in Figure 2—figure supplement 3, the EC specificity of the *R26-8xTCF/LEF-LSL-H2B-GFP* reporter results from the EC-specific excision of the *LSL* transcription stop cassette by *Pdgfb-CreER*. In Figure 2—figure supplement 4, the sensitivity and specificity of the *R26-8xTCF/LEF-LSL-H2B-GFP* reporter within CNS ECs is further validated by (1) the strong reduction in H2B-GFP accumulation in *Ndp^KO^* retinas [compare Figure 2—figure supplement 4, panel (A) vs. panel (D)] and in EC-specific *Fz4* KO retinas [compare Figure 2—figure supplement 4, panel (B) vs. panel (E)], and (2) the elevation in H2B-GFP levels in retinal ECs in a mouse with EC-specific beta-catenin stabilization compared to control retinas [compare Figure 2—figure supplement 4, panel (C) vs. panel (F)].

### Distinct responses of anterior and posterior pituitary ECs to beta-catenin stabilization

In WT mice, anterior pituitary ECs, like posterior pituitary ECs, express PLVAP and repress CLDN5, GLUT1, LEF1, MDR1, OCLN, and the CNS EC-specific docosahexaenoic acid transporter MFSD2A (Ben-Zvi et al., 2014; Nguyen et al., 2014; left panels of Figure 3 and Figure 3—figure supplement 2). In response to beta-catenin stabilization, posterior pituitary ECs repressed PLVAP and activated CLDN5, GLUT1, MFSDA, and LEF1. By contrast, anterior pituitary ECs showed a more modest reduction in the level of PLVAP and a more modest increase in CLDN5 expression, and the levels of GLUT1, MFSD2A, and LEF1 remained below the limits of detection (right panels of Figure 3 and Figure 3—figure supplement 2). This differential response does not reflect differential activity of the *Pdgfb-CreER* driver in anterior vs. posterior pituitary ECs, as *Pdgfb-CreER* drives highly efficient recombination of a Cre-reporter (*R26-LSL-tdTomato-2A-H2B-GFP*) in ECs in both the anterior and posterior divisions of the pituitary with or without beta-catenin stabilization (Figure 3—figure supplement 3).

The contrasting responses of anterior vs. posterior pituitary ECs to beta-catenin stabilization could reflect the different embryonic origins of these two neuroendocrine tissues. The posterior pituitary is derived from the neural tube and is embryologically part of the CNS, whereas the anterior pituitary is derived from Rathke’s pouch and is therefore a derivative of non-neural epithelium. As described below in connection with Figures 6–9, we address this issue with an analysis of the full transcriptomes of anterior and posterior pituitary ECs, with and without beta-catenin stabilization.

### Response of specialized ocular vasculatures to beta-catenin stabilization

As noted in the Introduction, the ECs of the choriocapillaris and the ciliary body are highly permeable. Immunolocalization of CLDN5, PLVAP, and GLUT1 in sections of whole eyes shows that WT ciliary body ECs are CLDN5-/PLVAP+ (Figure 4A and A’). The epithelial cells that surround the ciliary body capillaries are GLUT1+. In contrast, ECs in the retinal vasculature are CLDN5+/PLVAP-, with weak expression of GLUT1 (Figure 4C and C’), consistent with their role in the BRB. The ECs that comprise the choriocapillaris are CLDN5-/PLVAP+, and the immediately adjacent RPE expresses GLUT1 at high levels (Figure 4C,C’ and C”). These observations are consistent with the current picture of choriocapillaris and RPE cooperation, in which small molecules, such as glucose, can freely permeate the highly fenestrated choriocapillaris but must be actively transported across the RPE to gain access to the retina (Alm, 1992).

**Figure 4.**
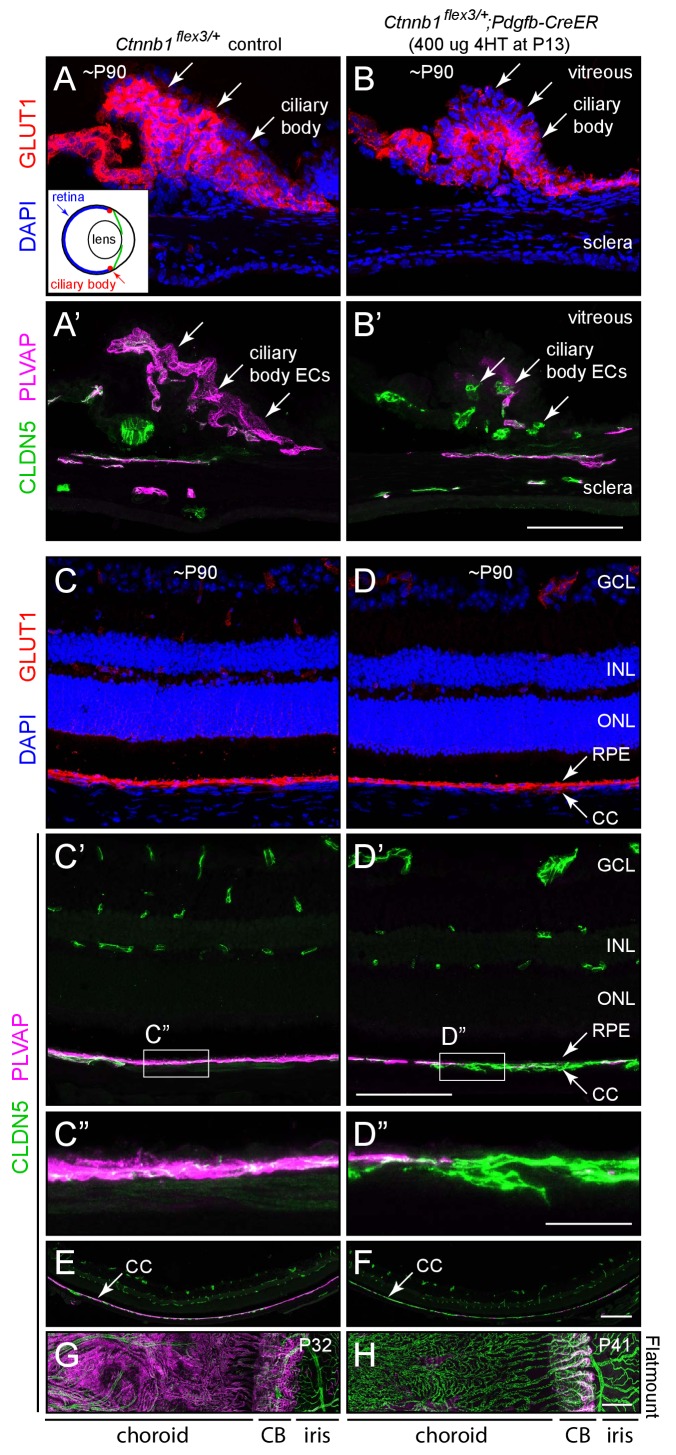
Stabilizing beta-catenin in ECs switches the choriocapillaris and ciliary body vasculatures to a BBB-like state. (**A–B’**) Cross-sections of the ciliary body from a control mouse (**A, A’**) and from a mouse with mosaic EC-specific deletion of *Ctnnb1* exon 3 (**B, B’**), immunostained as indicated. GLUT1 is expressed in epithelial cells surrounding the ciliary body capillaries. ECs in the control ciliary body are CLDN5-/PLVAP +and ECs with deletion of *Ctnnb1* exon 3 are CLDN5+/PLVAP- (arrows in A’ and B’). Inset in (**A**), schematic of the mouse eye showing the locations of the ciliary body, lens, and retina. Scale bar, 100 μm. (**C–D”**) Cross-sections of retina from a control mouse (**C, C’, C”**) and from a mouse with mosaic EC-specific deletion of *Ctnnb1* exon 3 (**D, D, D”**), immunostained as indicated. With EC-specific deletion of *Ctnnb1* exon 3, choriocapillaris ECs switch from CLDN5-/PLVAP +to CLDN5+/PLVAP-. The adjacent RPE is GLUT1+. Intra-retinal ECs remain CLDN5+/PLVAP-. (**C”**) and (**D”**) show higher magnification views of the boxed regions from panels (**C’**) and (**D’**). GCL, ganglion cell layer; INL, inner nuclear layer; ONL, outer nuclear layer; RPE, retinal pigment epithelium; CC, choriocapillaris. Scale bar for C-D’, 100 um. Scale bar for C’ and D’, 20 μm. (**E,F**) Lower magnification images encompassing the regions shown in (**C’**) and (**D’**). Scale bar, 200 um. (**G,H**) Flat mount of the retinal pigment epithelium, choroid, and sclera after the retina was removed, viewed from the anterior of the eye. With EC-specific deletion of *Ctnnb1* exon 3, capillary ECs in the choriocapillaris switch from CLDN5-/PLVAP +to CLDN5+/PLVAP-. The ciliary body shows less complete conversion. Scale bar, 200 μm.

Beta-catenin stabilization in ECs leads to a phenotypic conversion of ciliary body and choriocapillaris ECs that is analogous to the conversion described above for CVO and choroid plexus ECs. Ciliary body and choriocapillaris ECs convert in an all-or-none fashion from CLDN5-/PLVAP+ to CLDN5+/PLVAP- (Figure 4A’ vs. B’, and C’ vs. D’; the choriocapillaris shown in D’ and D’ is mosaic for *Pdgfb-CreER*-mediated recombination). There is no change in these markers in the retinal vasculature (Figure 4D and D’). Low magnification images of the retina and choroid in cross section (Figure 4E and F) and of the choroid and RPE as a flat mount without the neural retina (Figure 4G and H) show the conversion of choriocapillaris ECs to a CLDN5+/PLVAP- state upon beta-catenin stabilization. The conversion of ciliary body ECs is less efficient.

Taken together, these observations imply that the EC gene expression program governing capillary permeability within the ciliary body and choriocapillaris can be regulated by beta-catenin signaling in a manner analogous to the regulation described above for CVOs and the choroid plexus. In all of these vasculatures, mature ECs retain substantial plasticity with respect to this gene expression program, so that an acute increase in beta-catenin signaling can suppress one set of markers (e.g. PLVAP) and induce another set (e.g. CLDN5). There are also differences among capillary beds in the responses of individual BBB/BRB markers to beta-catenin stabilization. For example, beta-catenin stabilization induces GLUT1 in posterior pituitary ECs but not in choriocapillaris ECs.

### Ultrastructural and permeability effects of beta-catenin stabilization in brain and ocular ECs

The most obvious ultrastructural distinction between permeable and non-permeable CNS ECs is the presence of fenestrae in permeable ECs and their absence on non-permeable ECs. In transmission electron microscope (TEM) images, each CVO fenestra has a single diaphragm that spans the trans-cellular opening and that appears as a thin line of up to ~60 nm in length (Stan et al., 2012). In cross-sections, fenestrae typically appear in groups of ~5 to ~20, and in freeze-fracture (i.e. en face) images they typically appear in groups of ~50 to ~100 with relatively uniform center-to-center spacing (Maul, 1971). Fenestrae are associated with regions where the EC component of the capillary wall is extremely thin, with EC luminal and basal plasma membranes separated by ~100 nm. In contrast, the EC component of the capillary wall in non-fenestrated CNS capillaries is typically several hundred nm in thickness. PLVAP has been identified as the major (and perhaps the only) structural protein that comprises the fenestral diaphragm (Stan et al., 2004), and therefore its presence in permeable ECs and its absence from non-permeable CNS ECs correlates with the presence and absence of fenestrae, respectively.

To assess the effect of beta-catenin signaling at the ultrastructural level, the choroid plexus, choriocapillaris, ciliary body, and posterior pituitary were analyzed from control mice (n = 3–5) and from EC-specific beta-catenin stabilized mice (n = 3–4). Figure 5A–F compares representative electron micrographs from control capillaries (left) and EC-specific beta-catenin stabilized capillaries (right), and Figure 5G quantifies the number of fenestrae per unit length of capillary wall. In each of the four capillary beds, stabilization of beta-catenin led to a substantial loss of fenestrae. The non-zero density of fenestrae in the *Ctnnbl1^flex3/+^;Pdgfb-CreER* samples likely reflects (at least in part) a minority of ECs in which *Pdgfb-CreER* failed to recombine the *Ctnnb1^flex3^*target.

**Figure 5.**
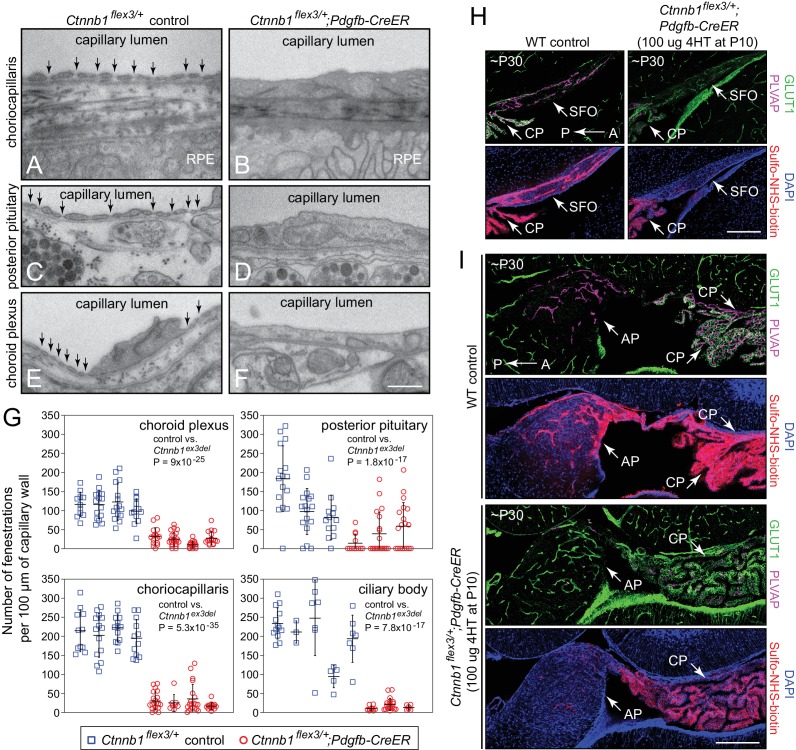
Stabilizing beta-catenin signaling suppresses EC fenestrae and reduces vascular permeability. (**A–F**) Transmission electron micrographs from control mice (left) and from age-matched mice with EC-specific deletion of *Ctnnb1* exon 3 (right) showing representative sections of choriocapillaris (**A,B**), posterior pituitary (**C,D**), and choroid plexus (**E,F**). RPE, retinal pigment epithelium. Vertical arrows mark fenestrae. Neurohormone secretory granules are seen in the posterior pituitary parenchyma. Scale bar, 500 nm. (**G**) Quantification of the density of capillary EC fenestrae in age-matched and 4HT-treated control (*Ctnnb1^flex3/+^*) vs. *Ctnnb1* exon 3 stabilized (*Ctnnb1^flex3/+^;Pdgfb-CreER*) mice for the choriocapillaris, posterior pituitary, choroid plexus, and ciliary body. Each data-point represents all of the vascular wall length within a single 10 μm x 10 μm TEM image. Bars show mean ± S.D. Each cluster of data points represents a different mouse. For each location and genotype, 3–5 mice were analyzed. For each of the four anatomic locations, the p-values are calculated for all of the *Ctnnb1^flex3/+^*vs. all of the *Ctnnb1^flex3/+^;Pdgfb-CreER* data-points. (**H,I**) Sagittal brain sections show vascular markers GLUT1 and PLVAP and perivascular accumulation of Sulfo-NHS-biotin (following IP injection) in the SFO and adjacent choroid plexus (**H**) and in the area postrema and adjacent choroid plexus (**I**) from ~P30 WT vs. *Ctnnb1^flex3/+^;Pdgfb-CreER* mice. AP, area postrema; CP, choroid plexus. A, anterior; P, posterior. Scale bars in (**H**) and (**I**), 200 μm.

To assess the effect of beta-catenin signaling on vascular permeability in the CVOs, Sulfo-N-hydroxysuccinimide (NHS)-biotin, a low molecular weight tracer that reacts covalently with free amines, was introduced into the intravascular space by intraperitoneal (IP) injection ten minutes prior to intracardiac perfusion in age-matched WT and *Ctnnbl1^flex3/+^;Pdgfb-CreER* mice. Covalently immobilized Sulfo-NHS-biotin accumulation was subsequently visualized with fluorescent Streptavidin. Beta-catenin stabilization in *Ctnnbl1^flex3/+^;Pdgfb-CreER* mice resulted in the expected conversion of most of the CVO and CP ECs from a GLUT1-/PLVAP+ state to a GLUT+/PLVAP- state, and this conversion was accompanied by a dramatic reduction in the amount of perivascular Sulfo-NHS-biotin in the area postrema and SFO, with a more modest reduction in the choroid plexus (Figure 5H and I).

In summary, these analyses show that activation of beta-catenin signaling in ECs leads not only to alterations in the expression of molecular markers, but also to the morphologic conversion of ECs from a fenestrated to a non-fenestrated phenotype together with a reduction in vascular permeability.

### EC transcriptomes with and without beta-catenin stabilization

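RNA-seq libraries were made from cells of the cerebellum, the anterior pituitary and the posterior pituitary that had been sorted by the GFP that Tie2 regulatory sequences drive in endothelial cells (ECs). In each tissue and genotype both the GFP-positive cells (ECs) and the GFP-negative cells of the surrounding parenchyma were collected, with 2 replicates per group, which gives 24 libraries. WT mice carried Tie2-GFP alone. Beta-catenin stabilized mice also carried Pdgfb-CreER, a Cre recombinase that is active in ECs after treatment with 4-hydroxytamoxifen (4HT), and an allele of the beta-catenin gene, Ctnnb1flex3, from which Cre recombination produces a beta-catenin protein that is not degraded. These mice received 100 µg of 4HT at day 10 after birth. The genotypes therefore differ in the Cre transgene and in 4HT as well as in beta-catenin. All samples are labeled male, and the pituitaries of 20 to 30 mice between 30 and 90 days old were pooled for each replicate. One library of stabilized anterior pituitary GFP-positive cells (replicate 2) is named anterior by its title and its source and posterior by its tissue label, and it was taken as anterior because the supplementary table of the paper lists 2 stabilized replicates for each lobe. Its TPM correlate with the anterior column of that name across 1950 genes with r = 0.999886. The authors amplified the cDNA, sequenced it in single-end runs of 75 cycles and estimated with Salmon, with corrections for sequence, GC and position bias, the number of reads and the TPM of each transcript of the GRCm38 (mm10) mouse genome. Here the estimated counts and the TPM of the transcripts were summed to genes with the GENCODE M21 annotation, which holds 130338 of the 130740 transcripts; the 402 others carried between 0.0588% and 0.385% of the reads of a library. The estimated counts of the 24 libraries came to between 12157485 and 37529274 per library, with a median of 27638900. Among GFP-positive libraries the totals were 28116011 and 33458597 in WT and 23228672 and 28261310 in stabilized cerebellum, 29837291 and 31604109 in WT and 23300085 and 24947020 in stabilized anterior pituitary, and 17260078 and 28788137 in WT and 22277518 and 24534121 in stabilized posterior pituitary. Genes were compared on rounded counts with edgeR's quasi-likelihood test after TMM normalization and edgeR's filter on low counts, with Benjamini-Hochberg adjustment over the 17915 genes tested in the 12 GFP-positive libraries and over the 21343 genes tested in all 24. A gene was called enriched at an adjusted p under 0.05, a fold change of at least 2 and a TPM of at least 10 in both replicates of the higher group. For responses within a list the TPM minimum was not applied. Lists of transcripts were tested as sets with limma's rotation test fry on log2 CPM, and the 22 tests of transcript lists were adjusted together. In simulated data with the dispersion of the posterior pituitary ECs and 200 changed genes, these rules recovered 26% of the changes with 2 false calls, so that genes that were not called may have changed. Confidence intervals given for counts cover counting error only, as PCR copies of one molecule are not told apart in these libraries.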

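ATAC-seq maps open chromatin by the insertion of sequencing adapters with a transposase, and 12 libraries were made from the GFP-positive cells of the same 3 tissues, with 2 replicates per tissue and genotype. The authors sequenced them in paired-end runs of 36 cycles, aligned the reads to mm10 with Bowtie2, removed duplicates with Picard and called peaks in each library with MACS2, with reads shifted for the place of insertion. Each library's peak list gives, for every peak, its fold enrichment over the local background of the same library, its -log10 p and -log10 q and the position of its summit, but no read counts, so that accessibility is compared here by the presence or absence of peaks and not by their size. The lists hold every peak past the caller's own threshold; here, as in the filter that the paper's methods describe, peaks with a fold enrichment over 2 and a -log10 q over 2 were kept, peaks on the mitochondrial genome were left out, and entries for one region with several summits were merged. The libraries then held 26394 and 24020 peaks in WT cerebellum ECs, 36860 and 45040 in WT anterior pituitary ECs and 21050 and 20634 in WT posterior pituitary ECs, against 33514 and 31669, 40071 and 42621, and 28926 and 38583 in the stabilized ECs of these tissues. A peak was counted for a group when peaks of both replicates overlapped by at least 1 bp, which gave 20331, 32728 and 17524 peaks in WT and 28505, 36092 and 26074 peaks in stabilized cerebellum, anterior pituitary and posterior pituitary ECs. A gained peak was present in both stabilized replicates of a tissue and absent from both of its WT replicates, and a lost peak the reverse. The depth behind a peak is not known from the lists, and a peak that was not called in one library may lie just under its threshold. Fisher and binomial tests over peaks take each peak as an independent unit, so their p values do not measure the spread between replicates.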

To obtain a genome-wide view of transcripts and chromatin accessibility associated with activation of beta-catenin signaling in high permeability CNS vascular beds, we applied RNA-seq and Assay for Transposase-Accessible Chromatin (ATAC)-seq (Buenrostro et al., 2013) to FACS-purified ECs from the cerebellum, the anterior pituitary, and the posterior pituitary of phenotypically WT *Tie2-GFP* (the *Tie2* gene is also known as *Tek*) adult mice and EC-specific beta-catenin stabilized *Ctnnbl1^flex3/+^;Pdgfb-CreER*;*Tie2-GFP* adult mice. The cerebellum serves here as a representative example of BBB+ CNS, the posterior pituitary as a representative CVO, and the anterior pituitary as a non-CNS tissue with highly permeable vasculature. We chose the pituitary over other CVOs for three reasons: (1) unlike other CVOs that are embedded within the brain, the pituitary protrudes from the brain and can be dissected free from other tissues; (2) the anterior and posterior lobes of the pituitary can be cleanly separated from one another; and (3) the vascular beds of the anterior and posterior pituitary exhibit different responses to beta-catenin stabilization, as detailed above.

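Slc35f2 (ENSMUSG00000042195), which encodes a putative nucleoside transporter, lies on chromosome 9 of GRCm38 from 53771538 to 53818154, and Axin2 (ENSMUSG00000000142), which encodes a negative regulator of Wnt signaling, on chromosome 11 from 108920349 to 108950783. The other genes examined were those of the lipid transporter Mfsd2a (ENSMUSG00000028655; chromosome 4, 122946850 to 122961188) and the glucose transporter Slc2a1 (ENSMUSG00000028645; chromosome 4, 119108711 to 119137983). In WT cerebellum ECs Slc2a1 reached 1602 ± 32.8 TPM (SD, n = 2, as for all TPM given here), Mfsd2a 264 ± 141, Slc35f2 69.1 ± 18.0 and Axin2 35.8 ± 7.92. With beta-catenin stabilization Slc2a1 rose from 13.8 ± 4.14 to 55.6 ± 29.6 TPM in anterior pituitary ECs and from 23.0 ± 2.64 to 511 ± 0.155 TPM in posterior pituitary ECs. By edgeR its log2 fold change was 1.88 in the anterior lobe (standard error 0.33, adjusted p = 0.0285; from 1.36e-08 to 0.0919 over the settings tried, with 5 of 6 calling it) and 5.78 in the posterior lobe (standard error 0.40, adjusted p = 1.61e-05). The difference between the lobes was itself past the threshold (3.91, adjusted p = 0.00494; from 2.21e-18 to 0.109 over the settings tried, with 5 of 6 calling it). Mfsd2a had 1 count in WT and 894 in stabilized anterior pituitary ECs, a ratio of 1119 for library size with a 95% counting interval of 205 to 45181, and 1 count against 7296 in the posterior lobe, a ratio of 5844 (1387 to 305198). Slc35f2 had 1 count against 1091 in the anterior lobe (ratio 1371, counting interval 252 to 55373) and 1 against 3459 in the posterior lobe (ratio 2767, 657 to 144517). Stabilized levels of Mfsd2a were 13.8 ± 2.44 TPM in the anterior and 63.4 ± 26.9 TPM in the posterior pituitary, and those of Slc35f2 6.66 ± 1.90 and 19.3 ± 2.31 TPM. Both were called in each lobe by edgeR, with adjusted p values of 2.25e-05 and 2.62e-06 for Mfsd2a and 1.25e-05 and 2.62e-06 for Slc35f2. Axin2 rose in the posterior lobe from 0.381 ± 0.0346 to 27.4 ± 0.966 TPM (log2 fold change 5.73, standard error 1.16, edgeR adjusted p = 0.0291). In the anterior lobe its rise to 19.3 ± 14.6 TPM was not past the threshold (log2 fold change 3.12, standard error 1.02, adjusted p = 0.404), as one WT library had 3.10 TPM and the other 0.0474.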

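At these genes peaks were gained in the stabilized pituitary, and none of the peaks there were lost. In the window around Slc35f2 on chromosome 9 no peak was called in WT pituitary ECs of either lobe, and 3 peaks were gained in anterior and 4 in posterior pituitary ECs, of which 3 in each lobe overlapped peaks found only in WT cerebellum ECs among the WT tissues. One gained peak lay at the start of the gene (53771161 to 53772005 in the anterior lobe, overlapping an exon; fold enrichment 7.83 and 8.06 in the replicates) and another, at 53786501 to 53787411, in an intron (4.63 and 6.76). The gained peak with the highest fold enrichment, at 53794468 to 53794904 in an intron, had fold enrichments of 10.9 and 11.8 in anterior and 9.69 and 7.57 in posterior pituitary ECs, against 8.94 and 7.64 in WT cerebellum ECs. Within 100 bp of its summit the sequence TTCAAAG, a binding site for the TCF/LEF partners of beta-catenin, lies on the minus strand at 53794642 to 53794648; the plus strand from 53794630 to 53794660 reads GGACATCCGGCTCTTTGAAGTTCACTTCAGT. Around Axin2 5 peaks were gained in anterior and 3 in posterior pituitary ECs, of which 4 and 3 overlapped peaks found only in WT cerebellum ECs. The one with the highest fold enrichment in the anterior lobe, at 108980273 to 108980939 (13.0 and 13.7), carries no such site. Another, in an intron at 108936080 to 108936905, had fold enrichments of 9.63 and 10.6 in the anterior lobe and carries TTCAAAG at 108936566 to 108936572 on the plus strand. Around Mfsd2a 3 peaks were gained in each lobe, among them one at 122914149 to 122914673, with its summit 46739 bp downstream of the start of transcription and with TTCAAAG at 122914492 to 122914498. Around Slc2a1 5 peaks were gained in anterior and 12 in posterior pituitary ECs. One of them, at 119044088 to 119044717, has its summit at -64191 bp from the start of transcription and carries TTCAAAG at 119044458 to 119044464. Around Axin2, Mfsd2a and Slc2a1, 2 of 5, 1 of 3 and 2 of 5 gained peaks in the anterior and 1 of 3, 1 of 3 and 2 of 12 in the posterior lobe carried [AT]TCAAAG near the summit. In cerebellum ECs 1 peak was gained at Axin2, 2 at Mfsd2a, 1 at Slc2a1 and 0 at Slc35f2. The gained peaks at Slc35f2 are drawn to scale in a map of the locus.

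**Figure D1:**
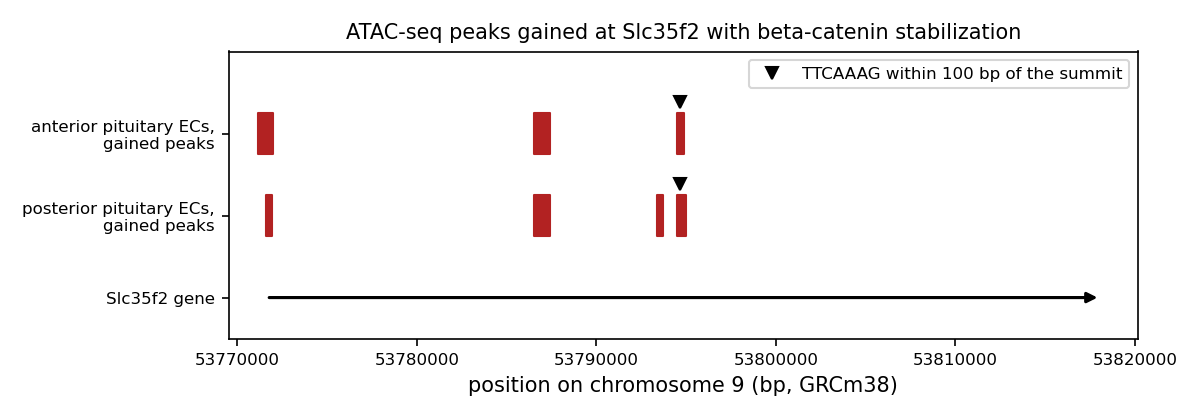
Map of the Slc35f2 locus on chromosome 9 of GRCm38 (position in bp along the horizontal axis), with the gene's direction as an arrow, the peaks gained in beta-catenin stabilized anterior and posterior pituitary ECs as bars and TTCAAAG within 100 bp of a summit as triangles. The peak at 53794468 to 53794904 is gained in both lobes and carries the motif.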

In both anterior and posterior pituitary ECs, genome browser images show that beta-catenin stabilization results in: (1) increased expression of genes that are normally expressed in cerebellum ECs but not in pituitary ECs (e.g. *Slc35f2, Axin2, Mfsd2a,* and *Slc2a1*), with greater induction of these genes in posterior pituitary ECs compared to anterior pituitary ECs, and (2) increased chromatin accessibility in genomic regions that are normally accessible in cerebellum ECs but not in pituitary ECs (compare tracks labeled WT vs. Bcat in Figure 6A and Figure 6—figure supplement 1; chromatin regions of interest are highlighted in pale orange). 

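Across the 2049 EC-enriched protein-coding genes tested here, the Pearson correlation between the log2 normalized counts of the 2 replicates (with 1 added to each count) was 0.929 for WT and 0.914 for stabilized cerebellum ECs, 0.942 and 0.965 for anterior pituitary ECs, and 0.892 and 0.970 for posterior pituitary ECs. These correlations are across genes, which are not independent replicates, so no p is given. For ATAC-seq, the share of the joint peak length that was covered in both replicates (the Jaccard index) lay between 0.642 and 0.784 for the 6 groups, against 0.404 between WT cerebellum and WT anterior pituitary ECs and 0.560 between WT cerebellum and WT posterior pituitary ECs.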

Figure 6—figure supplement 1 shows the high reproducibility of independent replicate samples. As seen in Figure 6A, Figure 6—figure supplement 1, and in the figures that follow, a consistent feature of BBB transcript levels and ATAC peak areas in beta-catenin stabilized pituitary ECs is that, even when induced, the majority are substantially lower than their counterparts in cerebellar ECs.

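Transcripts enriched in WT cerebellum ECs over the WT ECs of both pituitary lobes and over the GFP-negative cells of the cerebellum numbered 136 here (cerebellar BBB transcripts). Of the 25 that were called higher in stabilized anterior pituitary ECs, 24 stayed below the WT cerebellum level in both replicates, with a median of 9.64% of the mean TPM in WT cerebellum ECs (quartiles 5.58% and 22.0%). Of the 52 called higher in stabilized posterior pituitary ECs, 46 stayed below it, with a median of 26.0% (quartiles 13.6% and 51.3%) and a range from 1.56% to 226%. As a set, the cerebellar BBB transcripts were lower in stabilized posterior pituitary than in WT cerebellum ECs by a median log2 difference of -1.60 (128 of 136 lower; fry adjusted p = 3.08e-05) and in stabilized anterior pituitary ECs by -2.38 (136 of 136 lower; fry adjusted p = 3.90e-06). As these transcripts were chosen for their high level in the same WT cerebellum libraries, part of such a difference comes with the choice.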

**Figure 6.**
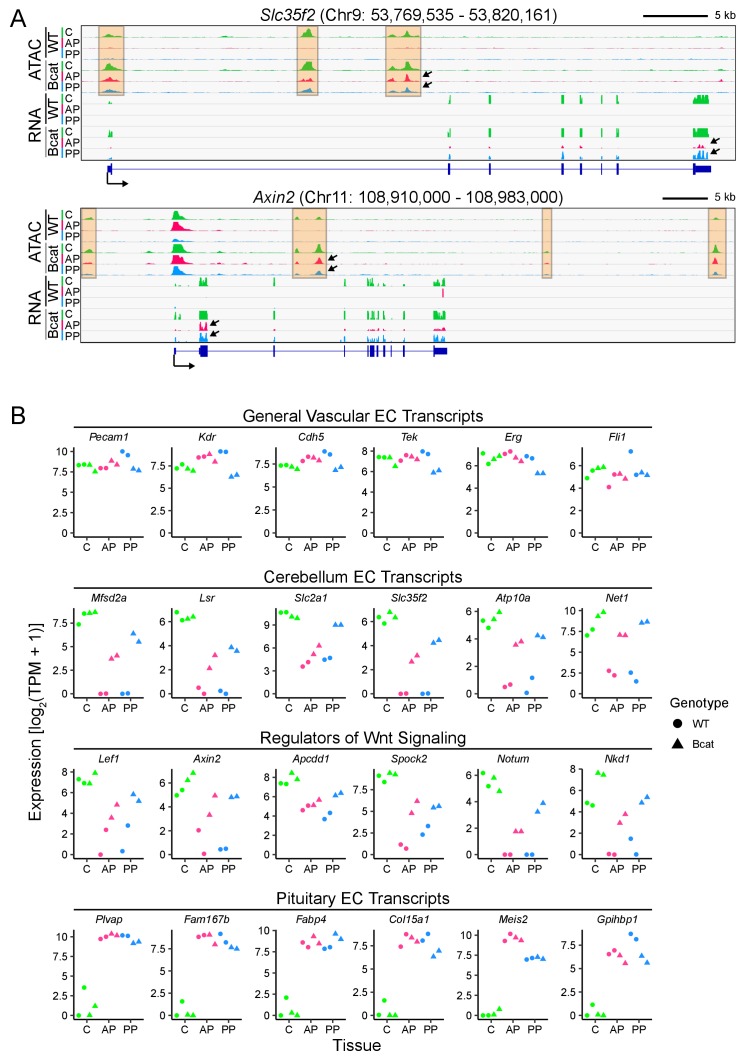
In pituitary ECs, stabilization of beta-catenin promotes a BBB-like state of the transcriptome and of chromatin accessibility. (**A**) Genome browser images showing accessible chromatin (ATAC; top) and transcript abundances (RNA; bottom) for two BBB genes: *Slc35f2*, which codes for a putative nucleoside transporter, and *Axin2*, a Wnt target gene and a negative regulator of Wnt signaling. Histograms show aligned read counts. C, cerebellum; AP, anterior pituitary; PP, posterior pituitary; WT, wild-type; Bcat, beta-catenin stabilized (i.e. *Ctnnb1* exon 3 deleted). Each track represents the average of two independent replicates. The orange regions highlight accessible chromatin that changes with beta-catenin stabilization. For each gene, all six of the ATAC-seq histograms are at the same vertical scale [*Slc35f2* ATAC: 0–2000 reads; *Axin2* ATAC: 0–3000 reads] and all six of the RNA-seq histograms are at the same vertical scale [*Slc35f2* RNA: 0–5251 reads; *Axin2* RNA: 0–3379 reads]. For both genes, some of the ATAC-seq and RNA-seq signals extend beyond the vertical range in the images. Bottom, intron-exon structure, with the arrow indicating the promoter and the direction of transcription. Arrows within the browser images point to examples of ATAC-seq or RNA-seq signals that are induced by beta-catenin stabilization. (**B**) Expression levels (log_2_ transformed TPM + 1) based on RNA-seq for the indicated categories of EC transcripts. Data for the two independent replicates are shown.

**Figure 6—figure supplement 1.**
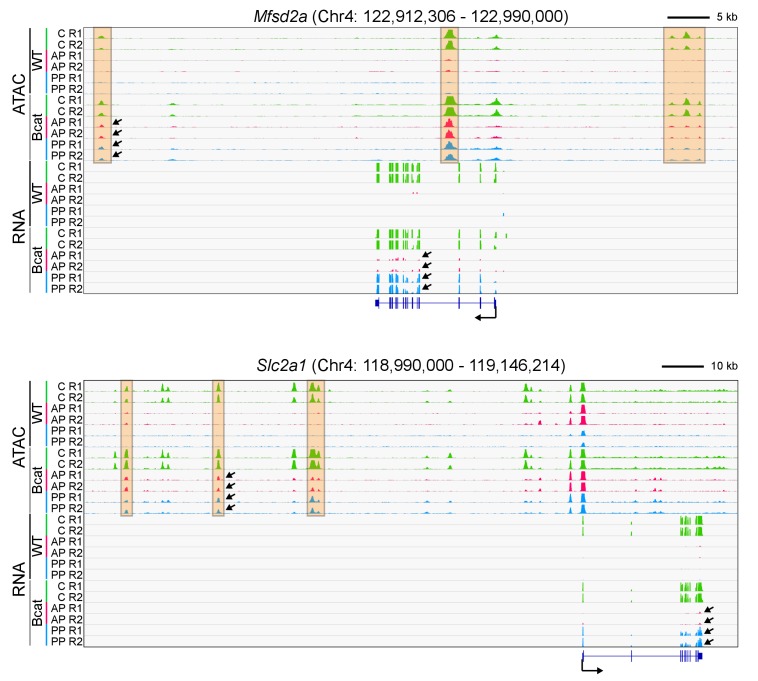
Genome browser images for two genomic loci that are responsive to beta-catenin stabilization in anterior and posterior pituitary ECs. (**A**) Genome browser images showing accessible chromatin (top) and RNA expression (bottom) for two BBB genes: *Mfsd2a* (encoding a docosahexaenoic acid transporter), and *Slc2a1* (encoding GLUT1). The genome browser images and abbreviations are as described for Figure 6, except that each track in the present figure represents a single biological replicate, rather than the average of the two replicates. R1, replicate 1; R2, replicate 2. The orange regions highlight accessible chromatin that changes with beta-catenin stabilization. For each gene, all 12 of the ATAC-seq histograms are at the same vertical scale [*Mfsd2a* ATAC: 0–3000 reads; *Slc2a1* ATAC: 0–3000 reads] and all 12 of the RNA-seq histograms are at the same vertical scale [*Mfsd2a* RNA: 0–7582 reads; *Slc2a1* RNA: 0–84913 reads]. For both genes, some of the ATAC-seq and RNA-seq signals extend beyond the vertical range in the images. Arrows within the browser images point to examples of ATAC-seq or RNA signals that are induced by beta-catenin stabilization.

**Figure 6—figure supplement 2.**
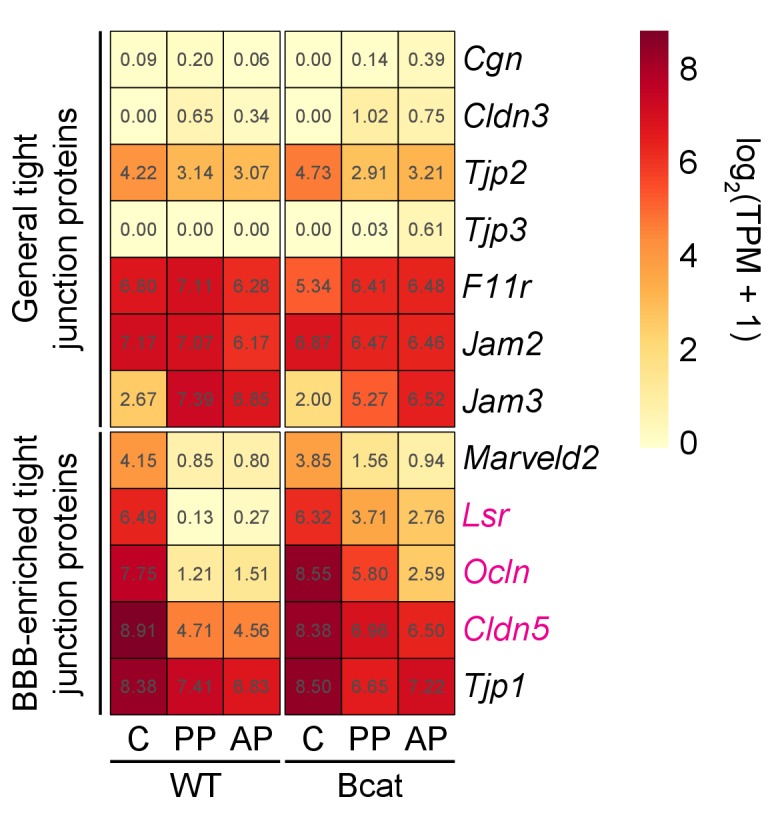
Heatmap showing the abundances of transcripts coding for tight junction proteins in WT vs.beta-catenin stabilized ECs in pituitary and cerebellum. Tight junction proteins are divided into two groups: general (top) and BBB-enriched (bottom). *Lsr*, *Ocln*, and *Cldn5* transcripts show the greatest increase in abundance in the posterior pituitary upon beta-catenin stabilization, with more modest levels of induction in the anterior pituitary. *Tjp1* transcripts code for ZO1 and their abundance changes minimally, if at all, upon beta-catenin stabilization. Red labels indicate transcripts that are significantly up-regulated in anterior and/or posterior pituitary ECs in response to beta-catenin stabilization. AP, anterior pituitary; PP, posterior pituitary; C, cerebellum.

**Figure 6—figure supplement 3.**
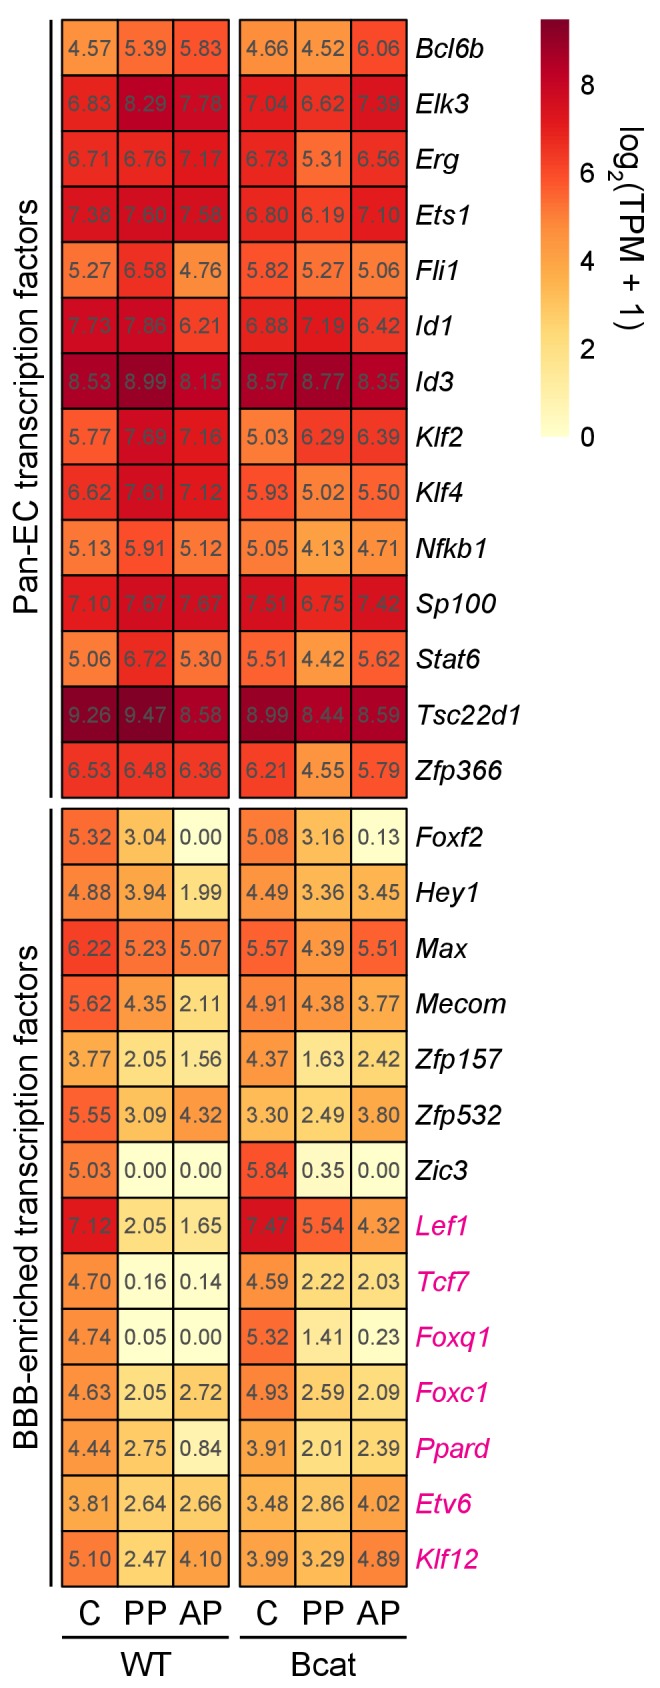
Heatmap showing the abundances of transcripts coding for TFs in WT vs. beta-catenin stabilized ECs in pituitary and cerebellum. TFs are divided into two groups: pan-EC (top) and BBB-enriched (bottom). Red labels indicate transcripts that are significantly up-regulated in anterior and/or posterior pituitary ECs in response to beta-catenin stabilization. AP, anterior pituitary; PP, posterior pituitary; C, cerebellum.

WT cerebellum ECs, anterior pituitary ECs, and posterior pituitary ECs exhibited similar abundances of generic EC transcripts; for this group of transcripts, the principal effect of beta-catenin stabilization was a modest reduction in abundance in posterior pituitary ECs [Figure 6B, top row, ‘General vascular EC transcripts’; RNA read counts are shown as transcripts per million (TPM)]. 

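Of the 6 general EC transcripts (Pecam1, Kdr, Cdh5, Tek, Erg and Fli1), 5 had lower levels in stabilized than in WT posterior pituitary ECs, with log2 fold changes from -1.89 to 0.33 and a median of -0.80. By fry this gave an adjusted p = 0.0127 over 12 tests of lists that the paper shows. Of these, 2 were called lower over all genes tested and 4 when adjusted over the list alone, which is not independent evidence where a list was chosen on these libraries. Kdr fell from 545 ± 13.4 to 82.5 ± 8.94 TPM (SD, n = 2; log2 fold change -1.89, standard error 0.32, edgeR adjusted p = 0.0118). The medians in anterior pituitary ECs (0.02, 4 of 6 higher; fry adjusted p = 0.958) and in cerebellum ECs (-0.19, 5 of 6 lower; fry adjusted p = 0.430) were not distinguishable from 0. A list of 10 endothelial marker genes, written down beforehand, also fell in posterior pituitary ECs (median -0.69, 9 of 10 lower, fry adjusted p = 0.000808 over the 186 tests of marker lists). In the anterior lobe its median was -0.03 (fry adjusted p = 0.739). Protein-coding genes held 63.9% and 64.9% of the reads in the stabilized posterior pituitary EC libraries, against 85.1% and 78.9% in WT. Markers of microglia and macrophages rose there, as they did in the anterior lobe, where the list did not fall. The make-up of the posterior libraries was not separated from a response of ECs.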

224 transcripts were enriched in WT cerebellum ECs compared to WT anterior pituitary and WT posterior pituitary ECs (Supplementary file 1; here and elsewhere, the cut-off for ‘enrichment’ is 2-fold, unless stated otherwise). 

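Enrichment was called here between WT cerebellum ECs and the WT ECs of each pituitary lobe, among genes that were also enriched in WT cerebellum GFP-positive over GFP-negative cells, which gave 136 cerebellar BBB transcripts. The number depends on how the counts are filtered and tested, and lay between 73 with an offset for gene length and 208 without the filter on low counts. In WT ECs 795 genes were enriched over the GFP-negative cells of the cerebellum, 919 over those of the anterior pituitary and 1150 over those of the posterior pituitary.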

We will refer to these as ‘cerebellar BBB transcripts’. Among these 224 cerebellar BBB transcripts, 31% and 45% increased in abundance >2 fold upon beta-catenin stabilization in anterior and posterior pituitary ECs, respectively, compared to the corresponding WT pituitary EC controls (Supplementary file 1). 

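Of the 136 cerebellar BBB transcripts found here, 25 (18.4%; 95% Wilson interval 12.8% to 25.7%) were called at least 2-fold higher in stabilized than in WT anterior pituitary ECs, and 52 (38.2%; 30.5% to 46.6%) in posterior pituitary ECs. A rise of at least 2-fold with no test, taken from the same fit, was seen in 40.4% and 51.5% of them. The share in the anterior lobe moved most with the fit, from 7.37% when only the groups compared were fitted to 39.4% without the filter on low counts. The median log2 fold change of the list was 0.71 in anterior pituitary ECs (quartiles 0.24 and 1.85; 115 of 136 higher; fry adjusted p = 0.000122) and 1.10 in posterior pituitary ECs (quartiles 0.36 and 3.40; 110 of 136 higher; fry adjusted p = 3.08e-05). With the transcripts that had no counts in one genotype set to the bound that the floor of 3 counts allows, the medians of the fitted log2 fold changes were 0.67, from 0.69, and 1.09, as before. The WT pituitary libraries serve both to define the list, as low, and as controls, which by itself makes some transcripts appear to rise. In 20 simulated data sets without an effect of genotype, 0 transcripts of such a list were called higher, and a 2-fold rise alone was seen in a mean of 3.72% of them in the anterior (1.46% to 6.82%) and 3.92% in the posterior lobe (1.40% to 7.52%). With beta-catenin stabilization 79 genes of all tested were called higher and 3 lower in anterior pituitary ECs, and 224 higher and 97 lower in posterior pituitary ECs. Among genes that were EC-enriched in the anterior lobe itself, reached 10 TPM in both stabilized replicates and were called there, Car4, Fn1 and Prom1 had the largest log2 fold changes, with Car4 at 9.35 (standard error 0.71, edgeR adjusted p = 2.73e-05) and Fn1 at 7.12 (standard error 0.48, adjusted p = 1.47e-05). By the same rule the largest in the posterior lobe were those of Tnfrsf19, with counts at least 1631-fold higher, Il1b, at least 664-fold higher, and Mfsd2a. Il1b is a gene of immune cells, and markers of microglia and macrophages also rose in these libraries.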

In the second and third rows of Figure 6B, TPM are plotted for twelve of these transcripts; six were previously shown to be enriched both in ECs compared to non-ECs and in CNS compared to non-CNS ECs [(Sabbagh et al., 2018); second row, ‘Cerebellum EC transcripts’] and six are known Wnt-responsive transcripts that are also enriched in CNS compared to non-CNS ECs [(Sabbagh et al., 2018); third row, ‘Regulators of Wnt signaling’]. 

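The 6 cerebellum EC transcripts (Mfsd2a, Lsr, Slc2a1, Slc35f2, Atp10a and Net1) and the 6 regulators of Wnt signaling (Lef1, Axin2, Apcdd1, Spock2, Notum and Nkd1) that the paper plots were compared between the lobes by their mean TPM in stabilized ECs. The ratio of posterior to anterior pituitary ECs had a median of 2.65 over the 12 genes, from 0.914 for Spock2 to 9.20 for Slc2a1, and in 10 of the 12 both posterior replicates lay above both anterior replicates; the replicates overlapped for Axin2 (1.42) and Spock2. Of the cerebellum EC transcripts 4 were called higher over all genes tested in the anterior and 6 in the posterior lobe, and adjusted over the list alone 6 in each; of the Wnt regulators 3 and 5 were called, and 6 in each adjusted over the list alone. Notum, with 0 counts in WT, was at least 40.5-fold higher in the anterior and at least 204-fold higher in the posterior lobe. For Apcdd1 the log2 fold change in the posterior lobe exceeded that in the anterior lobe by 2.84 (standard error 0.42, edgeR adjusted p = 0.0182 for the difference). Over the settings tried this adjusted p lay between 1.43e-09 and 0.283, with 5 of 6 calling the difference. Lef1 had log2 fold changes of 4.20 (standard error 1.22, adjusted p = 0.276) and 5.56 (adjusted p = 0.0528), neither past the threshold. The call for Lef1 depends on the setting: 1 of 6 settings called it in the anterior and 3 of 6 in the posterior lobe.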

For genes in these two categories, the level of expression with beta-catenin stabilization is, on average, several-fold greater in posterior pituitary ECs than in anterior pituitary ECs.

93 transcripts were enriched in WT anterior pituitary ECs compared to WT posterior pituitary ECs and WT cerebellum ECs; 110 transcripts were enriched in WT posterior pituitary ECs compared to WT anterior pituitary ECs and WT cerebellum ECs; and 158 transcripts were enriched in common between WT anterior pituitary ECs and WT posterior pituitary ECs compared to WT cerebellum ECs (Supplementary file 1). 

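With the same rules, 11 genes were enriched here in WT anterior pituitary ECs over the other 2 tissues, 14 in WT posterior pituitary ECs, and 117 in both lobes over WT cerebellum ECs and in neither lobe over the other. The lists of single lobes are those that depend most on the analysis: with DESeq2 in place of edgeR they held 37 and 59 genes, without the filter on low counts 56 and 70, and with a gene-length offset 5 and 2. The list of genes common to both lobes lay between 60 and 167 genes over the alternatives.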

The RNA TPMs for six of these transcripts are plotted in the last row of Figure 6B (‘Pituitary EC transcripts’). In contrast to the 31–45% of cerebellar BBB transcripts that increased in abundance in pituitary ECs upon beta-catenin stabilization, as described in the preceding paragraph, only 9% and 20% of pituitary EC transcripts decreased in abundance in anterior and posterior pituitary ECs, respectively, upon beta-catenin stabilization. This asymmetry could be biologically relevant or it could be, at least partly, explained by incomplete Cre-mediated recombination, since gene expression that is induced by beta-catenin from a low baseline in a mosaic population of ECs would likely show >2 fold induction (and, therefore, be counted as ‘enriched’), whereas a decrease in gene expression would be partially obscured by transcripts derived from unrecombined ECs. 

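Of the 128 anterior and common pituitary EC transcripts found here, 0 were called at least 2-fold lower in stabilized anterior pituitary ECs, for which the 95% Wilson interval reaches up to 2.91%, and of the 131 posterior and common transcripts 8 (6.11%; 3.13% to 11.6%) were called lower in posterior pituitary ECs. A fall of at least 2-fold with no test was seen in 4.69% and 26.7%; simulated data without an effect gave a mean of 4.54% (2.63% to 7.95%) and 5.37% (2.61% to 8.33%). Over all genes tested, 298 were lower in the anterior lobe at an unadjusted p under 0.05. The share called in the posterior lobe lay between 1.41% with a gene-length offset and 30.8% without the filter on low counts, and DESeq2 gave 20.6%. As a set of 142 the pituitary EC transcripts had a median log2 fold change of -0.14 in anterior pituitary ECs (88 of 142 lower; fry adjusted p = 0.374) and -0.56 in posterior pituitary ECs (107 of 142 lower; fry adjusted p = 0.0145).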

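Plvap, on chromosome 8 of GRCm38 from 71497765 to 71511752, encodes a protein of the diaphragms of fenestrated vessels. Its transcripts stood at 1160 and 1112 TPM in the WT and at 576 and 660 TPM in the stabilized posterior pituitary ECs, and in anterior pituitary ECs at 937 ± 130 and 1235 ± 128 TPM (SD, n = 2). Protein-coding genes held 65.4% and 46.7% of the TPM in the WT and 36.4% and 36.2% in the stabilized posterior pituitary EC libraries, which lowers the TPM of such genes in the latter. By edgeR, which scales the libraries by TMM and not by TPM, the log2 fold changes were -0.37 in the posterior lobe (standard error 1.39, adjusted p = 0.973) and 0.07 in the anterior lobe (adjusted p = 1), neither past the threshold. Leaving out a replicate gave log2 fold changes between -0.41 and -0.33 in the posterior lobe. In WT cerebellum ECs Plvap was at 0 TPM in one replicate and 10.7 TPM in the other. The fit takes a single spread per gene over all 12 GFP-positive libraries. The standard error is therefore not that of the posterior pituitary replicates alone. The 6 pituitary EC transcripts that the paper plots (Plvap, Fam167b, Fabp4, Col15a1, Meis2 and Gpihbp1) included 0 called in either pituitary lobe, over all genes or adjusted over the list alone.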

The transcriptome analysis also suggests that post-translational mechanisms add additional specificity to the BBB vs. non-BBB decision, as seen in comparing the modest reduction in Plvap transcript levels (Figure 6B) to the dramatic reduction in PLVAP protein (Figure 3) in beta-catenin stabilized posterior pituitary ECs.

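Cldn5, the gene of a claudin, had 25.2 ± 17.0 TPM in WT and 123 ± 16.6 TPM in stabilized posterior pituitary ECs (SD, n = 2; log2 fold change 3.10, standard error 0.48, edgeR adjusted p = 0.00595), Ocln 1.32 ± 1.72 and 54.6 ± 1.72 TPM (5.58, standard error 0.84, adjusted p = 0.00514), and Lsr 0.0922 ± 0.130 and 12.1 ± 1.89 TPM (8.18, standard error 1.21, adjusted p = 0.00451). In WT cerebellum ECs their levels were 482 ± 40.8, 215 ± 11.9 and 88.6 ± 28.6 TPM. In anterior pituitary ECs the log2 fold changes were 1.82 for Cldn5 (adjusted p = 0.151), 1.77 for Ocln (adjusted p = 0.640) and 4.95 for Lsr (adjusted p = 0.0627), none past the threshold over all genes tested. Tjp1 changed by 0.61 in the posterior (adjusted p = 0.301) and by 0.34 in the anterior lobe (adjusted p = 0.779); its TPM in WT posterior pituitary ECs, 169 ± 122, varied too much between replicates to show a change of that size. With Marveld2, 3 of these 5 tight junction transcripts were called in the posterior lobe over all genes and 4 when adjusted over the list alone. In the anterior lobe, where all 5 were higher, 0 were called over all genes and 3 passed when adjusted over the list alone.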

Among transcripts coding for tight junction proteins in posterior pituitary ECs, those coding for CLDN5 and OCLN increase in abundance upon beta-catenin stabilization, as do *Lsr* transcripts (coding for the tricellular tight junction protein LSR), but *Tjp1* transcripts (coding for ZO1) show a more modest response, and seven transcripts coding for tight junction proteins that are not specifically associated with BBB ECs show no significant changes (Figure 6—figure supplement 2). 

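Tcf7, which encodes a TCF/LEF partner of beta-catenin, rose by a log2 fold change of 5.55 in the anterior (standard error 1.04, edgeR adjusted p = 0.0377) and 6.81 in the posterior lobe (standard error 1.10, adjusted p = 0.00854).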

Among transcripts coding for transcription factors (TFs) that are specifically enriched in cerebellar ECs, only 7/14 were induced by beta-catenin stabilization (red labels in Figure 6—figure supplement 3). 

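Foxq1, with 25.7 ± 5.06 TPM in WT cerebellum ECs (SD, n = 2), was at 0 counts in WT and 59 counts in stabilized anterior pituitary ECs, at least 11.8-fold higher, and at 8 against 689 counts in posterior pituitary ECs, a ratio of 68.6 for library size. Its stabilized levels were 0.174 ± 0.0979 TPM in the anterior and 1.65 ± 0.312 TPM in the posterior lobe, and both rises were called by edgeR (adjusted p = 0.0373 and 0.00265), whereas the difference between the fitted changes was not past the threshold (adjusted p = 0.872). Etv6 rose from 5.32 ± 0.987 to 15.2 ± 3.16 TPM in the anterior lobe and stood at 5.24 ± 0.710 and 6.24 ± 3.89 TPM in the posterior lobe. The log2 fold changes of its counts were 0.56 (standard error 0.35, edgeR adjusted p = 0.704) and 0.27 (standard error 0.35, adjusted p = 0.796), under the threshold in both lobes under all 6 settings, and their difference had an adjusted p of 0.981.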

For *Foxq1* transcripts induction is greater in the posterior pituitary than in the anterior pituitary, whereas for *Etv6* transcripts induction is greater in the anterior pituitary than in the posterior pituitary. 

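Of the 14 pan-EC transcription factors (Bcl6b, Elk3, Erg, Ets1, Fli1, Id1, Id3, Klf2, Klf4, Nfkb1, Sp100, Stat6, Tsc22d1 and Zfp366), 11 had lower transcript levels in stabilized posterior pituitary ECs, with a median log2 fold change of -0.43 (fry adjusted p = 0.0283 over the 12 tests of lists that the paper shows). In anterior pituitary ECs 10 of 14 were lower, with a median of -0.12 that was not past the threshold (fry adjusted p = 0.158), and in cerebellum ECs 10 of 14, with a median of -0.29 (fry adjusted p = 0.158). None was called over all genes tested in either pituitary lobe, and adjusted over the list alone 1 was called in the anterior and 2 in the posterior lobe. As for the general EC transcripts, the make-up of the posterior pituitary libraries was not separated from a response of ECs.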

Transcripts coding for pan-EC TFs show a modest decline in abundance in both anterior and posterior pituitary upon beta-catenin stabilization.

### Genome-wide analyses of EC transcriptomes

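GFP-positive cells were compared here with the GFP-negative cells of the same tissue and genotype, and 2103 genes were enriched in ECs in at least one of the 6 groups. The number lay between 1721 with a gene-length offset and 2704 with a TPM minimum of 1 in place of 10. In stabilized ECs the enriched genes numbered 1038 in the cerebellum, 932 in the anterior pituitary and 825 in the posterior pituitary. Among genes enriched in the ECs of a tissue in either genotype, stabilization raised 4 and lowered 9 in cerebellum ECs, raised 9 and lowered 1 in anterior pituitary ECs, and raised 65 and lowered 57 in posterior pituitary ECs; of those raised, 1, 8 and 34 were cerebellar BBB transcripts.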

To globally visualize differences in gene expression, we generated scatter plots of cross-sample normalized RNA-seq read counts for the set of 2479 transcripts in the six EC samples that showed >2 fold enrichment compared to their surrounding non-EC (GFP-negative) parenchymal cells, which were also FACS-purified and characterized by RNA-seq; we refer to this set as ‘EC-enriched’. Figure 7A highlights, by color, the subsets of these transcripts that were enriched >2 fold in WT cerebellum ECs vs. WT anterior pituitary ECs (left), WT cerebellum ECs vs. WT posterior pituitary ECs (center), and WT anterior pituitary ECs vs. WT posterior pituitary ECs (right). 

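Between WT tissues, the Pearson correlation of log2 normalized counts across the EC-enriched genes was 0.362 for cerebellum and anterior pituitary ECs, 0.471 for cerebellum and posterior pituitary ECs and 0.830 for the ECs of the 2 lobes. Over the pairs of single replicates the SD was 0.0280 for the first of these and 0.0318 for the second, so that the correlation with the posterior pituitary exceeded that with the anterior pituitary by more than the spread between replicates.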

[To assist the reader in following the trends of abundance changes for BBB-associated transcripts, seven of these transcripts are highlighted and labeled in each of the scatterplots in Figure 7.] Consistent with immunostaining (Figure 3 and Figure 3—figure supplements 1 and 2) and genome browser images (Figure 6A and Figure 6—figure supplement 1), beta-catenin stabilization induces the cerebellar BBB gene expression program more strongly in posterior pituitary ECs compared to anterior pituitary ECs, and this is reflected in the tighter clustering of the colored data points along the 45-degree line in the plots of WT cerebellum ECs vs. beta-catenin stabilized posterior pituitary ECs compared with the plots of WT cerebellum ECs vs. beta-catenin stabilized anterior pituitary ECs (Figure 7B).

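The correlation of WT cerebellum ECs with stabilized anterior pituitary ECs was 0.502 (SD over pairs of single replicates 0.0508) and with stabilized posterior pituitary ECs 0.622 (SD 0.0418). Across genes with a mean of at least 100 counts these were 0.497 and 0.618, and with TPM in place of normalized counts 0.610 and 0.714. The interaction of genotype and lobe was tested for the cerebellar BBB transcripts as a set. Their log2 fold change was larger in posterior than in anterior pituitary ECs by a median of 0.37 (87 of 136 larger in the posterior lobe; fry adjusted p = 0.0311), and by camera with its preset correlation p = 0.000151, a call that holds under fry and not under camera with an estimated correlation (p = 0.123). Replicates 1 and 2 alone gave medians of 0.45 and 0.42. The difference was smaller when the list was defined in one replicate and measured in the other, at 0.14 for the list of replicate 1 and 0.32 for that of replicate 2. Over single genes, the change of 10 was called more positive and that of 13 more negative in the posterior than in the anterior lobe.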

**Figure 7.**
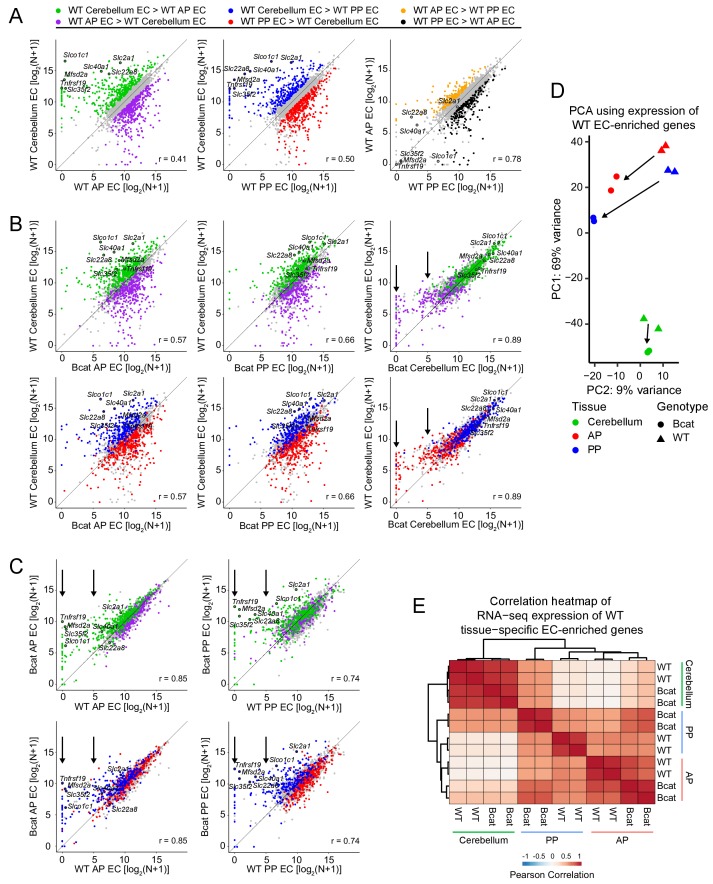
Genome-wide visualization of transcriptome differences in ECs from different tissues for WT vs.beta-catenin stabilized samples. (**A**) Scatter plots comparing cross-sample normalized RNA-seq read counts of EC-enriched protein-coding genes from cerebellum ECs vs. anterior pituitary (AP) ECs, cerebellum ECs vs. posterior pituitary (PP) ECs, and anterior pituitary ECs vs. posterior pituitary ECs. Values depicted are the log_2_ transformation of cross-sample normalized RNA-seq read counts + 1. Colored symbols indicate transcripts with false discovery rate (FDR) < 0.05 and enrichment >2 fold for the indicated comparisons. The same set of seven BBB-associated transcripts are labeled in each scatterplot and their associated datapoints are enclosed by black circles. All data in this figure are averages of two independent samples. (**B**) Scatter plots comparing cross-sample normalized RNA-seq read counts of EC-enriched protein-coding genes from WT cerebellum ECs vs. beta-catenin stabilized anterior pituitary ECs, posterior pituitary ECs, and cerebellum ECs. Colored symbols are as defined in (**A**). (**C**) Scatter plots comparing cross-sample normalized RNA-seq read counts of EC-enriched protein-coding genes between genotypes for anterior pituitary ECs and posterior pituitary ECs. Vertical arrows in (**B**) and (**C**) indicate multiple data points that change upon beta-catenin stabilization. (**D**) Principal component analysis of all WT EC-enriched transcripts from cerebellum ECs, anterior pituitary ECs, and posterior pituitary ECs. The two symbols for each sample represent biological replicates. Most of the variance is explained by PC1 which separates the samples by tissue of origin. Arrows indicate changes upon beta-catenin stabilization. (**E**) Heatmap indicating pairwise Pearson correlations for RNA-seq TPM among WT and beta-catenin-stabilized ECs for tissue-specific EC protein-coding genes. Data are shown for the individual replicates. AP, anterior pituitary; PP, posterior pituitary.

**Figure 7—figure supplement 1.**
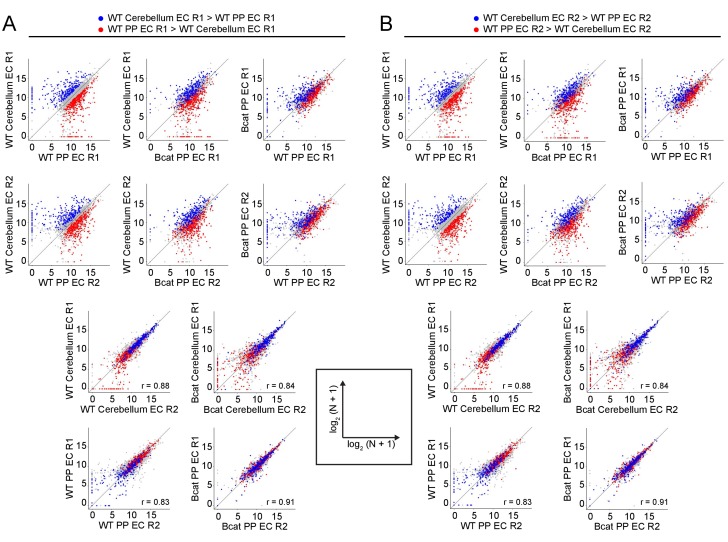
Genome-wide visualization of transcriptome differences in WT vs. beta-catenin stabilized ECs, comparing across independent replicates. (**A,B**) Scatter plots comparing cross-sample normalized RNA-seq read counts of EC-enriched protein-coding genes from cortex vs. choroid plexus. Values depicted are the log_2_ transformation of cross-sample normalized RNA-seq read counts + 1. Colored symbols indicate transcripts with FDR < 0.05 and enrichment >2 fold for the indicated comparisons. All data in this figure are from single replicates. R1, replicate 1, R2, replicate 2. Data points highlighted in (**A**) are derived from R1 and data points highlighted in (**B**) are derived from R2, as defined at the top of the figure.

**Figure 7—figure supplement 2.**
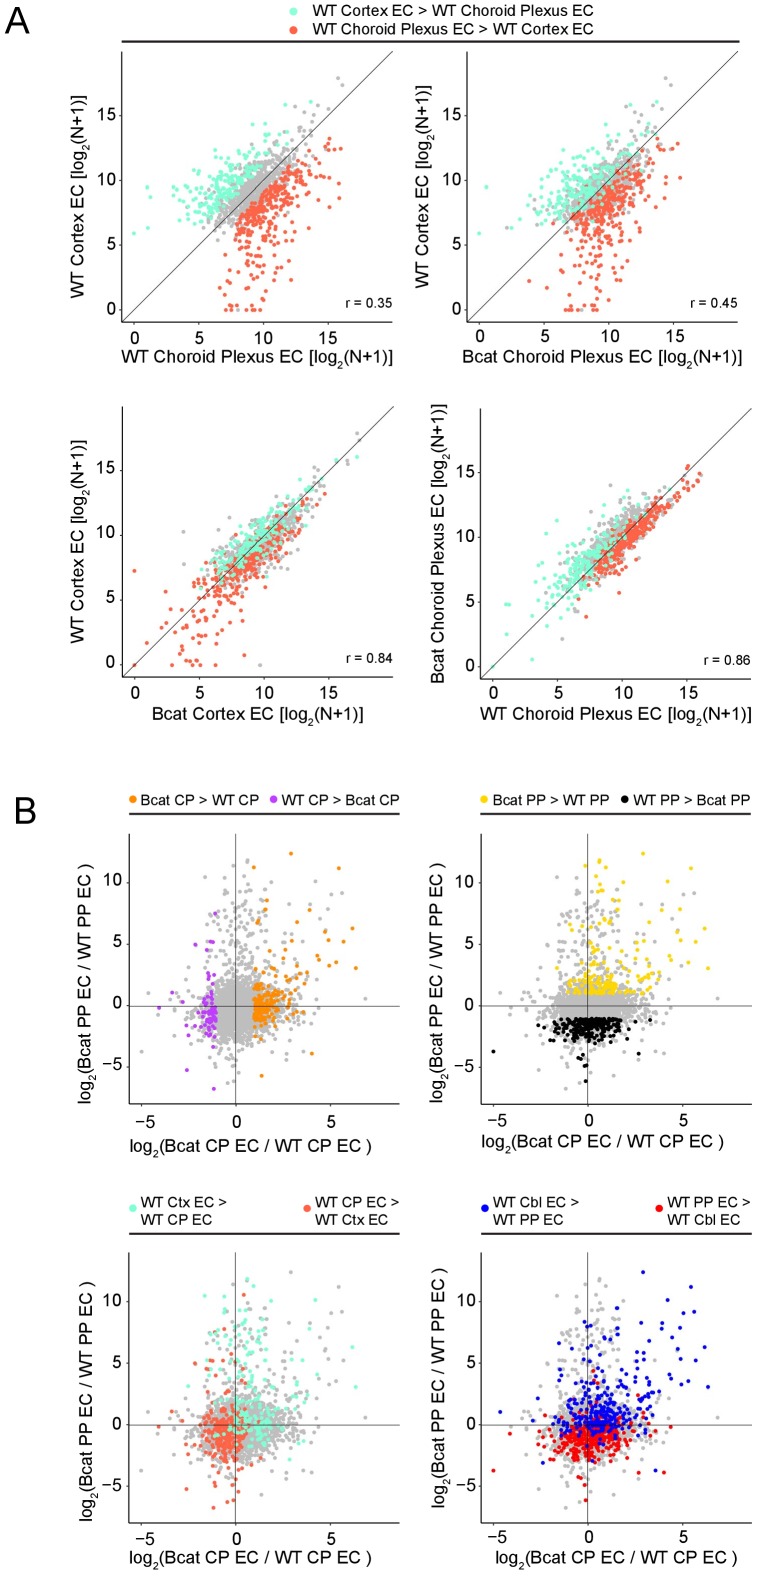
Genome-wide visualization of transcriptome differences in choroid plexus ECs vs. cerebral cortex ECs in response to beta-catenin stabilization, as determined by RiboTag enrichment. (**A**) Scatter plots comparing cross-sample normalized RNA-seq read counts of EC-enriched protein-coding genes from cerebral cortex ECs vs. choroid plexus ECs. Values depicted are the log_2_ transformation of cross-sample normalized RNA-seq read counts + 1. Colored symbols indicate transcripts with FDR < 0.05 and enrichment >2 fold for the indicated comparisons. RiboTag data are averages of two independent samples. (**B**) Scatter plots comparing fold-change (beta-catenin stabilized/WT) for EC-enriched protein-coding genes in posterior pituitary and choroid plexus. Colored symbols indicate transcripts with FDR < 0.05 and enrichment >2 fold for the indicated comparison, and are as defined in panel (**A**) and in Figure 7A.

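The WT and stabilized cerebellum ECs had a Pearson correlation of 0.913 across the EC-enriched genes, with an SD of 0.0136 over pairs of single replicates. Of all 17915 genes tested, 12 were called higher and 104 lower with beta-catenin stabilization; at an unadjusted p under 0.05 the numbers were 433 and 1318. Esr1, which encodes an estrogen receptor, had the largest rise among genes called that were EC-enriched in the cerebellum and reached 10 TPM in both replicates, from 0 and 0.0518 TPM in the WT replicates to 62.3 ± 20.4 TPM (SD, n = 2; log2 fold change 8.19, standard error 1.12, edgeR adjusted p = 0.00513), followed by Cyp2e1 (6.70, adjusted p = 0.0224) and Itih5 (1.83, adjusted p = 0.0334). By the same rule, with 10 TPM in the WT, the largest falls were those of Ccl21a (-4.23, adjusted p = 0.00907), Tspan18 (-4.07, adjusted p = 0.0155) and Ecscr (-3.89, adjusted p = 0.00349).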

A comparison of cerebellar ECs with vs. without beta-catenin stabilization is shown in Figure 7B (right-most plots). With beta-catenin stabilization, cerebellum ECs, which normally exist in a state of constitutive beta-catenin activation, show little change in the abundances of cerebellar BBB transcripts – that is, these points reside close to the 45-degree line - but there is a clear reduction in the abundance of many anterior and posterior pituitary enriched EC transcripts, which reside above the 45-degree line (Figure 7B, right-most plots; vertical black arrows). Similarly, plots of transcript abundances for posterior pituitary ECs with vs. without beta-catenin stabilization and anterior pituitary ECs with vs. without beta-catenin stabilization show that pituitary-specific EC transcripts are minimally altered but cerebellar BBB transcripts are increased in abundance with beta-catenin stabilization (Figure 7C; vertical black arrows).

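The cerebellar BBB transcripts had a median log2 fold change of 0.24 in stabilized cerebellum ECs (96 of 136 higher), against a median of -0.19 over all genes tested. By fry this was not past the threshold (adjusted p = 0.169), whereas camera with its preset correlation gave p = 1.1e-06 and with an estimated correlation p = 0.0607. Among them, Slc2a1 stood at 1006 ± 92.1 TPM (SD, n = 2) in stabilized ECs, with a log2 fold change of -0.31 that was not past the threshold (edgeR adjusted p = 0.795), Mfsd2a at 389 ± 17.5 TPM and Slc35f2 at 94.2 ± 20.5 TPM. Axin2, which is not on the list found here, stood at 93.3 ± 27.5 TPM (log2 fold change 1.47, edgeR adjusted p = 0.584). The 142 pituitary EC transcripts had a median log2 fold change of -0.61 (110 of 142 lower; fry adjusted p = 0.00074). Among them, Plvap changed by -3.08 with a standard error of 1.58 (adjusted p = 0.531). The fall of Plvap was called under 1 of 6 settings, and without a replicate its change lay between -3.03 and 0.55. For the 142 transcripts, replicate 1 alone gave a median of -0.37 and replicate 2 alone -0.80. These transcripts were chosen as low in the same WT cerebellum libraries, which by itself makes them appear to rise: in simulated data without an effect their median was 0.06 (-0.03 to 0.13). The plot of set medians shows both lists in the 3 tissues.

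**Figure D2:**
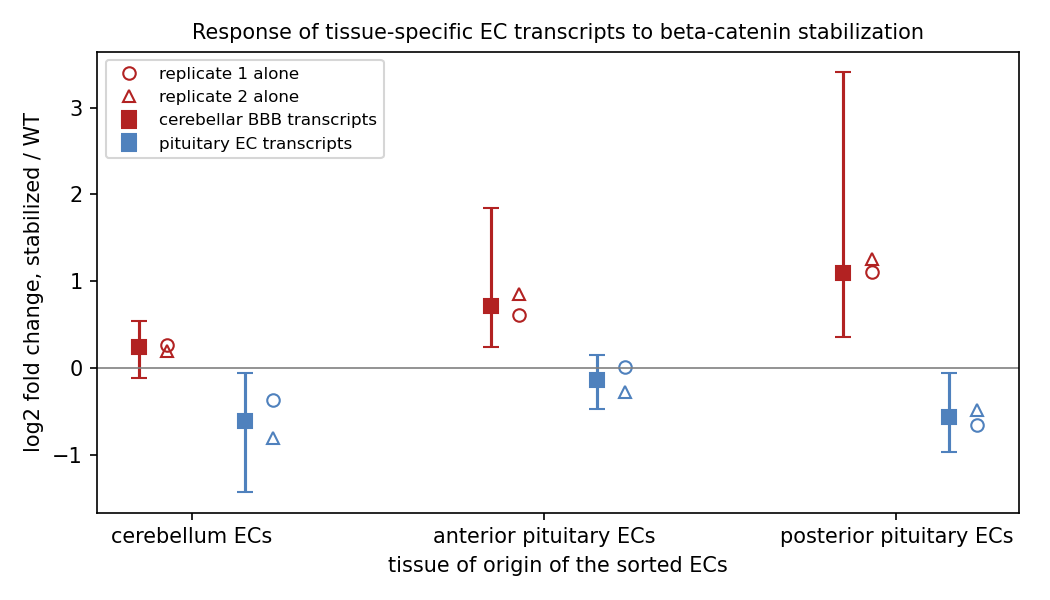
Log2 fold change (stabilized over WT, vertical axis) of the cerebellar BBB transcripts (red) and the pituitary EC transcripts (blue) in cerebellum, anterior pituitary and posterior pituitary ECs. Squares are medians over the transcripts, bars their quartiles, and circles and triangles the medians from replicate 1 and replicate 2 alone; the blue square lies at -0.61 in the cerebellum and the red squares at 0.71 and 1.10 in the pituitary lobes.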

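WT and stabilized ECs of one lobe had correlations of 0.866 in the anterior and 0.706 in the posterior pituitary across the EC-enriched genes, so that the transcriptome moved further in the posterior lobe. Measured in one replicate alone, the medians of the cerebellar BBB transcripts were 0.62 and 0.85 in anterior and 1.11 and 1.26 in posterior pituitary ECs, and those of the pituitary EC transcripts 0.01 and -0.27 in anterior and -0.66 and -0.48 in posterior pituitary ECs.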

Importantly, in Figure 7B (four left plots) the shifts in the colored data points toward the 45 degree line do not simply arise from regression to the mean of outlying data points, as might be observed with independent samples containing noisy data. This is demonstrated in Figure 7—figure supplement 1, where the highlighted (i.e.,>2 fold enriched) data points are defined using either the first set of replicates (panels in A) or the second set of replicates (panels in B) and are then visualized with scatter plots derived from the first set of replicates (top row) or the second set of replicates (second row). It is apparent that the behavior of the two pairs of highlighted data points is nearly identical (and is nearly identical to the averaged data shown in Figure 7) regardless of whether the colored data points derive from the same or independent experiments. This near identity in behavior in cross-replicate comparisons is consistent with the high correlation between replicates (lower two rows in Figure 7—figure supplement 1).

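Lists were likewise defined here in one replicate, by a fold change of at least 2 and a TPM of at least 10 in that replicate alone, and measured in the other, whose libraries share no counts with those that chose the list. The cerebellar BBB list of replicate 1 held 443 genes and that of replicate 2 held 374. Measured in the replicate that had not chosen them, they rose by medians of 0.69 and 0.60 on the log2 scale in anterior pituitary ECs and 0.84 and 0.82 in posterior pituitary ECs; measured in the replicate that had chosen them, the medians were 0.68 and 1.27, and 0.77 and 1.61.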

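In cerebellum ECs the cerebellar BBB lists of single replicates changed by medians of 0.06 and 0.17 in the other replicate. The pituitary EC lists, of 992 and 1112 genes, fell there by medians of -0.69 and -0.21 in the other replicate, against 0 and -0.31 in the replicate that had chosen them. In the pituitary these lists hardly moved across replicates: the medians were -0.09 and 0 in anterior and 0 and -0.16 in posterior pituitary ECs.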

A principal component analysis (PCA) of the expression levels of 2466 WT EC-enriched genes (i.e. enriched >2 fold in WT ECs compared to their surrounding non-EC parenchymal cells) shows that (1) the transcriptomes of the EC replicates cluster tightly by tissue-of-origin and genotype, and (2) beta-catenin stabilization shifts each transcriptome in the same direction (downward) along PC1, which also shifts the pituitary EC transcriptomes toward the cerebellar EC transcriptome (Figure 7D). 

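In the principal component analysis of rlog values of the 1661 WT EC-enriched genes found here, PC1 held 69.6% of the variance, PC2 9.32% and PC3 7.99%. On PC1 the WT cerebellum replicates lay at 49.5 and 39.5 and the stabilized ones at 63.9 and 64.7. Anterior pituitary ECs moved from -41.2 and -41.5 to -28.8 and -23.3, and posterior pituitary ECs from -30.2 and -31.4 to -9.64 and -11.5. In each tissue both stabilized replicates thus lay on the same side of both WT replicates, with a shift larger than the spread between replicates; the sign of a component is arbitrary. With the 500 most variable genes PC1 held 73.2%, the alternative on all replicates that moved it most.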

If we consider only the 427 WT EC-enriched transcripts that were enriched in a single tissue (224 cerebellum EC + 93 anterior pituitary EC + 110 posterior pituitary EC = 427 total), a heat-map of Pearson correlations shows that: (1) compared to WT posterior pituitary ECs, beta-catenin stabilized posterior pituitary ECs have a substantially higher correlation with cerebellum ECs, and (2) compared to WT anterior pituitary ECs, beta-catenin stabilized anterior pituitary ECs have a modestly higher correlation with cerebellum ECs (Figure 7E). 

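The lists of single tissues found here hold 160 EC-enriched protein-coding genes. Across them the correlation of WT cerebellum ECs with WT ECs was 0.0653 for the anterior and 0.168 for the posterior pituitary, and with stabilized ECs 0.232 and 0.455. For log2 TPM, the correlations of single libraries with WT cerebellum ECs rose from between 0.0941 and 0.179 to between 0.296 and 0.452 in the anterior lobe and from between 0.230 and 0.322 to between 0.583 and 0.667 in the posterior lobe, with no overlap between genotypes in either. As the genes were chosen for a high or low level in WT cerebellum ECs, a low correlation among WT tissues comes with the choice.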

In sum, the analyses in Figures 6 and 7 show that the main consequence of beta-catenin stabilization in pituitary ECs is to increase the abundance of BBB and other beta-catenin-responsive transcripts, and the main consequence in cerebellar ECs is to reduce the abundance of non-BBB EC transcripts.

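Of the 7 transcripts labeled in the scatter plots of Figure 7 (Slco1c1, Slc2a1, Slc40a1, Slc22a8, Mfsd2a, Tnfrsf19 and Slc35f2), 5 were called higher in stabilized anterior and 7 in stabilized posterior pituitary ECs. Of a list of 10 general Wnt target genes written down beforehand, 9 were higher in stabilized anterior pituitary ECs (median log2 fold change 3.72; fry adjusted p = 0.00315 over the 186 tests of marker lists), 8 in posterior pituitary ECs (5.82; fry adjusted p = 0.000521) and 7 in cerebellum ECs (0.42; fry adjusted p = 0.266). The change of the pituitary EC transcripts in the cerebellum was lower than their change in the anterior lobe by a median of -0.61 (fry adjusted p = 0.00807) and than that in the posterior lobe by -0.21, a difference that was not past the threshold (fry adjusted p = 0.0754). From the induction of BBB transcripts in the pituitary lobes and the reduction of pituitary EC transcripts in the cerebellum, set against the smaller changes of the opposite lists in each tissue, the paper concludes that stabilization mainly raises BBB and other beta-catenin-responsive transcripts in pituitary ECs and mainly lowers non-BBB transcripts in cerebellar ECs. It proposes that incomplete recombination may account for part of the asymmetry in the pituitary.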

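The RiboTag experiment used mice in which Cre recombination adds an epitope tag to the ribosomal protein RPL22, so that ribosomes of ECs, and the transcripts bound to them, can be pulled down from a homogenate of the tissue. Both genotypes carried Rpl22ribotag/+ and Pdgfb-CreER, and stabilized mice also Ctnnb1flex3/+; here the genotypes do not differ in the Cre transgene. The mice were 6 to 8 weeks old, and the choroid plexi of 3 to 4 animals were pooled for each replicate. For cerebral cortex and choroid plexus the transcripts in the pull-down (bound) and in an aliquot of the homogenate (input) were sequenced, with 2 replicates per group and 16 libraries in all, which the authors processed as the RNA of the sorted cells. Estimated counts came to between 6409013 and 21399125 per library, with a median of 10036750, and the stabilized bound libraries were less deep than the WT ones: 7061937 and 10043096 against 14699601 and 21399125 in cortex, and 6409013 and 6432678 against 7517032 and 7585218 in choroid plexus. The 8 bound libraries were fitted together (16775 genes tested), and enrichment in ECs was called by a fit of all 16 libraries (18241 genes tested) as bound over input. The libraries differ in more than genotype: protein-coding genes held between 53.6% and 62.4% of the TPM in the WT cortex libraries and between 18.2% and 26.7% in the others, where a non-coding RNA annotated as Gm23935 took up to 522281 TPM. The stabilized cortex libraries also hold Xist transcripts and nearly no Y-linked transcripts, whereas the WT cortex libraries hold Y-linked transcripts and no Xist.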

To complement the pituitary EC vs. cerebellum EC comparisons, we utilized RiboTag technology to compare EC transcripts associated with polyribosomes in ECs in the cerebral cortex and choroid plexus of WT and beta-catenin stabilized adult mice. [Ribotag mice have been genetically engineered to express an epitope-tagged ribosomal protein in a Cre-recombinase-dependent manner, which permits cell-type-specific immuno-affinity capture of ribosome-associated mRNAs (Sanz et al., 2009). For these experiments we compared *Rpl22^ribotag/+^; Ctnnbl1^flex3/+^;Pdgfb-CreER* vs. *Rpl22^ribotag/+^;Pdgfb-CreER* mice several weeks after an IP injection of 4HT.] Based on RiboTag RNA-seq, 184 transcripts were enriched in WT cortex ECs compared to WT choroid plexus ECs (‘cortical BBB transcripts’) and 311 transcripts showed the reverse enrichment (Supplementary file 2). 

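Among genes enriched in WT cortex bound over input, 245 were called higher in WT cortex than in WT choroid plexus bound libraries, and among those enriched in WT choroid plexus bound over input 327 showed the reverse. These include 131 of the 184 genes (71.2%) on the paper's list of cortical BBB transcripts and 201 of the 308 (65.3%) on its choroid plexus list that the annotation holds. The alternative that moved the first list most was a TPM minimum of 1, which gave 341 genes, and the second held 551 under it. The cortical list found here also holds 12 of the 12 genes of a list of microglial markers, and the paper's list 9 of them.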

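Of the 245 cortical BBB transcripts found here, 34 (13.9%; 95% Wilson interval 10.1% to 18.8%) were called at least 2-fold higher in stabilized than in WT choroid plexus bound libraries, and 38.4% were higher by 2-fold with no test. On the list of 184 genes in the paper's supplement, 57 (31.0%) were at least 2-fold higher and 16 were called; DESeq2 called 35 of them (19.0%). With DESeq2 the share on the list found here was 28.3%, against 6.67% with a gene-length offset in edgeR. Simulated data without an effect of genotype gave 0 calls and a 2-fold rise in a mean of 3.58% of such a list (1.59% to 5.39%). Apcdd1 (log2 fold change 6.62, standard error 0.65, edgeR adjusted p = 0.00319), Nkd1 (6.31, standard error 0.55, adjusted p = 0.00194) and Mfsd2a (5.95, standard error 0.49, adjusted p = 0.00172) had the largest rises among EC-enriched genes that were called. Mfsd2a rose from 0.677 ± 0.526 to 28.3 ± 1.83 TPM (SD, n = 2), Slc35f2 from 0.282 ± 0.160 to 5.20 ± 0.261 TPM (edgeR adjusted p = 0.00430) and Slc2a1 from 24.7 ± 4.24 to 177 ± 3.14 TPM (log2 fold change 2.97, standard error 0.47, adjusted p = 0.0250, up to 0.0517 over the settings tried).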

Among the 184 cortical BBB transcripts, 28% were increased >2 fold upon beta-catenin stabilization in choroid plexus ECs. 

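Across 1400 EC-enriched protein-coding genes, the correlation of WT cortex with WT choroid plexus bound libraries was 0.435 (SD over pairs of single replicates 0.0576) and with stabilized choroid plexus 0.511 (SD 0.0309), a rise about as large as the spread between replicates. The correlation of WT with stabilized libraries was 0.871 in cortex and similar in choroid plexus. As a set the cortical BBB transcripts rose in choroid plexus by a median log2 fold change of 0.72 (199 of 245 higher; fry adjusted p = 0.0301; camera with an estimated correlation p = 0.104), against -0.13 over all genes tested, and the choroid plexus EC transcripts fell by a median of -0.49 (272 of 327 lower; fry adjusted p = 0.000577). Lists defined in one replicate and measured in the other gave medians of 0.47 and 0.51 for the first and -0.45 and -0.31 for the second. The choroid plexus input, which holds all cells of the tissue, moved in the same direction for the cortical BBB transcripts, by a median of 0.51 (199 of 242 with a change higher; fry adjusted p = 0.000577).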

Scatter plots analogous to those described above for Figure 7 show that beta-catenin stabilization in choroid plexus ECs partially induces the BBB gene expression program, that is, choroid plexus ECs become more like cortex ECs (Figure 7—figure supplement 2A). 

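The log2 fold changes with stabilization were compared between posterior pituitary ECs and choroid plexus ECs, which share no libraries, across 380 genes that were EC-enriched and tested in both. Their Pearson correlation across genes was 0.651; genes are not independent replicates, so no p is given. Of these genes 29 were called higher in posterior pituitary and 49 in choroid plexus ECs, and 23 in both (Fisher's exact test, 2-sided, p = 4.22e-18). That test takes the genes as independent, so its p does not measure the spread between libraries. Of those called lower, 30 in posterior pituitary and 2 in choroid plexus ECs, 0 were shared. Across all 15175 genes tested in both experiments the correlation was 0.0732.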

A cross comparison between the cerebellum EC vs. pituitary EC and the cortex EC vs. choroid plexus EC experiments reveals a substantial sharing of up- and down-regulated genes in response to beta-catenin stabilization (Figure 7—figure supplement 2B).

In summary, beta-catenin stabilization in ECs leads to a partial conversion to a BBB-like gene expression program in anterior pituitary, posterior pituitary, and choroid plexus ECs.

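In the bound libraries 110 genes were called higher and 33 lower in choroid plexus and 612 higher and 448 lower in cortex with beta-catenin stabilization; at an unadjusted p under 0.05 the numbers were 993 and 1333, and 2070 and 1735. General Wnt target genes rose in both, by medians of 2.05 in choroid plexus (7 of 9 with a change higher; fry adjusted p = 0.00315) and 1.46 in cortex (fry adjusted p = 0.0164). The cortical BBB transcripts did not change in cortex as a set (median 0.08, 130 of 245 higher; fry adjusted p = 0.794). From the rise of cortical BBB transcripts in choroid plexus ECs, and from the genes that respond in both experiments, the paper concludes that stabilized beta-catenin converts these ECs in part to the BBB program, as it does those of the pituitary lobes.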

### Accessible chromatin and transcription factor binding motifs in ECs, with and without beta-catenin stabilization

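The lists hold no read counts, so the pairwise comparison of read counts with DiffBind and edgeR that the paper describes was not repeated, and peaks were compared as present or absent. In 14261 regions peaks were shared by the WT cerebellum, anterior pituitary and posterior pituitary ECs. A library in which more peaks were called also holds more peaks that the others lack.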

Based on pair-wise comparisons among the three WT samples, 7813, 5714, and 4663 ATAC-seq peaks were more accessible (i.e., showed >2 fold more read counts) in WT cerebellum ECs, WT anterior pituitary ECs, and WT posterior pituitary ECs, respectively, in at least one pair-wise comparison (Supplementary file 3). These peaks are highlighted in color in the scatter plots in Figure 8A. 

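Peaks present in both WT replicates of one tissue and in no replicate of the other 2 WT tissues numbered 2202 in cerebellum ECs, 10096 in anterior pituitary ECs and 108 in posterior pituitary ECs. Absence from a list is not the same as lower read counts, and the numbers follow how many peaks were called in each library: with the 20000 peaks of highest -log10 q in every library, the anterior pituitary had 1360 and the posterior pituitary 562.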

A subset of these peaks are uniquely associated with a given EC-subtype (i.e. enriched >2 fold in both pairwise comparisons): 2680, 1493, and 84 in WT cerebellum ECs, WT anterior pituitary ECs, and WT posterior pituitary ECs, respectively (Supplementary file 3). Akin to the RNA-seq analyses described above, in both sets of pituitary ECs, beta-catenin stabilization induced an accessible chromatin state that was more like the state of cerebellar ECs, that is, the BBB-competent EC state is characterized by enhanced accessibility of cerebellar EC ATAC-seq peaks and reduced accessibility of pituitary EC ATAC-seq peaks (Figure 8B; top two rows). 

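Of the 2202 peaks found only in WT cerebellum ECs, 527 (23.9%; 95% Wilson interval 22.2% to 25.8%) were gained in stabilized anterior pituitary ECs and 717 (32.6%; 30.6% to 34.5%) in stabilized posterior pituitary ECs. By comparison, 21.4% of the peaks found only in WT anterior pituitary ECs were gained in the posterior lobe, and 1.85% of those found only in WT posterior pituitary ECs were gained in the anterior lobe. The odds ratios of these comparisons were 1.77 in the posterior lobe (Fisher's exact test, 2-sided, p = 1.85e-27) and 16.7 in the anterior lobe (p = 2.45e-10). With the 20000 strongest peaks of each library the contrasts were smaller: 8.74% against 4.09% in the anterior and 19.7% against 16.6% in the posterior lobe. Of the peaks found only in WT anterior pituitary ECs 13.5% were lost there with stabilization, and of the 108 found only in WT posterior pituitary ECs 72 (66.7%). The Jaccard index between WT cerebellum ECs and anterior pituitary ECs rose from 0.404 in WT to 0.441 in stabilized ECs; with posterior pituitary ECs it fell from 0.560 to 0.524, and rose from 0.577 to 0.581 when the same number of peaks was taken from every library.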

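In cerebellum ECs 5093 peaks were present in both stabilized replicates and absent from both WT replicates, and 670 the reverse; these are 17.9% of the stabilized and 3.30% of the WT peaks. The peaks found only in WT cerebellum ECs were kept: 90.9% of them or more were called in the 2 stabilized libraries. The stabilized libraries had more peaks than the WT ones, and with 20000 peaks from each library 1360 were gained and 882 lost. The Jaccard index of WT with stabilized cerebellum ECs was 0.607, below the range between replicates of one group.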

Cerebellum ECs, which – as noted above – normally exist in a state of constitutive beta-catenin activation, showed minimal changes in chromatin accessibility with beta-catenin stabilization (Figure 8B; third row). Also similar to the RNA-seq analyses, PCA of read densities at all called ATAC-seq peaks shows that (1) the EC replicates cluster tightly by tissue-of-origin and genotype, and (2) beta-catenin stabilization shifts all data points in the same direction, which shifts the points representing pituitary ECs in the direction of the points representing cerebellar ECs (Figure 8C). 

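A principal component analysis of read densities needs the reads, which were not used here. The peak lists give the share of peaks found in only one WT tissue that each stabilized library holds: of the peaks found only in WT cerebellum ECs, 29.4% and 27.8% were called in the stabilized anterior and 37.9% and 44.6% in the stabilized posterior pituitary replicates. Of those found only in WT anterior pituitary ECs, 74.0% and 82.7% were still called in stabilized anterior pituitary libraries, and of those found only in WT posterior pituitary ECs 19.4% and 31.5% in stabilized posterior pituitary libraries.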

Finally, if we consider only the 4257 ATAC-seq peaks that were enriched in WT ECs from a single tissue (2680 cerebellum + 1493 anterior pituitary + 84 posterior pituitary = 4257 total), a heat-map of Pearson correlations shows that (1) compared to WT posterior pituitary, beta-catenin stabilized posterior pituitary ECs have a higher correlation with cerebellum ECs, (2) compared to WT anterior pituitary, beta-catenin stabilized anterior pituitary ECs have a higher correlation with cerebellum ECs, and (3) the posterior pituitary EC vs. cerebellum EC correlations are higher than the anterior pituitary EC vs. cerebellum EC correlations (Figure 8D).

**Figure 8.**
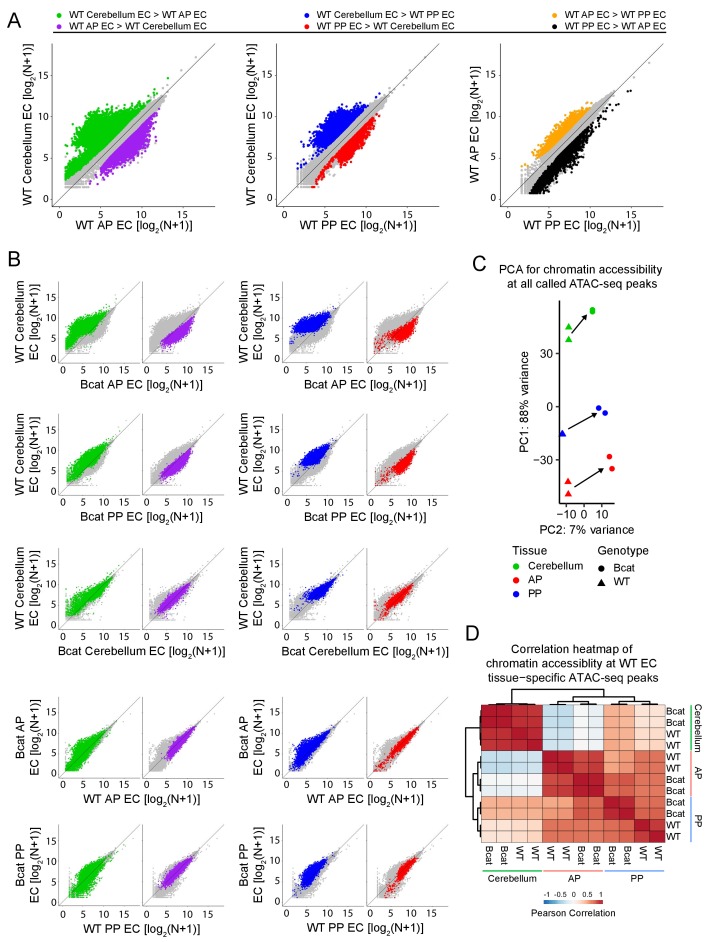
Genome-wide visualization of accessible chromatin differences by EC tissue type in WT vs. beta-catenin stabilized samples. (**A**) Scatter plots comparing cross-sample normalized ATAC-seq read counts in ATAC-seq peaks (i.e. peaks above threshold; see Materials and methods) from cerebellum ECs vs. anterior pituitary (AP) ECs, cerebellum ECs vs. posterior pituitary (PP) ECs, and anterior pituitary ECs vs. posterior pituitary ECs. Values depicted are the log_2_ transformation of cross-sample normalized ATAC-seq read counts + 1. Colored symbols indicate peaks with FDR < 0.05 and differential accessibility >2 fold for the indicated comparisons. (**B**) Scatter plots of cross-sample normalized ATAC-seq read counts in ATAC-seq peaks for the indicated pairwise comparisons. Colored symbols are as defined in (**A**). (**C**) Principal component analysis of chromatin accessibility at all called ATAC-seq peaks from WT and beta-catenin stabilized cerebellum ECs, anterior pituitary ECs, and posterior pituitary ECs. The two symbols for each sample represent biological replicates. Most of the variance is explained by PC1 which separates the samples by tissue of origin. Arrows indicate changes upon beta-catenin stabilization. (**D**) Heatmap indicating pairwise Pearson correlations for chromatin accessibility at WT and beta-catenin-stabilized tissue-specific EC ATAC-seq peaks. Data are shown for the individual replicates. AP, anterior pituitary; PP, posterior pituitary.

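Of the 25 cerebellar BBB genes called higher in stabilized anterior pituitary ECs, 20 (80%) had a gained peak within 100 kb, against 72 of the 111 others (64.9%), and in the posterior lobe 47 of 52 (90.4%) against 73 of 84 (86.9%). Counted by peaks, 1.92% of the peaks gained in anterior pituitary ECs lay within 100 kb of an induced cerebellar BBB gene, against 0.461% of all its peaks (binomial test, 2-sided, p = 2.55e-17, or 7.58e-17 adjusted over 6 tests), and 2.33% against 1.37% in posterior pituitary ECs (p = 9.61e-11, adjusted p = 1.44e-10). The cerebellar BBB genes that were not called higher also had more gained peaks nearby than all peaks would give, 4.73% against 3.01% in the anterior and 3.52% against 2.57% in the posterior lobe (binomial adjusted p = 8.72e-07 in each), and the shares of genes with a gained peak were not tested. Distances on the genome do not show which gene a peak acts on.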

In beta-catenin stabilized ECs, the appearance of newly accessible chromatin in the neighborhood of newly activated genes suggests a causal relationship (Figure 6A and Figure 6—figure supplement 1). To explore this relationship, correlations between changes in gene expression and changes in accessible chromatin were quantified genome-wide by determining the percentage of accessible regions gained or lost upon beta-catenin stabilization within 100 kb of (1) EC tissue-specific genes, and (2) EC genes down- or up-regulated by beta-catenin stabilization (Figure 9A). 

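By presence and absence of peaks, 2767 were gained and 1872 lost in anterior pituitary ECs (7.67% of the stabilized and 5.72% of the WT peaks) and 7437 were gained and 539 lost in posterior pituitary ECs (28.5% and 3.08%). Gained peaks thus outnumbered lost peaks by 1.48 to 1 in the anterior and 13.8 to 1 in the posterior lobe, where the stabilized libraries had more peaks in all. The numbers depend on the depth of calling: with 20000 peaks from each library, 764 were gained and 548 lost in the anterior lobe and 1868 gained and 1321 lost in the posterior lobe. Of the gained peaks 948 were gained in both lobes, 34.3% of those of the anterior and 12.7% of those of the posterior lobe.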

A total of 1042, 2829, and 2060 chromatin regions gained accessibility – that is showed >2 fold more read counts – in beta-catenin stabilized cerebellar, anterior pituitary, and posterior pituitary ECs, respectively, whereas 1510, 1397, and 1100 regions of chromatin lost accessibility (Supplementary file 3). [As noted above in the context of the EC transcriptome analyses, the number of accessible chromatin regions gained or lost upon beta-catenin stabilization could be, at least partly, biased by incomplete Cre-mediated recombination since a region of chromatin accessibility that is gained relative to a low baseline would likely show a > 2 fold increase in read counts, whereas a loss in chromatin accessibility might be obscured by read counts from unrecombined ECs.] This analysis shows that accessible chromatin regions gained in beta-catenin stabilized ECs are significantly enriched within 100 kb of genes that are WT cerebellum EC-specific and that were induced by beta-catenin stabilization in anterior and posterior pituitary ECs. Moreover, the regions of accessible chromatin in anterior and posterior pituitary ECs that were gained upon beta-catenin stabilization exhibit a high degree of overlap with accessible chromatin regions that are unique to WT cerebellum ECs (Figure 9B; Supplementary file 3). 

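Of the peaks gained in anterior pituitary ECs, 184 (6.65%; 95% Wilson interval 5.78% to 7.64%) lay within 100 kb of a cerebellar BBB gene found here, against 3.47% of all peaks of these ECs (binomial test, 2-sided, p = 3.81e-16, or 2.29e-15 adjusted over the 6 tests of gained and lost peaks). In posterior pituitary ECs it was 433 (5.82%; 5.31% to 6.38%) against 3.93% (binomial p = 4.38e-15, adjusted p = 1.31e-14), and in cerebellum ECs 245 (4.81%) against 4.96%, with no difference past the threshold (p = 0.651). Lost peaks were found near these genes less often than all peaks, in 1.98% of cases in the anterior pituitary (binomial p = 0.000185, adjusted p = 0.00037), 1.67% in the posterior pituitary (p = 0.00381, adjusted p = 0.00572) and 2.99% in the cerebellum (p = 0.0160, adjusted p = 0.0192). Within 20 kb the shares of gained peaks were 4.23% against 1.82% in the anterior and 3.62% against 2.09% in the posterior lobe.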

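Of the 2767 peaks gained in anterior pituitary ECs, 526 (19.0%; 95% Wilson interval 17.6% to 20.5%) overlapped a peak found only in WT cerebellum ECs among the WT tissues, and of the 7437 gained in posterior pituitary ECs 716 (9.63%; 8.98% to 10.3%). The background was taken as the peaks of the other 5 groups that were absent from both WT libraries of the lobe and so could have been gained. Of the background peaks that were not gained, 27.8% overlapped peaks found only in WT cerebellum ECs for the anterior lobe, more than among gained peaks (odds ratio 0.61, Fisher's exact test, 2-sided, p = 7.74e-19, or 1.55e-18 adjusted over 6 tests), and 7.83% for the posterior lobe, fewer than among gained peaks (odds ratio 1.31, p = 3.58e-08, adjusted p = 4.30e-08). The direction for the anterior lobe depends on whether gained peaks found in no other tissue are counted. With these left out, a comparison chosen after seeing the values, the odds ratio was 1.85 (Fisher p = 2.91e-21) in the anterior and 1.41 (p = 3.02e-12) in the posterior lobe. With the 20000 strongest peaks of each library the share in the posterior lobe was 24.0%, below its background (odds ratio 0.68, Fisher p = 3.31e-10). Leaving out a replicate moved the posterior share between 6.68% and 13.9% and reversed its direction.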

In sum, beta-catenin stabilization in anterior and posterior pituitary ECs leads to chromatin remodeling in the neighborhood of cerebellar BBB genes, which makes the landscape of chromatin accessibility more like that of cerebellum ECs.

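The peaks found only in WT cerebellum ECs were more often gained in the pituitary where they carry a TCF/LEF site. In the anterior lobe 36.2% of those with [AT]TCAAAG within 100 bp of the summit were gained, against 19.1% of those without (odds ratio 2.40, Fisher's exact test, 2-sided, p = 1.74e-16, or 8.7e-16 adjusted over 10 tests), and in the posterior lobe 46.1% against 27.3% (odds ratio 2.28, p = 6.99e-17, adjusted p = 6.99e-16). The reversed sequence GAAACT[AT], taken as a control, made no such difference (Fisher p = 0.179 and 0.416). From the gained regions near cerebellar BBB genes and their overlap with regions that are accessible in WT cerebellum ECs, the paper concludes that stabilized beta-catenin remodels the chromatin of pituitary ECs toward that of cerebellum ECs.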

**Figure 9.**
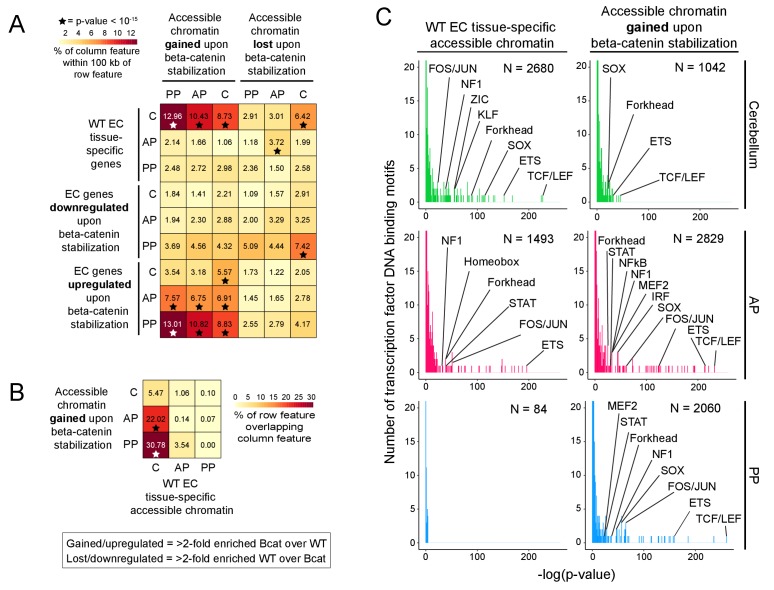
Regions of accessible chromatin that are induced by beta-catenin stabilization correlate with changes in EC gene expression and are highly enriched for TCF/LEF motifs. (**A**) Heatmap quantifying the number of accessible chromatin regions (ATAC-seq peaks) in FACS-purified ECs that were either gained or lost (i.e. ATAC-seq read counts changed >2 fold) upon beta-catenin stabilization and that are within 100 kb of (1) tissue-specific EC genes (as determined by comparisons between WT ECs) or (2) genes for which expression in ECs was either gained or lost upon beta-catenin stabilization. Statistical significance was calculated with a binomial test. (**B**) Heatmap indicating percentage overlap between accessible chromatin (ATAC-seq peaks) gained upon beta-catenin stabilization and accessible chromatin that is unique to each EC type (as determined by comparisons between WT ECs). There is significant overlap between accessible chromatin gained upon beta-catenin stabilization – especially in the two pituitary EC samples - and accessible chromatin unique to WT cerebellum ECs. Statistical significance calculated by Fisher’s exact test. In (**A**) and (**B**), stars indicate statistical significance at p-value-<10^−15^. (**C**) Transcription factor motif enrichment in accessible chromatin in WT vs. beta-catenin stabilized ECs. Histograms of the -log_10_(p-value) for 414 transcription factor DNA binding motifs that were tested for enrichment in EC tissue-specific accessible chromatin, based on comparisons of WT ECs (left column) and beta-catenin stabilized ECs (right column). The number of ATAC-seq peaks analyzed (i.e., peaks specific to EC tissue type and genotype) is indicated in each panel. The x-axis bin size is 1. The y-axis has been truncated. The vast majority of tested motifs have high p-values (i.e., low statistical significance) and thus are found in the first few bins. The statistically most significant TF motif families are labeled. Most TF families are represented by multiple closely related motifs, and only the motif with the lowest p-value for each family is labeled. C, cerebellum. AP, anterior pituitary. PP, posterior pituitary.

To link the accessible chromatin analyses to the actions of individual TFs, we used Hypergeometric Optimization of Motif EnRichment (HOMER), a suite of tools for discovering enriched motifs in genomic sequences (Heinz et al., 2010), to perform enrichment analyses of TF DNA binding motifs within accessible chromatin regions that (1) are specific to each EC subtype, and (2) were gained within each EC subtype upon beta-catenin stabilization (Figure 9C). For TFs that form families with multiple closely related members – including TCF/LEF, ETS, FOS/JUN, and SOX – HOMER lists a distinct consensus motif for each family member. To minimize clutter in Figure 9C, we have labeled only motifs from TF families with high statistical significance, and, within each TF family, we have labeled only the single motif with the highest statistical significance.

Motifs corresponding to the ETS family of transcription factors, which play a central role in EC development and function throughout the body (Meadows et al., 2011), were highly enriched in all of the samples for which there was a sufficient number of ATAC-seq peaks to generate statistically significant data. 

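HOMER's search over known motifs was not repeated; here a fixed sequence for each of 6 families of transcription factors, and a reversed TCF/LEF sequence as a control, was sought within 100 bp of each peak's strongest summit, with 63 tests adjusted together. The ETS sequence [CA]GGAA[GA][TC] occurred in 55.3% of the peaks found only in WT anterior pituitary ECs and in 46.0% of those found only in WT cerebellum ECs, against 42.2% of the peaks shared by the 3 WT tissues (odds ratio 1.69, Fisher's exact test, 2-sided, p = 1.65e-90, and odds ratio 1.17, p = 0.000858). Among gained peaks it was more frequent than in peaks of all 4 libraries in posterior pituitary ECs (54.3% against 44.3%, odds ratio 1.49, Fisher p = 9.23e-46), about as frequent in anterior pituitary ECs (50.9% against 49.8%, p = 0.249) and less frequent in cerebellum ECs (40.4% against 45.9%, odds ratio 0.80, p = 1.09e-12). As the reference peaks are themselves open in ECs, a motif common to all EC peaks is not enriched by this test. The mean GC content was 51.5% around the summits of peaks gained in cerebellum, 50.1% in anterior pituitary and 52.5% in posterior pituitary ECs, against 60.3%, 58.7% and 62.6% in the peaks of all 4 libraries, so that short sequences differ in frequency by composition alone.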

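The peaks found only in WT posterior pituitary ECs were few enough here as well that shares are imprecise: [AT]TCAAAG was found in 2 of 108 (1.85%, p = 0.588 by Fisher's exact test, 2-sided), and the ETS sequence in 37.0% (p = 0.284).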

[As there were only 84 regions of accessible chromatin that were specific to posterior pituitary ECs, the P-values for motif enrichment cluster at the low end of the distribution for this sample (lower left plot in Figure 9C).] In WT cerebellum ECs but not in WT anterior pituitary ECs, the predominant TF motif that was enriched in accessible chromatin corresponds to the TCF/LEF family (Figure 9C, left), a finding that is in accord with our previous analyses of P7 brain ECs (Sabbagh et al., 2018). 

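In the peaks found only in WT cerebellum ECs, [AT]TCAAAG occurred in 618 of 2202 (28.1%), against 3.23% of the peaks shared by the 3 WT tissues (odds ratio 11.7, Fisher's exact test, 2-sided, p = 1.93e-280). In those found only in WT anterior pituitary ECs it occurred in 4.96% (odds ratio 1.56, Fisher p = 1.31e-11). Against random genome windows of the same GC content, which were chosen as a reference after seeing the data, its frequency was 4.41 times as high in the first and 0.88 times as high in the second. The SOX sequence CCATTGT (8.17% against 2.41%, odds ratio 3.61) and the Forkhead sequence TGTTTAC (6.13% against 2.03%, odds ratio 3.16) were also more frequent in the peaks found only in WT cerebellum ECs, and the FOS/JUN sequence TGA[CG]TCA in those found only in WT anterior pituitary ECs (8.85% against 4.88%).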

Strikingly, in all three samples of ECs with stabilized beta-catenin, TCF/LEF motifs showed the greatest enrichment in the newly gained accessible chromatin (Figure 9C, right).

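Among gained peaks [AT]TCAAAG occurred in 21.9% in anterior pituitary ECs (95% Wilson interval 20.4% to 23.5%), 14.7% in posterior pituitary ECs (13.9% to 15.5%) and 12.8% in cerebellum ECs (11.9% to 13.8%). In the peaks of all 4 libraries of each tissue it occurred in 4.58%, 3.41% and 8.08%, which gives odds ratios of 5.86 (Fisher's exact test, 2-sided, p = 1.08e-194, adjusted p = 2.28e-193), 4.89 (p = 1.29e-201, adjusted p = 4.06e-200) and 1.67 (p = 6.19e-24, adjusted p = 3.90e-23). Of the 7 sequences sought, TCF/LEF had the highest odds ratio in both pituitary lobes; in cerebellum ECs it was next to the Forkhead sequence, with an odds ratio of 1.73 (5.36% against 3.18%). By p it ranked first in all 3 tissues. The reversed control was also more frequent in gained peaks, with odds ratios of 1.50, 1.53 and 1.29. With reference peaks drawn to the GC content of the gained peaks, a comparison added after seeing the data, the reference frequencies were 7.22%, 6.24% and 14.7%, so that the gained peaks of the pituitary lobes kept 3.04 and 2.36 times the reference frequency while those of the cerebellum had 0.87 times. Against random genome windows of like GC content the ratios were 3.48, 2.70 and 2.18. The plot of motif frequencies sets gained peaks beside these references.

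**Figure D3:**
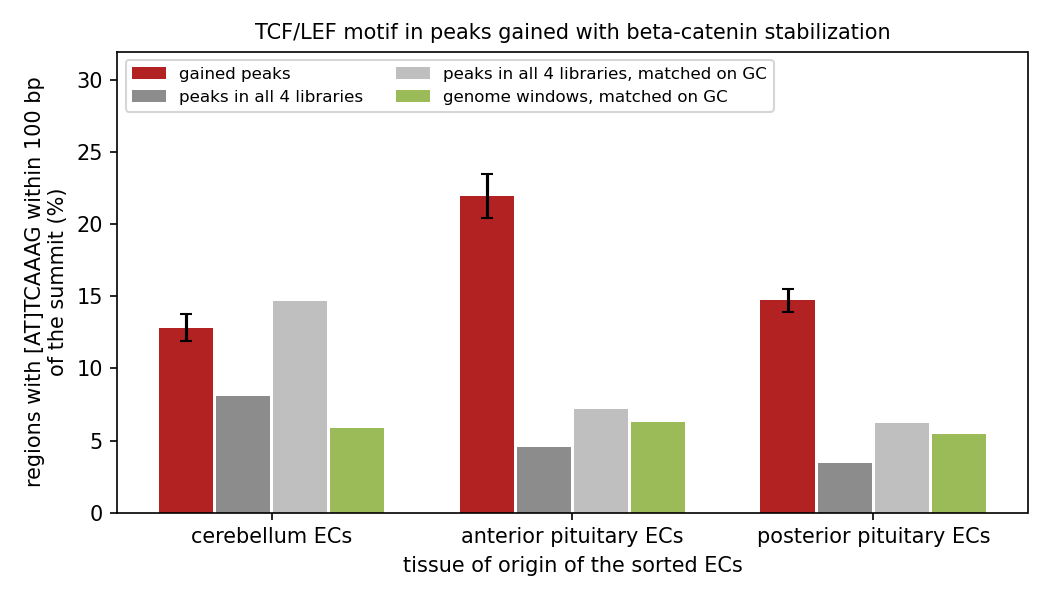
Percentage of peaks or windows with [AT]TCAAAG within 100 bp of the summit (vertical axis) in the 3 tissues, for gained peaks (with 95% Wilson intervals), peaks in all 4 libraries, such peaks matched on GC content and genome windows matched on GC content. Gained peaks reach 21.9% and 14.7% in the anterior and posterior pituitary, above all 3 references, and 12.8% in the cerebellum, below the 14.7% of its GC-matched peaks.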

In sum, this analysis shows that TCF/LEF motifs are highly enriched in genomic regions that are constitutively accessible in BBB-competent ECs (e.g. cerebellum ECs) or that become accessible in pituitary ECs upon activation of beta-catenin signaling. This finding lends strong support to a model in which beta-catenin regulates the BBB gene expression program via direct engagement of cis-regulatory elements adjacent to genes encoding BBB proteins (Liebner et al., 2008).

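Counted over the whole peak in place of 100 bp on each side of the summit, [AT]TCAAAG occurred in 33.5% of the peaks gained in anterior pituitary ECs against 16.6% of those in all 4 libraries, and in 27.2% against 16.0% in posterior pituitary ECs. In cerebellum ECs the whole-peak share was 20.7%, with no difference from the reference past the threshold (p = 0.953, Fisher's exact test, 2-sided). Whether TCF or LEF proteins bind these sites was not measured. From the frequency of the motif in regions that are open in WT cerebellum ECs, or that open with stabilization, the paper proposes a model in which beta-catenin acts directly on regulatory elements of the BBB genes.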

### Loss of WIF1 biases area postrema ECs to acquire a more BBB-like state

The experiments described up to this point have involved artificially activating beta-catenin signaling in ECs. If, as these experiments suggest, the high permeability state of CVO ECs requires low or absent beta-catenin signaling, then we might expect that the local environment created by CVO neurons and glia would be characterized by a low concentration of those canonical Wnt ligands that activate receptors on ECs and/or a high concentration of secreted Wnt inhibitors. Importantly, whatever mechanisms maintain the low level of beta-catenin signaling in CVO ECs must have a spatial distribution that closely matches that of the CVOs, since the BBB vs. non-BBB character of the vasculature switches abruptly at the border between each CVO and the adjacent CNS tissue, as seen in Figure 10A for the area postrema.

**Figure 10.**
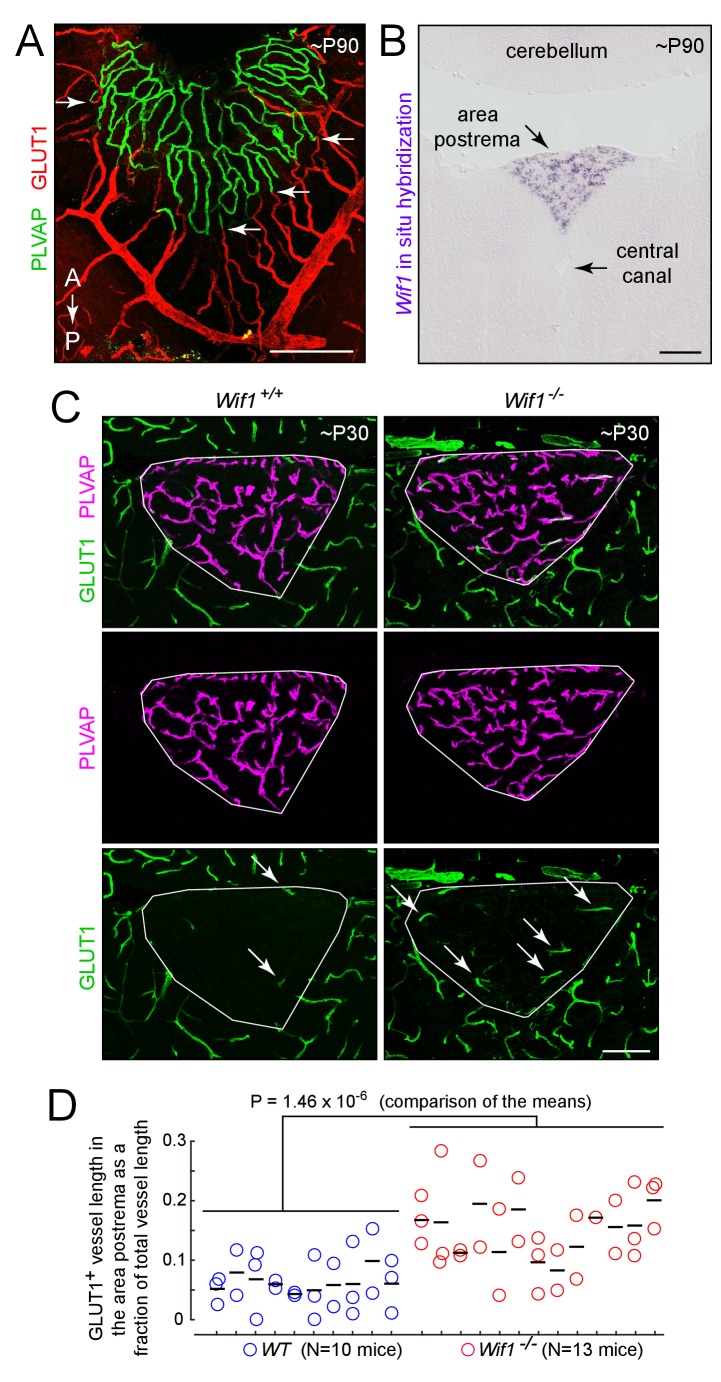
Loss of WIF1 increases the probability that ECs in the area postrema will assume a BBB-like state. (**A**) View of the dorsal surface of the area postrema showing a sharp transition at the junction between GLUT1-/PLVAP+ ECs in the area postrema (center) and GLUT1+/PLVAP- ECs in the surrounding CNS tissue. Arrows mark transition points for four capillaries. A, anterior. P, posterior. (**B**) *In situ* hybridization with a *Wif1* probe to a coronal section through the brainstem (lower 60% of the image) and cerebellum (upper 20% of the image) at the level of the area postrema. *Wif1* transcripts (purple signal) are detected only in the area postrema. (**C**) Representative coronal sections through the area postrema in *Wif1^+/+^*(i.e. WT) vs. *Wif1^-/-^*littermates showing increased numbers of GLUT1+/PLVAP- ECs in the *Wif1^-/-^*sample (arrows). The area postrema is demarcated by the smallest convex polygon that fully encompasses the GLUT1-/PLVAP+ vasculature. (**D**) Quantification of GLUT1+ blood vessel length as a fraction of the length of all vessels in the area postrema from WT (N = 10 mice) vs *Wif1^-/-^*(N = 13 mice) littermates at P30. Vessels were manually traced from images like the ones shown in (**C**) and the result for each section is shown by a circle. Each vertical set of 1–3 circles represents the data from one mouse. Bars show mean ±S.D. The p-value was calculated from the mean for each mouse (black bars). Scale bars for (**A**) and (**B**), 200 μm. Scale bar for (**C**), 100 μm.

As a first step in exploring a possible role for local Wnt inhibition in maintaining vascular permeability in the CVOs and choroid plexus, we examined the in situ hybridization patterns obtained by the Allen Brain Institute (Lein et al., 2007) for secreted Wnt inhibitors (Cruciat and Niehrs, 2013). The two most striking patterns were those of *Wnt Inhibitory Factor-1* (*Wif1*; Hsieh et al., 1999), which is expressed in the area postrema (confirmed in Figure 10B), and *Sclerostin Domain Containing 1* (*Sostdc1*; Ahn et al., 2010), which is expressed in the choroid plexus. *Dickkopf-3* (*Dkk-3*) is expressed in the area postrema and also in the hippocampus and cortex. Our previous *in situ* hybridization analyses showed that *sFRP1* is specifically expressed in the choroid plexus and ciliary body (Rattner et al., 1997); the data from the Allen Brain Atlas confirms the choroid plexus expression and additionally shows no detectable *sFRP1* expression in the CVOs.

To assess the possible roles of SOSTDC1 and WIF1 in maintaining vascular permeability, *Sostdc1^-/-^* (Ahn et al., 2010), *Wif1^-/-^* (Kansara et al., 2009), and *Sostdc1^-/-^;Wif1^-/-^*mice were examined by immunostaining the area postrema and choroid plexus for PLVAP, CLDN5, and GLUT1. All three genotypes were viable, and no histologic alterations could be ascribed to loss of *Sostdc1* (data not shown). However, loss of *Wif1* produced a ~2 fold increase in the fraction of vessels in the area postrema that express BBB markers [i.e. GLUT1+;PLVAP-; WT: 0.054 ± 0.013 (n = 10 mice); *Wif1^-/-^*: 0.129 ± 0.013 (n = 13 mice); p=1.46×10^−6^; Figure 10C and D]. The simplest interpretation of these data is that local production of WIF1 in the area postrema reduces beta-catenin signaling in ECs, which contributes to the maintenance of a high permeability state. The modest phenotypic effect of the *Wif1* knockout implies that additional and partially redundant mechanisms of Wnt inhibition are likely to be operating.

## Discussion

The experiments reported here reveal a new aspect of vascular biology in the eye and brain: in contrast to the requirement for *elevated* EC beta-catenin signaling to maintain the BBB/BRB in most of the CNS, there is a requirement for *reduced* EC beta-catenin signaling to maintain the high permeability state of the CVO, choroid plexus, choriocapillaris, and ciliary body vasculatures. When the level of beta-catenin signaling is artificially elevated in ECs, high permeability brain and ocular vessels are converted to a low permeability BBB-like state. However, the data also indicate that beta-catenin signaling constitutes only part of the difference between BBB and non-BBB ECs, since the phenotypic conversion induced by beta-catenin signaling is incomplete. Presumably, other signals are also required to fully convert ECs to the BBB state.

The data presented here imply that highly permeable brain and ocular ECs retain substantial developmental plasticity. The ATAC-seq analyses represent one step in defining this plasticity at the level of the chromatin state, and – like the transcriptome changes that accompany beta-catenin stabilization – they show that changes in accessible chromatin do not fully recapitulate the BBB pattern, implying a requirement for additional signals or an irreversibility to some chromatin features of the high permeability EC gene expression program. The earlier observation that ectopic expression of Wnt7a in the mouse embryo – which presumably activates beta-catenin signaling in ECs – leads to GLUT1 accumulation in ECs in the peripheral vasculature (i.e. conversion to a BBB-like state; Stenman et al., 2008) suggested that plasticity in barrier gene expression may be a feature of immature ECs throughout the embryo. Our observation that posterior pituitary ECs show a greater response than anterior pituitary ECs to beta-catenin stabilization suggests that embryo-like plasticity is retained to a greater extent in highly permeable CNS ECs compared to non-CNS ECs.

For CNS ECs that reside within the neural retina and the non-CVO regions of the brain, the ligands Wnt7a, Wnt7b, and Norrin promote the BBB/BRB state. The observation that WIF1 is involved in maintaining the high permeability state of area postrema ECs implies that local inhibition of ligands that stimulate beta-catenin signaling is one mechanism by which the micro-environment can direct the development and maintenance of a highly permeable CNS vascular bed. It seems likely that the high permeability state depends on additional signals from CVO parenchymal cells, or, in the case of the choroid plexus, choriocapillaris, and ciliary body, from adjacent epithelial cells. For the choriocapillaris, current evidence suggests that VEGF may be one of the pro-permeability signals (Tübingen Bevacizumab Study Group et al., 2007; Shimomura et al., 2009). VEGF is also expressed in the CVOs, where it has been studied in the context of EC proliferation (Morita et al., 2015).

### Diversity of vascular structure and function in the CNS

It has long been appreciated that vascular structure and function varies between different organs and that this variability extends to sub-regions within organs, as seen, for example, in the differences in capillary EC structure in renal glomeri vs. the renal medulla (Aird, 2007a; Aird, 2007b; Potente and Mäkinen, 2017). The appreciation that the nervous system vasculature has distinctive permeability properties began with the discovery of the BBB in the late 19^th^ and early 20^th^ centuries (summarized in Hawkins and Davis, 2005) and was followed several decades later by the discovery that several small midline structures – now known to be the CVOs – lack a tight barrier (Wislocki and Putnam, 1924). More recent ultrastructural studies have revealed additional diversity within some CVOs. For example, neurons and glia within the area postrema, SFO, and VOLT are organized into distinct zones (Price et al., 2008; Sisó et al., 2010) and the microarchitecture of the capillaries differs between zones (Gross, 1991; Gross, 1992). Different levels of barrier function are also present in other CNS regions: the spinal cord has a modestly reduced version of the BBB (the blood-spinal cord barrier) and peripheral nerves have a further reduced version of the BBB (the blood-nerve barrier; Weerasuriya and Mizisin, 2011; Reinhold and Rittner, 2017).

In addition to permeability differences, capillary density within CVOs is several-fold higher than in other brain regions, such as the cerebral cortex, cerebellum, and brainstem. While capillary density in many parts of the body is regulated by oxygen demand (via VEGF signaling), this would seem to be an unlikely explanation for the high capillary density in CVOs, where high density is more likely a reflection of the requirement for efficient sampling of serum contents (in the sensory CVOs) or efficient secretion of neuropeptides into the circulation (in the secretory CVOs). In contrast to the situation in the CVOs, the high density of the choriocapillaris, the extensive area of contact between the choriocapillaris and the adjacent RPE, and the high blood flow within the choroidal circulation are required to support the high glucose and oxygen consumption of rod and cone photoreceptors (Yu and Cringle, 2001; Country, 2017).

The functional and anatomic diversity within the CNS vasculature suggests that beta-catenin signaling is just one of multiple signaling pathways that play a role in locally shaping vascular structure and function. It will of interest to look for additional signaling molecules that vary locally and that could be candidates for mediating communication between parenchymal and vascular cells. It will also be of interest to identify additional examples of vascular diversity in different brain regions by comparing regional and single cell transcriptomes. Indeed, recent single cell RNA analyses have already provided evidence for previously unsuspected diversity among CNS ECs (Vanlandewijck et al., 2018; Sabbagh et al., 2018).

### Comparisons between brain and ocular vasculatures

The functional and structural similarities between the choroid plexus and ciliary body have long been noted. Both structures produce a plasma transudate – CSF and aqueous humor, respectively – and both consist of a fenestrated capillary plexus surrounded by epithelial cells that are connected by tight junctions, the latter creating the blood-CSF and blood-aqueous barriers. Similarly, the RPE, which is characterized by tight junctions and an absence of passive diffusion, is responsible for the blood-ocular barrier at the choriocapillaris-RPE interface. Similarities in the genetic programs in choroid plexus and ciliary body epithelial cells is suggested by the production of both choroid plexus and ciliary body tumors in mice with transgenic expression of the MYC oncoprotein in neural progenitors (Shannon et al., 2018). The experiments reported here show that the ciliary body, choriocapillaris, and choroid plexus ECs all share the property that they can be reprogrammed to a BBB-like state by activating beta-catenin signaling.

The epithelial-based blood-tissue barriers of the ciliary body, choriocapillaris/RPE, and choroid plexus contrast with the architecture of the BBB and BRB, where the blood-tissue barrier is at the level of the ECs. Barriers with an epithelial architecture are also found in reproductive organs. In the testis, developing germ cells are sequestered from permeable capillaries by a monolayer of Sertoli cells that are connected by tight junctions, thereby creating the blood-testis barrier (Wen et al., 2018); and in the placenta, fetal trophoblasts fuse to form a syncytium that separates the maternal and fetal circulatory systems (Huppertz, 2008).

### Clinical implications

Increases in CNS vascular permeability accompany a wide variety of neurologic conditions, including head trauma, multiple sclerosis, degenerative diseases (including Alzheimer disease), CNS infections, and a subset of brain tumors (Obermeier et al., 2013; Zhao et al., 2015). Among brain tumors, a dramatic example of increased vascular permeability is found in a subtype of medulloblastoma, referred to as WNT-medulloblastoma, which is characterized by a high level of beta-catenin signaling in the tumor cells. In mouse models of WNT-medulloblastoma, the intra-tumor capillaries resemble CVO capillaries in their high density, tortuosity, and GLUT1-/PLVAP+ phenotype (Phoenix et al., 2016). In these models, the high level of tumor cell-specific beta-catenin signaling is accompanied by high-level production of Wnt inhibitors DKK1 and WIF1, which reprogram the intra-tumor vascular phenotype by inhibiting beta-catenin signaling in ECs. In contrast, the intra-tumor capillaries in other medulloblastoma subtypes resemble conventional BBB-type CNS capillaries. High vascular permeability enhances sensitivity to chemotherapy and likely accounts for the better prognosis of WNT-medulloblastomas compared to other medulloblastoma subtypes. These observations suggest that therapeutic strategies aimed at inhibiting beta-catenin signaling within tumor vasculature could enhance responsiveness to chemotherapy in a wide variety of CNS tumors. In the context of the work presented here, the similarities between capillaries in WNT-medulloblastomas and in CVOs imply that a detailed understanding of the mechanisms responsible for generating and maintaining high permeability CVO capillaries could inform strategies for enhancing vascular permeability to improve CNS drug delivery.

The study of CVO capillary permeability – and, in particular, the observation that it is reduced in response to activated beta-catenin signaling – could also inform strategies aimed at reducing CNS vascular permeability in other pathologic contexts. A common attribute of many neurologic disorders that feature loss of BBB integrity is an increase in CNS inflammation (Liebner et al., 2018). One hypothesis to explain disease-associated vascular permeability is that CNS inflammation recapitulates the permeability-promoting mechanisms that are active in the CVOs. As previous work has shown that the BBB state remains plastic throughout life and that its maintenance requires continuous beta-catenin signaling (Liebner et al., 2008; Wang et al., 2012; Zhou et al., 2014), a change in the local tissue environment that directly or indirectly antagonizes beta-catenin signaling – for example, by activating an antagonistic signaling pathway in ECs or inhibiting/degrading Wnt ligands or receptors – could lead to a loss of BBB competence. This line of reasoning suggests that enhancing beta-catenin signaling in CNS ECs could be a treatment strategy for pathological BBB breakdown.

### The role of beta-catenin signaling in CNS vascular biology

As noted in the preceding paragraph, the BBB/BRB state remains plastic throughout life. The present work extends this observation by showing that the high permeability ECs in the CVO, choroid plexus, choriocapillaris, or ciliary body are similarly plastic. Interestingly, the transcriptome comparisons between cerebellar and pituitary ECs show that, with elevated beta-catenin signaling, cerebellar ECs reduce the levels of pituitary EC-specific transcripts even further than their normally low levels. This suggests that the gene expression set point of the standard BBB state is not at the extreme end of the BBB/non-BBB continuum.

A striking aspect of adult CNS EC plasticity, is the quantized phenotypic conversion of individual ECs in response to changes in beta-catenin signaling. This behavior suggests the existence of positive feedback. While some proteins that accumulate in response to beta-catenin signaling are likely involved in negative feedback regulation – including, for example, the induction of Axin2, which is part of the beta-catenin destruction complex – the accumulation of LEF1, which cooperates with beta-catenin as a heteromeric transcriptional regulator of target genes, is likely involved in positive feedback. Positive feedback in beta-catenin signaling could facilitate the development and maintenance of spatially precise and temporally stable vascular territories that differ in their barrier properties, as seen, for example, in the sharp junctions between CVO and non-CVO vascular territories.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Genetic reagent (*Mus musculus*)	*Ctnnb1^flex3^*	Harada et al., 1999		
Genetic reagent (*M. musculus*)	*Ndp^-^*	The Jackson Laboratory	Stock No: 012287; RRID:IMSR_JAX:012287	
Genetic reagent (*M. musculus*)	*Fz4^-^*	The Jackson Laboratory	Stock No: 012823; RRID:IMSR_JAX:012823	
Genetic reagent (*M. musculus*)	*Fz4^CKO^*	The Jackson Laboratory	Stock No: 011078; RRID:IMSR_JAX:011078	
Genetic reagent (*M. musculus*)	*Tie2-Cre*	The Jackson Laboratory	Stock No: 008863; RRID:IMSR_JAX:008863	
Genetic reagent (*M. musculus*)	*Tie2-GFP*	The Jackson Laboratory	Stock No: 003658; RRID:IMSR_JAX:003658	
Genetic reagent (*M. musculus*)	*Pdgfb-CreER*	Claxton et al., 2008		
Genetic reagent (*M. musculus*)	*Wif1^-^*	Kansara et al., 2009		
Genetic reagent (*M. musculus*)	*Sostdc1^-^*	Ahn et al., 2010		
Genetic reagent (*M. musculus*)	*Rpl22^ribotag^*	The Jackson Laboratory	Stock No: 029977; RRID:IMSR_JAX:029977	
Genetic reagent (*M. musculus*)	*R26-LSL-tdTomato-2A-H2B-GFP*	The Jackson Laboratory	Stock No: 030867; RRID:IMSR_JAX:030867	
Antibody	anti-GLUT1 (rabbit polyclonal)	Thermo Fisher Scientific	Cat no: RB-9052-P1; RRID:AB_177895	
Antibody	anti-mouse PLVAP/MECA-32 (rat monoclonal)	BD Biosciences	Cat no: 553849; RRID:AB_395086	
Antibody	anti-CLDN5 Alexa Fluor 488 conjugate (mouse monoclonal)	Thermo Fisher Scientific	Cat no: 352588; RRID:AB_2532189	
Antibody	anti-GFP Alexa Fluor 488 conjugate (rabbit polyclonal)	Thermo Fisher Scientific	Cat no: A21311; RRID:AB_221477	
Antibody	anti-LEF1 (rabbit monoclonal)	Cell Signaling Technologies	Cat no: C12A5; RRID:AB_823558	
Antibody	anti-Occludin (rabbit polyclonal)	Invitrogen	Cat no: 406100; RRID:AB_2533473	
Antibody	anti-ZO1 (rabbit polyclonal)	Invitrogen	Cat no: 40–2200; RRID:AB_2533456	
Antibody	anti-MDR1 (rabbit monoclonal)	Cell Signaling Technologies	Cat no: 13978S	
Antibody	anti-Vimentin (chicken polyclonal)	EMD Millipore	Cat no: AB5733; RRID:AB_11212377	
Peptide, recombinant protein	Tn5 transposase	Illumina	Cat no: FC-121–1030	
Commercial assay or kit	Worthington Papain Dissociation Kit	Worthington Biochemical Corporation	Cat no: LK003160	
Chemical compound, drug	4-hydroxytamoxifen	Sigma-Aldrich	Cat no: H7904	
Software, algorithm	Salmon	Patro et al., 2017		
Software, algorithm	Kallisto	Bray et al., 2016	RRID:SCR_016582	
Software, algorithm	deepTools	Ramírez et al., 2016	RRID:SCR_016366	
Software, algorithm	tximport	Soneson et al., 2016	RRID:SCR_016752	
Software, algorithm	EBSeq	Leng et al., 2015	RRID:SCR_003526	
software, algorithm	MACS2	Zhang et al., 2008		
Software, algorithm	DiffBind	Ross-Innes et al., 2012	RRID:SCR_012918	
Software, algorithm	Bedtools	Quinlan and Hall, 2010	RRID:SCR_006646	
Other	Texas Red streptavidin	Vector Laboratories	Cat no: SA-5006; RRID:AB_2336754	
Other	Sulfo-NHS-biotin	Thermo Fisher Scientific	Cat no: 21217	

### Mice

The following mouse alleles were used: *Ctnnb1^flex3^* (Harada et al., 1999); *Ndp^-^* (Ye et al., 2009; JAX 012287), *Fz4^-^*(Xu et al., 2004; JAX 012823); *Fz4^CKO^*(Ye et al., 2009; JAX 011078); *Tie2-Cre* (also known as *Tek-Cre*; Kisanuki et al., 2001; JAX 008863); *Tie2-GFP* mice (also known as *Tek-GFP*; Motoike et al., 2000; JAX 003658); *Pdgfb-CreER* (Claxton et al., 2008); *Wif1^-^*(Kansara et al., 2009); *Sostdc1^-^*(Ahn et al., 2010); *Rpl22^ribotag^*(Sanz et al., 2009; JAX 029977) and *R26-LSL-tdTomato-2A-H2B-GFP* (Wang et al., 2018; JAX 030867). All mice were housed and handled according to the approved Institutional Animal Care and Use Committee (IACUC) protocol MO16M367 of the Johns Hopkins Medical Institutions.

### Antibodies and other reagents

The following antibodies were used for tissue immunohistochemistry: rabbit anti-GLUT1 (Thermo Fisher Scientific RB-9052-P1); rat anti-mouse PLVAP/MECA-32 (BD Biosciences 553849); mouse anti-CLDN5, Alexa Fluor 488 conjugate (Thermo Fisher Scientific 352588); rabbit anti-GFP, Alexa Fluor 488 conjugate (Thermo Fisher Scientific A21311); rabbit anti-6xMyc (JH6204), rabbit mAb anti-LEF1 (Cell Signaling Technologies C12A5), rabbit anti-ZO-1 (Invitrogen 40–2200), rabbit anti-Occludin (Invitrogen 406100), rabbit mAb anti-MDR1 (E1Y7S; Cell Signaling Technology 13978S), chicken anti-Vimentin (EMD Millipore Corp AB5733), and rabbit anti-MFSD2A (a kind gift of David Silver, Duke-NUS Medical School). Alexa Fluor-labeled secondary antibodies and GS Lectin (Isolectin GS-IB4) were from Thermo Fisher Scientific. Texas Red streptavidin was from Vector Laboratories (SA-5006). Sulfo-NHS-biotin was from Thermo Fisher Scientific (catalogue #21217).

### Tissue processing and immunohistochemistry

Tissue were prepared and processed for immunohistochemical analysis as described by Wang et al. (2012) and Zhou et al. (2014). In brief, mice were deeply anesthetized with ketamine and xylazine and then perfused via the cardiac route with 1% PFA in phosphate buffered saline (PBS) followed by 100% cold methanol dehydration overnight at 4°C. For PFA-sensitive antigens (MDR1, OCLN, and ZO-1), mice were deeply anesthetized with ketamine and xylazine and then perfused via the cardiac route with PBS followed by 100 mls of cold methanol, and then the brains and pituitaries were additionally fixed by immersion in 100% cold methanol overnight at 4°C. Tissues were re-hydrated the following day in 1x PBS at 4°C for at least 3 hr before embedding in 3% agarose. Tissue sections of 100–180 μm thickness were cut using a vibratome (Leica).

For the vascular permeability analysis, mice were injected intraperitoneally with Sulfo-NHS-biotin (200 μl of 20 mg/ml Sulfo-NHS-biotin in PBS) ten minutes prior to intracardiac perfusion. Covalently bound biotin was visualized in vibratome sections with Streptavidin.

Sections were incubated overnight with primary antibodies, secondary antibodies, or Texas Red streptavidin diluted in 1x PBSTC (1x PBS + 1% Triton X-100 +0.1 mM CaCl_2_)+10% normal goat serum (NGS). Incubation and washing steps were performed at 4°C. Sections were washed at least 3 times with 1x PBSTC over the course of 6 hr, and subsequently incubated overnight with secondary antibodies diluted in 1x PBSTC +10% NGS. If a primary antibody raised in rat was used, secondary antibodies were additionally incubated with 1% normal mouse serum (NMS) as a blocking agent. The next day, sections were washed at least 3 times with 1x PBSTC over the course of 6 hr, and flat-mounted using Fluoromount G (EM Sciences 17984–25). Sections were imaged using a Zeiss LSM700 confocal microscope, and processed with ImageJ, Adobe Photoshop, and Adobe Illustrator software.

### *In situ* hybridization (ISH)

ISH on tissue sections was performed essentially as described by Schaeren-Wiemers and Gerfin-Moser (1993), using an alkaline phosphatase conjugated anti-digoxigenin antibody and NBT/BCIP histochemistry to visualize hybridization. Digoxigenin-labeled riboprobes were synthesized with T7 RNA polymerase from mouse *Wif1* cDNA (nucleotides 1225–2147 in the numbering system in which the coding region spans nucleotides 340–1479, NCBI accession number NM_011915). Images were captured on a Zeiss Imager Z1 microscope using Zeiss AxioVision 4.6 software.

### 4HT preparation and administration

Solid 4HT (Sigma-Aldrich H7904) was dissolved at 20 mg/ml in ethanol by extensive vortexing. Sunflower seed oil (Sigma-Aldrich S5007) was added to dilute the 4HT to 2 mg/ml and aliquots were stored at −80°C. Thawed aliquots were diluted with Sunflower seed oil to a final concentration of 1 mg/ml 4HT. All injections were performed intraperitoneally.

### Quantification of vasculature in the area postrema

For quantifying relative vascular density in the area postrema, 100 μm thick coronal sections from *Wif1^+/+^*or *Wif1^-/-^*littermates were stained for GLUT1 and PLVAP, and then stained with DAPI. The area postrema is ~500 um from front to back and was typically imaged from 2 to 3 vibratome sections. Confocal images were scanned at 10–12 μm intervals along the Z-axis, of which four images were Z-stacked. Starting with each Z-stacked image, the perimeter of the area postrema was delineated with the smallest convex polygon that encompassed all of the PLVAP+ ECs, as shown in Figure 10C. All of the blood vessels within the designated polygon were manually traced using Adobe Illustrator software. The lengths of the PLVAP+ traced vessels and the lengths of the GLUT1+ vessels were separately quantified by calculating pixel coverage as a fraction of the total area using ImageJ. The length of GLUT1+ vessels was then divided by the sum of the lengths of GLUT1+ and PLVAP+ vessels for the vasculature within each area postrema polygon.

The R software package was used to generate plots and to perform statistical analyses. The mean ± standard deviation is shown. Statistical significance was determined by the unpaired t-test.

### Transmission electron microscopy (TEM) and quantification of fenestrae

For TEM of brain and eye tissues, P10 mice [control (*Ctnnb1^flex3/+^*) or experimental (*Ctnnb1^flex3/+^;Pdgfb-CreER*)] were given a single dose of 400 ug of 4HT intraperitoneally and sacrificed at ~P40. Following intra-cardiac perfusion in Karnovsky’s fixative (2% glutaraldehyde, 2% paraformaldehyde, 1.5 mM CaCl_2_, and 1.5 mM MgCl_2_ in PBS, pH 7.2), tissues of interest were dissected and immersion-fixed in Karnovsky’s fixative overnight at 4°C. Tissues were rinsed with 0.05 N cacodylate buffer supplemented with 1.5 mM CaCl_2_ and 1.5 mM MgCl_2_, and fixed in 1% OsO_4_ on ice. Tissues were then rinsed with water, dehydrated, and embedded in Epoxy resin. Sections were cut with a diamond knife, placed on copper grids, stained with uranyl acetate in methanol (filtered twice through a 0.22 um filter) and viewed with a Hitachi transmission electron microscope.

Morphometry was carried out in ImageJ. Fenestrae were readily seen at 15,000x magnification (corresponding to 0.2069 pixels/nm). The perimeters of the blood capillaries were manually traced and the length of the traces measured in ImageJ. The fenestrae were counted using the Cell Counter plugin, and the number of fenestrae per 100 μm was calculated.

### Immunoprecipitation of RiboTag-labelled polyribosomes

6–8 week old WT control and beta-catenin stabilized mice were used for the RiboTag experiments. Immunoprecipitation of the RiboTag-labelled polyribosomes were carried out as previously described (Sanz et al., 2009). Cortex and choroid plexus were promptly dissected following cervical dislocation and the tissues snap-frozen. The choroid plexi from 3 to 4 animals were pooled as one sample. For immunoprecipitation, tissues were homogenized in 500 μl (choroid plexus) or 700 μl (cerebral cortex) polysome buffer [50 mM Tris, pH 7.5, 250 mM sucrose, 100 mM KCl, 12 mM MgCl_2_, 1% Nonidet P-40, 1 mM DTT, 200 U/ml RNasin Plus (Promega), 1 mg/ml heparin, 100 g/ml cycloheximide, 0.5 mM spermidine, and complete EDTA-free protease inhibitor cocktail (Roche)]. Homogenates were centrifuged at 10,000xg for 10 min at 4°C to create a postmitochondrial supernatant. 25 μl and 40 μl aliquots of choroid plexus homogenate and cortex homogenate, respectively, were saved as input samples. Four μl of mouse monoclonal anti-HA antibody (HA.11, ascites fluid; Covance) were added to the supernatants and rotated for 4 hr at 4°C. 100 μl protein G magnetic beads (Dynabeads; Invitrogen) were washed twice with polysome buffer and added directly to the antibody-coupled polysomes and rotated overnight at 4°C. The following day, samples were placed in a magnet on ice and supernatants recovered before washing the pellets 4 × 5 min in high salt buffer (50 mM Tris, pH 7.5, 300 mM KCl, 12 mM MgCl 2, 1% Nonidet P-40, 1 mM DTT, 20 μg/ml cycloheximide). To prepare total RNA, 350 μl of Qiagen RLT buffer was added to the beads or to the input samples. Total RNA was prepared according to manufacturer’s instructions using the RNeasy Plus Micro kit (Qiagen), and the quantity and quality of the RNA were assessed using a Bioanalyzer (Agilent).

### Tissue dissection, EC purification, and RNA and DNA sample preparation

To control for the possibility of sex-dependent differences, male mice were used for RNA-seq and ATAC-seq. Viable ECs were isolated using the Worthington Papain Dissociation System (LK003160, Worthington Biochemical Corporation, Lakewood, NJ) and a MoFlo XDP Sorter (Beckman Coulter, Brea, CA) as previously described (Sabbagh et al., 2018), with propidium iodide negative cells considered as viable. For pituitaries, 20–30 mice between P30 and P90 were used for each independent replicate. The mice consisted of control WT mice (*Tie2-GFP*) and EC-specific beta-catenin stabilized (*Ctnnbl1^flex3/+^;Pdgfb-CreER;Tie2-GFP* that had received 100 ug 4HT at P10). Pituitaries were dissected from the base of the skull and place in Dulbecco’s PBS (DPBS). Posterior pituitaries (a small whitish tissue with a clear border occupying the dorso-medial pituitary) was gently separated from the anterior pituitary and the 20–30 anterior and posterior pituitaries were collected in separate tubes for subsequent papain dissociation. RNA was extracted from GFP-positive and GFP-negative cells that were FACS sorted directly into QIAGEN Buffer RLT Plus and then processed using the RNeasy Micro Plus kit (74034, QIAGEN, Venlo, Netherlands). For ATAC-seq,~50,000 GFP-positive FACS-sorted cells were gently centrifuged and then resuspended in ice-cold lysis buffer (0.25 M sucrose, 25 mM KCl, 5 mM MgCl_2_, 20 mM Tricine-KOH, 0.1% Igepal CA-630) and immediately centrifuged at 500 x g for 10 min at 4°C to prepare nuclei. The resulting nuclear pellet was resuspended in a 50 ul reaction volume in Tn5 transposase and transposase reaction buffer (FC-121–1030, Illumina Inc, San Diego, CA), and the tagmentation reaction was incubated at 37°C for 30 min.

### Library preparation and sequencing

Each RNA-seq and ATAC-seq analysis was conducted on two biological replicates. Libraries for RNA-seq and ATAC-seq were prepared as previously described (Buenrostro et al., 2015; Sabbagh et al., 2018). For RNA-seq, total RNA was converted to cDNA and amplified (Ovation Ultralow System V2-32, 0342HV, NuGEN Technologies). Amplified cDNA was fragmented, end-repaired, linker-adapted, and single-end sequenced for 75 cycles on a NextSeq500 (Illumina). Tagmented DNA was purified using QIAGEN MinElute Gel Extraction kit (28604, Qiagen). ATAC-seq libraries were PCR amplified for 11 cycles. Agencourt AMPure XP beads (A63880, Beckman Coulter) were used to purify ATAC-seq libraries, which were then paired-end sequenced for 36 cycles on a NextSeq500 (Illumina).

### Data analysis

Most data analyses were performed as previously described (Sabbagh et al., 2018). For basic data processing, exploration, and visualization, we used deepTools (Ramírez et al., 2016), BEDTools (Quinlan and Hall, 2010), RStudio, the tidyverse collection of R packages (Wickham, 2017), ggplot2 (Wickham, 2009), and pheatmap (Kolde, 2015). Reads were aligned to the mm10 genome using Bowtie2 (Langmead and Salzberg, 2012).

### RNA-seq data analysis

Salmon version 0.10.2 (Patro et al., 2017) was used to quantify expression of transcripts from RNA-seq experiments using mm10/GRCm38_92 Ensembl transcriptome (salmon quant -l A -g Mus_musculus.GRCm38.92.chr.gtf.gz --validateMappings --rangeFactorizationBins 4 --incompatPrior 0.0 --useVBOpt --seqBias --gcBias --posBias --biasSpeedSamp 10). To visualize RNA-seq data on an IGV browser (Robinson et al., 2011; Thorvaldsdóttir et al., 2013), kallisto version 0.44.0 (Bray et al., 2016) was used to generate alignment bam files (kallisto quant --bias --single -l 250 s 25 --genomebam -g Mus_musculus.GRCm38.92.chr.gtf.gz -c mouse.mm10.genome) and then deepTools was used to generate bigwig files (bamCoverage -bs 1 --normalizeUsing RPKM).

To convert transcript-level abundances to the gene-level for further downstream analyses, we used tximport (Soneson et al., 2015). Differentially expressed genes were identified using EBSeq version 1.20.0 (Leng and Kendziorski, 2015). To filter out background transcripts from surrounding parenchymal cells, a set of EC-enriched transcripts was determined for each tissue by comparing RNA data from GFP-positive and GFP-negative sorted cells. A transcript was considered EC-enriched if it met the following three criteria: (1) a minimum two-fold enrichment in GFP-positive compared to GFP-negative samples; (2) a posterior probability of differential expression (PPDE) greater than or equal to 0.95 [PPDE = (1 - false discovery rate)], that is an FDR < 0.05; (3) relative expression greater than or equal to 10 transcripts per million (TPM) in both biological replicates. A gene was considered to be differentially expressed between EC subtypes if it met the following criteria: (1) EC-enriched with minimum of two-fold enrichment between one subtype and both other subtypes; (2) a PPDE greater than or equal to 0.95; (3) a TPM value greater than or equal to 10 in both biological replicates. Principal component analysis was performed on ‘regularized’ log-transformed data using the DESeq2 *rlog* and *plotPCA* function (Love et al., 2014). For RiboTag samples, EC-enriched transcripts were determined by comparing the pull-down sample against the input sample.

### ATAC-seq data analysis

ATAC-seq data were aligned using Bowtie2 (Version 2.3.2 t -X 2000 --no-mixed --no-discordant) and then duplicate reads were removed (*picard MarkDuplicates*). Peaks were called using MACS2 (Version 2.1.1.20160309 *callpeak* --nomodel --keep-dup all --shift −100 --extsize 200 --call-summits) (Zhang et al., 2008). Peaks were then filtered for fold-change >2 and -log(qvalue)>2. deepTools was used to visualize ATAC-seq peaks on the browser (bamCoverage -bs 1 --normalizeUsing RPKM). To identify differential ATAC-seq peaks between ECs isolated from adult cerebellum, anterior pituitary, and posterior pituitary, DiffBind was used (Stark and Brown, 2011; Ross-Innes et al., 2012) with EdgeR (Robinson et al., 2010). For each pairwise comparison, DiffBind was used to develop a set of consensus peaks between replicates using the requirement that peaks must be in both replicates (minOverlap = 2). To retrieve a set of high-confidence, cell type-enriched peaks, we filtered for peaks with an absolute fold difference >2 and FDR < 0.05. Principal component analysis was performed on ‘regularized’ log-transformed data using the DESeq2 *rlog* and *plotPCA* function. To generate scatter plots of ATAC-seq data, the union of consensus peaks for each WT pairwise comparison was used with *dba.count* to generate normalized counts at each peak for each sample. To identify transcription factor DNA binding motifs enriched in ATAC-seq peaks, the HOMER suite of tools was used for motif discovery (Heinz et al., 2010), in particular, *findMotifsGenome.pl* (-size given).

### Feature overlap analysis

*Bedtools intersect* (-u) was used to determine features that overlapped with other features by greater than or equal to 1 bp. *Bedtools window* (-w 100000) was used to identify ATAC-seq peaks within 100 kb of various sets of genes. For Figure 9A, statistically significant enrichment was tested by binomial test using the R command *binom.test(overlap, total number of column feature, p=total base pairs of genome covered by 100 kb window around genes in row feature/total base pairs of mm10 genome,alternative=”greater’)*. For Figure 9B, statistically significant enrichment was tested by Fisher’s exact test using the R command *fisher.test(matrix(c(overlap, total number of row feature – overlap, total number of column feature – overlap, discrete called peaks – total number of row feature – total number of column feature), nrow = 2), alternative=”greater’).*

### Data access

Data files are available at GEO accession GSE122117. Processed RNA-seq data can be accessed at the VECTRDB website (https://markfsabbagh.shinyapps.io/vectrdb/).

## Data Availability

Sequencing data have been deposited in GEO under accession code GSE122117. The following dataset was generated: WangY2019The role of beta-catenin signaling in regulating barrier vs. non-barrier gene expression programs in circumventricular organ and ocular vasculaturesNCBI Gene Expression OmnibusGSE12211710.7554/eLife.43257PMC644335030932813

## References

[bib1] Ahn Y, Sanderson BW, Klein OD, Krumlauf R (2010). Inhibition of wnt signaling by wise (Sostdc1) and negative feedback from shh controls tooth number and patterning. Development.

[bib2] Aird WC (2007a). Phenotypic heterogeneity of the endothelium: I. structure, function, and mechanisms. Circulation Research.

[bib3] Aird WC (2007b). Phenotypic heterogeneity of the endothelium: ii. representative vascular beds. Circulation Research.

[bib4] Alm A, Hart W. M (1992). Ocular circulation. Adler’s Physiology of the Eye.

[bib5] Amar AP, Weiss MH (2003). Pituitary anatomy and physiology. Neurosurgery Clinics of North America.

[bib6] Armulik A, Genové G, Mäe M, Nisancioglu MH, Wallgard E, Niaudet C, He L, Norlin J, Lindblom P, Strittmatter K, Johansson BR, Betsholtz C (2010). Pericytes regulate the blood-brain barrier. Nature.

[bib7] Axelrod J (1974). The pineal gland: a neurochemical transducer. Science.

[bib8] Ben-Zvi A, Lacoste B, Kur E, Andreone BJ, Mayshar Y, Yan H, Gu C (2014). Mfsd2a is critical for the formation and function of the blood-brain barrier. Nature.

[bib9] Borison HL (1989). Area postrema: chemoreceptor circumventricular organ of the medulla oblongata. Progress in Neurobiology.

[bib10] Bray NL, Pimentel H, Melsted P, Pachter L (2016). Near-optimal probabilistic RNA-seq quantification. Nature Biotechnology.

[bib11] Buenrostro JD, Giresi PG, Zaba LC, Chang HY, Greenleaf WJ (2013). Transposition of native chromatin for fast and sensitive epigenomic profiling of open chromatin, DNA-binding proteins and nucleosome position. Nature Methods.

[bib12] Buenrostro JD, Wu B, Chang HY, Greenleaf WJ (2015). ATAC-seq: a method for assaying chromatin accessibility Genome-Wide. Current Protocols in Molecular Biology.

[bib13] Cho C, Smallwood PM, Nathans J (2017). Reck and Gpr124 are essential receptor cofactors for Wnt7a/Wnt7b-Specific signaling in mammalian CNS angiogenesis and Blood-Brain barrier regulation. Neuron.

[bib14] Claxton S, Kostourou V, Jadeja S, Chambon P, Hodivala-Dilke K, Fruttiger M (2008). Efficient, inducible Cre-recombinase activation in vascular endothelium. Genesis.

[bib15] Country MW (2017). Retinal metabolism: a comparative look at energetics in the retina. Brain Research.

[bib16] Cruciat CM, Niehrs C (2013). Secreted and transmembrane wnt inhibitors and activators. Cold Spring Harbor Perspectives in Biology.

[bib17] Daneman R, Agalliu D, Zhou L, Kuhnert F, Kuo CJ, Barres BA (2009). Wnt/beta-catenin signaling is required for CNS, but not non-CNS, angiogenesis. PNAS.

[bib18] Daneman R, Zhou L, Kebede AA, Barres BA (2010). Pericytes are required for blood-brain barrier integrity during embryogenesis. Nature.

[bib19] Daneman R, Prat A (2015). The blood-brain barrier. Cold Spring Harbor Perspectives in Biology.

[bib20] Duvernoy HM, Risold PY (2007). The circumventricular organs: an atlas of comparative anatomy and vascularization. Brain Research Reviews.

[bib21] Eastman Q, Grosschedl R (1999). Regulation of LEF-1/TCF transcription factors by wnt and other signals. Current Opinion in Cell Biology.

[bib22] Fry M, Ferguson AV (2007). The sensory circumventricular organs: brain targets for circulating signals controlling ingestive behavior. Physiology & Behavior.

[bib23] Gross PM (1991). Morphology and physiology of capillary systems in subregions of the subfornical organ and area postrema. Canadian Journal of Physiology and Pharmacology.

[bib24] Gross PM (1992). Circumventricular organ capillaries. Progress in Brain Research.

[bib25] Guillemin R (1978). Control of adenohypophysial functions by peptides of the central nervous system. Harvey Lectures.

[bib26] Harada N, Tamai Y, Ishikawa T, Sauer B, Takaku K, Oshima M, Taketo MM (1999). Intestinal polyposis in mice with a dominant stable mutation of the beta-catenin gene. The EMBO Journal.

[bib27] Hawkins BT, Davis TP (2005). The blood-brain barrier/neurovascular unit in health and disease. Pharmacological Reviews.

[bib28] Heinz S, Benner C, Spann N, Bertolino E, Lin YC, Laslo P, Cheng JX, Murre C, Singh H, Glass CK (2010). Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. Molecular Cell.

[bib29] Hiyama TY, Watanabe E, Okado H, Noda M (2004). The subfornical organ is the primary locus of sodium-level sensing by na(x) sodium channels for the control of salt-intake behavior. Journal of Neuroscience.

[bib30] Hiyama TY, Noda M (2016). Sodium sensing in the subfornical organ and body-fluid homeostasis. Neuroscience Research.

[bib31] Hsieh JC, Kodjabachian L, Rebbert ML, Rattner A, Smallwood PM, Samos CH, Nusse R, Dawid IB, Nathans J (1999). A new secreted protein that binds to wnt proteins and inhibits their activities. Nature.

[bib32] Huppertz B (2008). The anatomy of the normal placenta. Journal of Clinical Pathology.

[bib33] Johanson CE, Stopa EG, McMillan PN (2011). The blood-cerebrospinal fluid barrier: structure and functional significance. Methods in Molecular Biology.

[bib34] Kansara M, Tsang M, Kodjabachian L, Sims NA, Trivett MK, Ehrich M, Dobrovic A, Slavin J, Choong PF, Simmons PJ, Dawid IB, Thomas DM (2009). Wnt inhibitory factor 1 is epigenetically silenced in human osteosarcoma, and targeted disruption accelerates osteosarcomagenesis in mice. Journal of Clinical Investigation.

[bib35] Kaur C, Ling EA (2017). The circumventricular organs. Histology and Histopathology.

[bib36] Kisanuki YY, Hammer RE, Miyazaki J, Williams SC, Richardson JA, Yanagisawa M (2001). Tie2-Cre transgenic mice: a new model for endothelial cell-lineage analysis in vivo. Developmental Biology.

[bib37] Kolde R (2015). R Package Version 1.0.

[bib38] Langmead B, Salzberg SL (2012). Fast gapped-read alignment with bowtie 2. Nature Methods.

[bib39] Lein ES, Hawrylycz MJ, Ao N, Ayres M, Bensinger A, Bernard A, Boe AF, Boguski MS, Brockway KS, Byrnes EJ, Chen L, Chen L, Chen TM, Chin MC, Chong J, Crook BE, Czaplinska A, Dang CN, Datta S, Dee NR, Desaki AL, Desta T, Diep E, Dolbeare TA, Donelan MJ, Dong HW, Dougherty JG, Duncan BJ, Ebbert AJ, Eichele G, Estin LK, Faber C, Facer BA, Fields R, Fischer SR, Fliss TP, Frensley C, Gates SN, Glattfelder KJ, Halverson KR, Hart MR, Hohmann JG, Howell MP, Jeung DP, Johnson RA, Karr PT, Kawal R, Kidney JM, Knapik RH, Kuan CL, Lake JH, Laramee AR, Larsen KD, Lau C, Lemon TA, Liang AJ, Liu Y, Luong LT, Michaels J, Morgan JJ, Morgan RJ, Mortrud MT, Mosqueda NF, Ng LL, Ng R, Orta GJ, Overly CC, Pak TH, Parry SE, Pathak SD, Pearson OC, Puchalski RB, Riley ZL, Rockett HR, Rowland SA, Royall JJ, Ruiz MJ, Sarno NR, Schaffnit K, Shapovalova NV, Sivisay T, Slaughterbeck CR, Smith SC, Smith KA, Smith BI, Sodt AJ, Stewart NN, Stumpf KR, Sunkin SM, Sutram M, Tam A, Teemer CD, Thaller C, Thompson CL, Varnam LR, Visel A, Whitlock RM, Wohnoutka PE, Wolkey CK, Wong VY, Wood M, Yaylaoglu MB, Young RC, Youngstrom BL, Yuan XF, Zhang B, Zwingman TA, Jones AR (2007). Genome-wide atlas of gene expression in the adult mouse brain. Nature.

[bib40] Leng N, Li Y, McIntosh BE, Nguyen BK, Duffin B, Tian S, Thomson JA, Dewey CN, Stewart R, Kendziorski C (2015). EBSeq-HMM: a bayesian approach for identifying gene-expression changes in ordered RNA-seq experiments. Bioinformatics.

[bib41] Leng N, Kendziorski C (2015). R Package Version 1.20.0.

[bib42] Liebner S, Corada M, Bangsow T, Babbage J, Taddei A, Czupalla CJ, Reis M, Felici A, Wolburg H, Fruttiger M, Taketo MM, von Melchner H, Plate KH, Gerhardt H, Dejana E (2008). Wnt/beta-catenin signaling controls development of the blood-brain barrier. The Journal of Cell Biology.

[bib43] Liebner S, Dijkhuizen RM, Reiss Y, Plate KH, Agalliu D, Constantin G (2018). Functional morphology of the blood-brain barrier in health and disease. Acta Neuropathologica.

[bib44] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biology.

[bib45] Maul GG (1971). Structure and formation of pores in fenestrated capillaries. Journal of Ultrastructure Research.

[bib46] Meadows SM, Myers CT, Krieg PA (2011). Regulation of endothelial cell development by ETS transcription factors. Seminars in Cell & Developmental Biology.

[bib47] Medeiros N, Dai L, Ferguson AV (2012). Glucose-responsive neurons in the subfornical organ of the rat--a novel site for direct CNS monitoring of circulating glucose. Neuroscience.

[bib48] Morita S, Furube E, Mannari T, Okuda H, Tatsumi K, Wanaka A, Miyata S (2015). Vascular endothelial growth factor-dependent angiogenesis and dynamic vascular plasticity in the sensory circumventricular organs of adult mouse brain. Cell and Tissue Research.

[bib49] Motoike T, Loughna S, Perens E, Roman BL, Liao W, Chau TC, Richardson CD, Kawate T, Kuno J, Weinstein BM, Stainier DY, Sato TN (2000). Universal GFP reporter for the study of vascular development. Genesis.

[bib50] Nguyen LN, Ma D, Shui G, Wong P, Cazenave-Gassiot A, Zhang X, Wenk MR, Goh EL, Silver DL (2014). Mfsd2a is a transporter for the essential omega-3 fatty acid docosahexaenoic acid. Nature.

[bib51] Obermeier B, Daneman R, Ransohoff RM (2013). Development, maintenance and disruption of the blood-brain barrier. Nature Medicine.

[bib52] Oka Y, Ye M, Zuker CS (2015). Thirst driving and suppressing signals encoded by distinct neural populations in the brain. Nature.

[bib53] Patro R, Duggal G, Love MI, Irizarry RA, Kingsford C (2017). Salmon provides fast and bias-aware quantification of transcript expression. Nature Methods.

[bib54] Phoenix TN, Patmore DM, Boop S, Boulos N, Jacus MO, Patel YT, Roussel MF, Finkelstein D, Goumnerova L, Perreault S, Wadhwa E, Cho YJ, Stewart CF, Gilbertson RJ (2016). Medulloblastoma genotype dictates blood brain barrier phenotype. Cancer Cell.

[bib55] Planutiene M, Planutis K, Holcombe RF (2011). Lymphoid enhancer-binding factor 1, a representative of vertebrate-specific Lef1/Tcf1 sub-family, is a Wnt-beta-catenin pathway target gene in human endothelial cells which regulates matrix metalloproteinase-2 expression and promotes endothelial cell invasion. Vascular Cell.

[bib56] Posokhova E, Shukla A, Seaman S, Volate S, Hilton MB, Wu B, Morris H, Swing DA, Zhou M, Zudaire E, Rubin JS, St Croix B (2015). GPR124 functions as a WNT7-specific coactivator of canonical β-catenin signaling. Cell Reports.

[bib57] Potente M, Mäkinen T (2017). Vascular heterogeneity and specialization in development and disease. Nature Reviews Molecular Cell Biology.

[bib58] Price CJ, Hoyda TD, Ferguson AV (2008). The area postrema: a brain monitor and integrator of systemic autonomic state. The Neuroscientist.

[bib59] Quinlan AR, Hall IM (2010). BEDTools: a flexible suite of utilities for comparing genomic features. Bioinformatics.

[bib60] Ramírez F, Ryan DP, Grüning B, Bhardwaj V, Kilpert F, Richter AS, Heyne S, Dündar F, Manke T (2016). deepTools2: a next generation web server for deep-sequencing data analysis. Nucleic Acids Research.

[bib61] Rattner A, Hsieh JC, Smallwood PM, Gilbert DJ, Copeland NG, Jenkins NA, Nathans J (1997). A family of secreted proteins contains homology to the cysteine-rich ligand-binding domain of frizzled receptors. PNAS.

[bib62] Reinhold AK, Rittner HL (2017). Barrier function in the peripheral and central nervous system—a review. Pflügers Archiv - European Journal of Physiology.

[bib63] Robinson MD, McCarthy DJ, Smyth GK (2010). edgeR: a bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics.

[bib64] Robinson JT, Thorvaldsdóttir H, Winckler W, Guttman M, Lander ES, Getz G, Mesirov JP (2011). Integrative genomics viewer. Nature Biotechnology.

[bib65] Ross-Innes CS, Stark R, Teschendorff AE, Holmes KA, Ali HR, Dunning MJ, Brown GD, Gojis O, Ellis IO, Green AR, Ali S, Chin SF, Palmieri C, Caldas C, Carroll JS (2012). Differential oestrogen receptor binding is associated with clinical outcome in breast cancer. Nature.

[bib66] Sabbagh MF, Heng JS, Luo C, Castanon RG, Nery JR, Rattner A, Goff LA, Ecker JR, Nathans J (2018). Transcriptional and epigenomic landscapes of CNS and non-CNS vascular endothelial cells. eLife.

[bib67] Sanz E, Yang L, Su T, Morris DR, McKnight GS, Amieux PS (2009). Cell-type-specific isolation of ribosome-associated mRNA from complex tissues. PNAS.

[bib68] Schaeren-Wiemers N, Gerfin-Moser A (1993). A single protocol to detect transcripts of various types and expression levels in neural tissue and cultured cells: in situ hybridization using digoxigenin-labelled cRNA probes. Histochemistry.

[bib69] Schally AV (1978). Aspects of hypothalamic regulation of the pituitary gland. Science.

[bib70] Shannon ML, Fame RM, Chau KF, Dani N, Calicchio ML, Géléoc GS, Lidov HGW, Alexandrescu S, Lehtinen MK (2018). Mice expressing myc in neural precursors develop choroid plexus and ciliary body tumors. The American Journal of Pathology.

[bib71] Shimomura Y, Hirata A, Ishikawa S, Okinami S (2009). Changes in Choriocapillaris fenestration of rat eyes after intravitreal bevacizumab injection. Graefe's Archive for Clinical and Experimental Ophthalmology.

[bib72] Sisó S, Jeffrey M, González L (2010). Sensory circumventricular organs in health and disease. Acta Neuropathologica.

[bib73] Soneson C, Love MI, Robinson MD (2015). Differential analyses for RNA-seq: transcript-level estimates improve gene-level inferences. F1000Research.

[bib74] Soneson C, Love MI, Robinson MD (2016). Differential analyses for RNA-seq: transcript-level estimates improve gene-level inferences. F1000Research.

[bib75] Stan RV, Tkachenko E, Niesman IR (2004). PV1 is a key structural component for the formation of the stomatal and fenestral diaphragms. Molecular Biology of the Cell.

[bib76] Stan RV, Tse D, Deharvengt SJ, Smits NC, Xu Y, Luciano MR, McGarry CL, Buitendijk M, Nemani KV, Elgueta R, Kobayashi T, Shipman SL, Moodie KL, Daghlian CP, Ernst PA, Lee HK, Suriawinata AA, Schned AR, Longnecker DS, Fiering SN, Noelle RJ, Gimi B, Shworak NW, Carrière C (2012). The diaphragms of fenestrated endothelia: gatekeepers of vascular permeability and blood composition. Developmental Cell.

[bib77] Stark R, Brown G (2011). DiffBind: Differential Binding Analysis of ChIP-Seq Peak Data.

[bib78] Stenman JM, Rajagopal J, Carroll TJ, Ishibashi M, McMahon J, McMahon AP (2008). Canonical wnt signaling regulates organ-specific assembly and differentiation of CNS vasculature. Science.

[bib79] Thorvaldsdóttir H, Robinson JT, Mesirov JP (2013). Integrative genomics viewer (IGV): high-performance genomics data visualization and exploration. Briefings in Bioinformatics.

[bib80] Toney GM, Chen QH, Cato MJ, Stocker SD (2003). Central osmotic regulation of sympathetic nerve activity. Acta Physiologica Scandinavica.

[bib81] Peters S, Heiduschka P, Julien S, Ziemssen F, Fietz H, Bartz-Schmidt KU, Schraermeyer U, Tübingen Bevacizumab Study Group (2007). Ultrastructural findings in the primate eye after intravitreal injection of bevacizumab. American Journal of Ophthalmology.

[bib82] Vanlandewijck M, He L, Mäe MA, Andrae J, Ando K, Del Gaudio F, Nahar K, Lebouvier T, Laviña B, Gouveia L, Sun Y, Raschperger E, Räsänen M, Zarb Y, Mochizuki N, Keller A, Lendahl U, Betsholtz C (2018). A molecular atlas of cell types and zonation in the brain vasculature. Nature.

[bib83] Wang Y, Rattner A, Zhou Y, Williams J, Smallwood PM, Nathans J (2012). Norrin/Frizzled4 signaling in retinal vascular development and blood brain barrier plasticity. Cell.

[bib84] Wang Y, Cho C, Williams J, Smallwood PM, Zhang C, Junge HJ, Nathans J (2018). Interplay of the norrin and Wnt7a/Wnt7b signaling systems in blood-brain barrier and blood-retina barrier development and maintenance. PNAS.

[bib85] Weerasuriya A, Mizisin AP (2011). The blood-nerve barrier: structure and functional significance. Methods in Molecular Biology.

[bib86] Wen Q, Tang EI, Gao Y, Jesus TT, Chu DS, Lee WM, Wong CKC, Liu Y-X, Xiao X, Silvestrini B, Cheng CY (2018). Signaling pathways regulating blood–tissue barriers — Lesson from the testis. Biochimica Et Biophysica Acta (BBA) - Biomembranes.

[bib87] Wickham H (2009). Ggplot2: Elegant Graphics for Data Analysis.

[bib88] Wickham H (2017). R Package version1.2.

[bib89] Wislocki GB, Putnam TJ (1924). Further observations on the anatomy and physiology of the areae postremae. The Anatomical Record.

[bib90] Xu Q, Wang Y, Dabdoub A, Smallwood PM, Williams J, Woods C, Kelley MW, Jiang L, Tasman W, Zhang K, Nathans J (2004). Vascular development in the retina and inner ear: control by norrin and Frizzled-4, a high-affinity ligand-receptor pair. Cell.

[bib91] Ye X, Wang Y, Cahill H, Yu M, Badea TC, Smallwood PM, Peachey NS, Nathans J (2009). Norrin, frizzled-4, and Lrp5 signaling in endothelial cells controls a genetic program for retinal vascularization. Cell.

[bib92] Yu DY, Cringle SJ (2001). Oxygen distribution and consumption within the retina in Vascularised and avascular retinas and in animal models of retinal disease. Progress in Retinal and Eye Research.

[bib93] Zhang Y, Liu T, Meyer CA, Eeckhoute J, Johnson DS, Bernstein BE, Nusbaum C, Myers RM, Brown M, Li W, Liu XS (2008). Model-based analysis of ChIP-Seq (MACS). Genome Biology.

[bib94] Zhao Z, Nelson AR, Betsholtz C, Zlokovic BV (2015). Establishment and dysfunction of the Blood-Brain barrier. Cell.

[bib95] Zhou Y, Wang Y, Tischfield M, Williams J, Smallwood PM, Rattner A, Taketo MM, Nathans J (2014). Canonical WNT signaling components in vascular development and barrier formation. Journal of Clinical Investigation.

[bib96] Zhou Y, Nathans J (2014). Gpr124 controls CNS angiogenesis and blood-brain barrier integrity by promoting ligand-specific canonical wnt signaling. Developmental Cell.

How the deposited data were processed for this re-analysis (not part of the article)

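The data behind the passages are 52 mouse samples in 26 groups of 2 replicates: 24 RNA-seq libraries of GFP-positive and GFP-negative cells sorted from 3 tissues (cerebellum and the anterior and posterior lobes of the pituitary) of WT and beta-catenin stabilized Tie2-GFP mice, 16 RiboTag libraries (bound and input) of cerebral cortex and choroid plexus, and 12 ATAC-seq libraries of the sorted GFP-positive cells. Groups were taken from the sample labels and the paper, and 1 library whose labels name both pituitary lobes was taken as anterior pituitary because the paper's supplementary table lists 2 stabilized replicates for each lobe; every one of the 40 RNA libraries correlated best with the column of that table that bears its name. The paper's text and the labels name male mice throughout.

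For each of the 40 RNA libraries the authors deposited Salmon's estimates per transcript: the estimated (expected) number of reads, which is not normalized, the TPM, which is scaled within the library, and the effective length of the transcript. These estimates already include Salmon's corrections for sequence, GC and position bias. For each of the 12 ATAC-seq libraries the authors deposited the list of MACS2 peaks called on deduplicated reads, with the fold enrichment of the peak (a ratio to the local background of the same library), its -log10 p and -log10 q, and a score that is 10 times the -log10 q and was not used. The peaks were called in each library alone, and the lists include peaks under the threshold of the paper's own filter. Read counts in peaks are not among the values used here, so that the comparison of read counts, the principal component analysis and the correlation heat map of ATAC-seq peaks were not repeated; EBSeq, DiffBind and HOMER were not run.

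Estimated counts and TPM were summed to genes with GENCODE M21 on GRCm38, whereas the authors used Ensembl release 92 on the same build. Counts were rounded and tested with edgeR 4.0.16 (TMM normalization, filterByExpr, quasi-likelihood fit with one coefficient per group, Benjamini-Hochberg adjustment) in R 4.3.3, in separate fits of all 24 sorted libraries (21343 genes), the 12 GFP-positive (17915), the 12 GFP-negative (19612), the 16 RiboTag (18241), the 8 bound (16775) and the 8 input libraries (16085). A gene was called at an adjusted p under 0.05 and a fold change of at least 2, and for membership of a list also a TPM of at least 10 in both replicates of the higher group. The standard error of a log2 fold change is its size divided by the square root of the F statistic. Cerebellar BBB transcripts were enriched in WT cerebellum ECs over the WT ECs of both pituitary lobes and over GFP-negative cells; the pituitary lists are the lobes' own and the common transcripts; cortical BBB and choroid plexus EC transcripts were called between the WT bound libraries among genes enriched in bound over input. Lists were tested as sets with fry of limma 3.58.1 on log2 CPM, with camera as an alternative. Principal components were taken from rlog values of DESeq2 1.42.0. Peaks were handled with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and figures drawn with matplotlib 3.10.9.

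ATAC-seq peaks with a fold enrichment over 2 and a -log10 q over 2 were kept, as in the paper's methods, and shared when they overlapped by at least 1 bp. Peaks near a gene lay within 100 kb of its body. Motifs were sought within 100 bp of the strongest summit, in windows of 201 bp, on both strands of GRCm38. Where a comparison was added after seeing the data, reference peaks or 300000 random genome windows were drawn to the same GC content in steps of 5 percentage points.

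Genes named in the passages are every gene that the paper names for these experiments and, for each comparison of stabilized with WT ECs, the 3 genes with the largest rise and the 3 with the largest fall among those called that were EC-enriched in that tissue, reached 10 TPM in both replicates of the higher group and did not overlap between the groups; this rule was set before the data were examined. Some of these genes, and the set tests of the lists that contain them, are not reported here. Lists of marker genes were also written beforehand for endothelial cells, microglia, mural cells, neurons, astrocytes, oligodendrocytes, pituitary endocrine cells, choroid plexus epithelium, erythrocytes, Y-linked genes, Xist and general Wnt targets; a list of macrophage and leukocyte genes was added later, before its own test.

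The alternatives tried for RNA were DESeq2 in place of edgeR, RLE in place of TMM normalization, no filter on low counts, the replicate number as a block, for enrichment in ECs also as a block within each preparation, an offset for gene length, a fit of only the groups compared, a TPM minimum of 1, fold changes without a test, lists defined in one replicate and measured in the other, and leaving out each replicate; for single genes also a pseudocount of 0.1 or 1 on TPM. For peaks they were a fold enrichment over 4 with a -log10 q over 5, an overlap of 50% of both peaks, the 20000 peaks of highest -log10 q in each library, 20 kb in place of 100 kb, the whole peak in place of the summit region, and leaving out each replicate.

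The depth sets the precision. Sorted libraries held between 12157485 and 37529274 estimated counts and RiboTag libraries between 6409013 and 21399125. On simulated counts with 200 changed genes, edgeR recovered 26% of the changes in posterior pituitary ECs, 16.5% in the comparison of WT cerebellum GFP-positive with GFP-negative cells, 42% in choroid plexus bound libraries and 13% in posterior pituitary GFP-negative cells, with 2, 0, 5 and 13 false calls; DESeq2 recovered 41%, 37%, 63.5% and 35.5% with 126, 123, 41 and 115 false calls. With a dispersion of 0.02 in place of that of these libraries edgeR recovered 99%. On simulated peak lists, 800 of 800 gained and 500 of 500 lost peaks were found. Each of these regions was placed in all libraries that should hold it, with no depth or calling threshold. Full recovery was thus set by the simulation. It checks the overlap rules and does not show how many real changes are found. As the WT controls also define the lists, 20 data sets without an effect were simulated to show how far a list moves by the choice of its genes.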

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

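Of the tests in this part, those of carry-over from GFP-negative cells and of female mice were chosen only after the results they measure had been seen; the others were set before their results were seen (that of ECs left in the GFP-negative fraction after other values on the same genes), although all rest on the same libraries as the patterns they test.

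The response of the cerebellar BBB transcripts differed between the pituitary lobes when the interaction of genotype and lobe was tested: the log2 fold change was larger in posterior than in anterior pituitary ECs by a median of 0.37, and of single EC-enriched genes the change of 14 differed. The 14 genes, which fall outside the rule for named genes and were looked up after their values were seen, include 7 with the more positive change in the posterior lobe (among them Slc2a1, Slc22a8, Slc40a1 and Apcdd1) and 7 with the more positive change in the anterior lobe (Bche, Car4, Myof, Fbln2, Vwf, Rgs5 and Ceacam1). A smaller share of recombined ECs in the anterior lobe would scale all responses down together, and 6 of these last genes were called higher in the anterior lobe. They do not exclude it. Vwf and Myof gained fewer TPM in the anterior (3.67 and 9.93) than in the posterior lobe (19.1 and 17.6). Bche and Fbln2 rose by only 0.504 and 0.368 TPM in the anterior lobe. Car4 rose by a mean of 52.8 TPM in the anterior and 13.0 TPM in the posterior lobe, where its WT level was already high (256 and 86.4 TPM). Rgs5, which rose by 82.4 TPM in the anterior lobe and changed by -57.9 TPM in the posterior lobe, is expressed in mural cells, whose markers also rose in the anterior lobe. From these values a smaller recombined share and a different response of the ECs of the lobes therefore cannot be told apart. The paper reports that Pdgfb-CreER recombined a reporter efficiently in ECs of both lobes. It states that unequal activity of this driver does not account for the different response of the markers. The recombined share was not measured in the libraries used here. Brain ECs mixed into the stabilized posterior pituitary libraries would bring all abundant cerebellar BBB transcripts at one share of their cerebellar level, whereas 12 of 64 gained 5% or less of that level and the median was 21.1% (quartiles 8.55% and 39.9%). General Wnt target genes rose in both lobes, with a median difference of 0.68 toward the posterior lobe that was not past the threshold (7 of 10 larger there; fry adjusted p = 0.208). In the stabilized posterior pituitary libraries 10 genes took a larger share of the reads than in the WT ones, which was not tested as a cause.

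The change of microglial marker genes differed between tissues: in GFP-positive cells their median log2 fold change with stabilization was lower in cerebellum than in anterior pituitary by -6.33 (11 of 12 lower; fry adjusted p = 0.00248) and than in posterior pituitary by -6.76 (12 of 12 lower; fry adjusted p = 0.0015). The 12 markers rose by medians of 5.96 in anterior and 7.04 in posterior pituitary GFP-positive cells (12 of 12 higher in each; fry adjusted p = 0.00056 and adjusted p = 0.000336), and changed by 0.34 in the cerebellum (fry adjusted p = 0.848). Medians of the fitted log2 fold changes, 7.94 and 8.45, fell to 6.85 and 7.12 when genes at 0 counts were set to their bound. C1qa, the gene of a complement protein, stood at 58.2 and 97.8 TPM in the stabilized anterior and 111 and 90.4 TPM in the stabilized posterior pituitary replicates, and at less than 1 TPM in the WT ones. Carry-over of the GFP-negative fraction is argued against for the anterior lobe, as the markers were not lower in GFP-positive than in GFP-negative cells of stabilized anterior pituitary. They were higher by a median of 1.42, a difference not past the threshold (11 of 12 higher; fry adjusted p = 0.309). The pituitary endocrine markers did not rise with them (median -0.19, fry adjusted p = 0.664). The ratio of the fractions is given here for the anterior lobe only. It does not bear on the rise in the posterior lobe, for which carry-over stays open. Macrophages or microglia sorted together with the ECs is a candidate explanation. A separate list of 14 macrophage and leukocyte genes rose by a median of 5.76 in anterior (13 of 14 higher; fry adjusted p = 0.000336) and 6.62 in posterior pituitary GFP-positive cells (14 of 14 higher; fry adjusted p = 0.000126), and did not rise in the cerebellum (-0.12, fry adjusted p = 0.936). In GFP-negative cells this list rose as well, by 1.80 in the anterior (fry adjusted p = 0.0841) and 3.39 in the posterior lobe (fry adjusted p = 0.00989). Whether such cells carry the Tie2-GFP transgene, or came in with the vessels, was not tested. None of the 26 genes of both lists is among the cerebellar BBB transcripts. The results on that list therefore do not rest on these 26 genes. Of the 65 EC-enriched genes raised in the posterior lobe 1 is among the 26. Whether other cerebellar BBB transcripts or raised genes are expressed in such cells was not tested.

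The change of the pituitary EC transcripts with stabilization was lower in cerebellum than in anterior pituitary ECs by a median of -0.61. These transcripts were chosen as low in WT cerebellum, and regression to the mean would make them rise in stabilized cerebellum. By its direction it cannot be the source of a fall, which was seen in each replicate alone (medians -0.37 and -0.80). Lists defined in one replicate and measured in the other, which fell by -0.69 and -0.21 while all genes of these replicates had medians of -0.16 and 0, do not bear on this, and in the second order the fall was small. In the cerebellum 11 of the 142 transcripts are at 0 counts in one group, and marker genes of several other cell types fell there too, as given under the other observations, so that a purer preparation of stabilized cerebellum ECs, with less RNA of vessels or cells of other kinds, stays open as an explanation and was not excluded by any value here.

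The paper used the GFP-negative libraries as a reference for EC enrichment and does not report the effect of genotype in them. There 149 genes changed in the cerebellum (26 higher, 123 lower), 8 in the anterior pituitary and 26 in the posterior pituitary. ECs left in the GFP-negative fraction could carry the response of ECs into it. Of the 147 genes changed in the cerebellum that were also tested in ECs, 104 (70.7%) had the same direction in ECs, where 5 were called, and 7 of the changed genes were EC-enriched in the WT. The endothelial markers stood in GFP-negative cells of the cerebellum at 9.16% or less of their GFP-positive level, and in 135 of the 149 genes the genotypes lay further apart than this share of the highest GFP-positive level of the gene. If the ECs left behind are like the sorted ones, this argues against them as the source of these 135 changes. They stay open as the source of the rest, and the shared direction of the 104 was not explained. The mice also differ in the Cre transgene and in 4HT, and a response of the parenchyma to altered vessels was not tested.

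In the RiboTag input libraries, which the paper used as a reference for the pull-down, 1901 genes differed between stabilized and WT cortex and 17 between stabilized and WT choroid plexus. In the bound libraries the choroid plexus EC transcripts were higher in stabilized than in WT cortex by a median log2 fold change of 0.97 (291 of 327 higher; fry adjusted p = 6.86e-05). Regression to the mean is argued against, since lists defined in one replicate and measured in the other rose by 0.70 and 0.95. A difference in preparation between the WT cortex and the other RiboTag libraries is a candidate explanation for a part of it. The same transcripts were higher in stabilized cortex input, by a median of 0.19 (207 of 314 with a change higher; fry adjusted p = 0.00345), and the WT cortex libraries stand apart from the other RiboTag libraries in the share of protein-coding transcripts. The rise in bound libraries was larger than that in input, and a response of cortical ECs to stabilization stays open as a hypothesis.

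Xist, which is transcribed from the inactive X chromosome of females, reached 8.03 ± 0.375 TPM (SD, n = 2; 1102 and 1426 counts) in the stabilized cortex bound libraries and 108 and 135 counts in their inputs, and 0 counts in the WT cortex libraries. The 4 Y-linked marker genes stayed at or below 0.212 TPM in all 4 stabilized cortex libraries, and Ddx3y, one of them, had 0 counts there against between 1255 and 1562 in WT cortex. As a set they were lower in stabilized cortex bound libraries by a median log2 fold change of -6.74 (4 of 4 lower; fry adjusted p = 0.00324) and in input by -6.31 (fry adjusted p = 0.00159). These values are what stabilized cortex libraries from female mice would show, whereas the labels name all samples male. The choroid plexus libraries of both genotypes hold Xist (between 2592 and 7421 counts in bound) as well as Ddx3y (between 121 and 800 counts), as pools of both sexes may. In the comparison of stabilized with WT cortex, sex and genotype therefore differ together, and no library allows them to be separated; sex is a biological difference that stays open for any of the genes changed there.

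The list of cortical BBB transcripts found here holds 12 of 12 microglial marker genes, and the paper's list 9, whereas the choroid plexus list, the cerebellar BBB list and the common pituitary list found here hold 0. RNA of microglia carried through the pull-down is a candidate explanation, as in WT cortex these markers were enriched in bound over input by a median log2 ratio of 4.45 (12 of 12 higher; fry adjusted p = 2.32e-06), near that of the endothelial markers (4.49, 10 of 10 higher; fry adjusted p = 1.70e-05), while the markers of oligodendrocytes were depleted (-1.21, 0 of 7 higher; fry adjusted p = 0.0282). Those of neurons (-1.16, 0 of 8 higher) and astrocytes (-0.87, 0 of 7 higher) were lower in bound too, but not past the threshold (fry adjusted p = 0.101 and adjusted p = 0.102). C1qa stood at 504 and 308 TPM in WT cortex bound and at 11.5 and 10.3 TPM in input. In choroid plexus the same markers were enriched less, by 2.77 (12 of 12 higher; fry adjusted p = 5.25e-05). Expression of the tagged ribosomal protein in microglia, through activity of Cre outside ECs, would give the same values and was not tested. The share of cortical BBB transcripts that rose in choroid plexus is counted over a list that holds these genes.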

How the results depend on the processing

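The alternatives with reference peaks or genome windows matched on GC content and with the background of peaks found in another tissue, and the replicate block by preparation, were added after the first results had been seen; all others were planned. The values of this part are counts, percentages, correlations or medians of the same results as in the text, and where no cause is given the cause was not tested.

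RLE normalization kept all 33 results and the 50 changes of named genes. The number of EC-enriched genes, of WT EC-enriched genes, of cortical BBB transcripts and of genes changed in cortex input also stayed within their tolerance in all alternatives (1721 to 2704, 1313 to 2052, 180 to 341 and 1660 to 2827). Of 450 values of named genes 351 kept their result, 8 were weaker, 12 stronger and 79 moved, and none was counted as reversed. Without a replicate, some changes that were not called still changed sign. Among them were those of Plvap (from -3.08 to 0.55) and Mfsd2a (from 0.07 to -0.19) in cerebellum ECs. The gene-length offset weakened 8, DESeq2 strengthened 2, no filter on low counts 8 and the replicate block 2, while TPM with a pseudocount of 0.1 or 1 moved 24 and 32 and leaving out a replicate moved 23 of 100. Of 378 other values 219 kept their result, 2 were weaker, 2 stronger, 148 moved and 7 reversed.

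With DESeq2 the lists grew, to 37 anterior and 59 posterior pituitary EC transcripts. EC-enriched genes rose to 23 increased and 43 decreased in cerebellum, 23 and 18 in anterior pituitary, and 114 and 155 in posterior pituitary ECs. In GFP-negative cells 956 (cerebellum), 287 (anterior) and 819 (posterior pituitary) genes changed, and 129 in choroid plexus input. The share of cerebellar BBB transcripts increased in anterior pituitary ECs became 29.3%, that of pituitary EC transcripts decreased in posterior pituitary ECs 20.6%, and that of cortical BBB transcripts increased in choroid plexus ECs 28.3%. On simulated counts DESeq2 also made more false calls.

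Without the filter on low counts the lists held 208 cerebellar BBB, 56 anterior and 70 posterior pituitary EC transcripts. EC-enriched genes came to 32 increased and 64 decreased in cerebellum, 52 and 28 in anterior, and 138 and 180 in posterior pituitary ECs. GFP-negative cells had 612, 251 and 559 changed genes in cerebellum, anterior and posterior pituitary, and choroid plexus input 418. The shares became 39.4% and 48.1% for cerebellar BBB transcripts increased in anterior and posterior pituitary ECs, 5.83% and 30.8% for pituitary EC transcripts decreased there, and 28.8% for cortical BBB transcripts in choroid plexus ECs. The correlation of the shared response became 0.545.

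The gene-length offset lowered the counts: 73 cerebellar BBB, 5 anterior, 2 posterior and 69 common pituitary EC transcripts. It left 2 and 2 EC-enriched genes increased and decreased in cerebellum, 5 and 0 in anterior, and 35 and 18 in posterior pituitary ECs. It left 56, 5 and 14 genes in GFP-negative cells and 0 in choroid plexus input. Pituitary EC transcripts decreased in posterior pituitary ECs fell to 1.41%, and cortical BBB transcripts increased in choroid plexus ECs to 6.67%.

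A fit of only the groups compared, which has fewer residual degrees of freedom, left 4 posterior and 60 common pituitary EC transcripts. EC-enriched genes were 0 increased and 1 decreased in cerebellum, 12 and 10 in anterior, and 58 and 8 in posterior pituitary ECs. Cerebellar BBB transcripts increased were 7.37% in anterior and 26.3% in posterior pituitary ECs, and pituitary EC transcripts decreased in the latter 1.56%. A TPM minimum of 1 gave 551 choroid plexus EC transcripts and 16 EC-enriched genes increased in anterior pituitary ECs.

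The replicate number as a block kept 29 of 33 results. It gave 23 posterior pituitary EC transcripts, 77 genes changed in posterior pituitary GFP-negative cells and 0 in choroid plexus input. Between genotypes or tissues the libraries share only a number, and a call lost under the block is not a smaller effect. GFP-positive and GFP-negative cells come from one sort, and input was taken from the homogenate used for the pull-down, so that there the same number may stand for the same preparation. The deviations of bound and input libraries with the same number had correlations between 0.049 and 0.144, and those of GFP-positive and GFP-negative libraries between -0.004 and 0.091. With the replicate block by preparation for these enrichments, all 14 results tried stayed within their tolerance (2038 EC-enriched genes, 1626 in WT, 249 cortical BBB and 334 choroid plexus EC transcripts).

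A fold change of 2 without a test gave 40.4% and 51.5% for cerebellar BBB transcripts increased in anterior and posterior pituitary ECs, 4.69% and 26.7% for pituitary EC transcripts decreased there, and 38.4% for cortical BBB transcripts in choroid plexus ECs. Without replicate 1 or 2 these shares were 35.3% to 44.1%, 53.7% to 55.1%, 2.34% to 15.6%, 27.5% to 31.3% and 35.9% to 45.3%. These were fold changes too, as leaving out a replicate leaves 1 library per group and no test; for the same reason counts of genes were not run without a replicate.

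For the sets, camera with its preset correlation made the change of the cerebellar BBB set in cerebellum ECs stronger (median 0.24; camera p = 1.1e-06), as it assumes less correlation between genes. Defined in replicate 1 and measured in replicate 2, that change was 0.058, and in the other order 0.17. The pituitary EC set in cerebellum ECs changed by -0.21 in the latter order. The difference between posterior and anterior pituitary ECs was 0.14 and 0.32 in the 2 orders, and 0.42 to 0.45 without replicate 1 or 2. Over all genes tested in both, the correlation of the shared response was 0.0732.

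Correlations with WT cerebellum ECs over single-tissue EC transcripts were 0.956, 0.232 and 0.455 for stabilized cerebellum, anterior and posterior pituitary ECs. With TPM those of the pituitary lobes were 0.610 and 0.714. Without replicate 1 or 2 the correlations were 0.863 to 0.894, 0.412 to 0.535 and 0.556 to 0.621. PC1 took 73.2% over the 500 most variable genes and 70.2% to 74.6% without replicate 1 or 2.

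The number of peaks per library limits the counts of peaks. Without replicate 1 or 2 peaks found only in WT ECs were 3770 to 5597 (cerebellum), 14387 to 23178 (anterior) and 808 to 1179 (posterior pituitary), gained peaks 10395 to 10511, 6076 to 8631 and 10642 to 20355, and lost peaks 2442 to 2958, 6168 to 9287 and 1643 to 2527; a peak then needs to be present and absent in fewer libraries. With a fold over 4 and a -log10 q over 5, 3225 peaks were gained and 372 lost in cerebellum, 678 lost in anterior and 254 lost in posterior pituitary ECs, and 59 found only in WT posterior pituitary ECs. With 20000 peaks per library 1360, 764 and 1868 peaks were gained, 548 and 1321 lost in anterior and posterior pituitary ECs, and 1360 and 562 found only in the WT ECs of these lobes. With an overlap of 50% of both peaks 601 peaks were found only in WT posterior pituitary ECs and 998 were lost there.

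Of gained peaks of posterior pituitary ECs, the share found only in WT cerebellum ECs against its background changed direction with 20000 peaks (24.0%) and without replicate 1 or 2 (6.68% to 13.9%), and was weaker with a fold over 4 and a -log10 q over 5 (7.96%; Fisher p = 0.193). For the anterior pituitary share (19.0%) the odds ratio turned from under 1 to 1.85 when only peaks found in another tissue were counted. That comparison leaves out the gained peaks found in no other tissue, and the share over all gained peaks, which includes them, stays below 27.8%, the share of the other background peaks. It was 13.9% to 16.5% without replicate 1 or 2. The cerebellum share was 0.413% with an overlap of 50% of both peaks. The direction of these comparisons therefore depends on the background. Gained peaks near cerebellar BBB genes in cerebellum ECs changed direction with a fold over 4 and a -log10 q over 5 (5.27%; binomial p = 0.467) and with an overlap of 50% of both peaks (5.16%; p = 0.505). Without replicate 1 their share (4.97%) also lay above that of all peaks (4.82%). Gained peaks near these genes in anterior and posterior pituitary ECs were 4.92% to 5.06% and 4.17% to 5.44% without replicate 1 or 2.

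The TCF/LEF sequence in gained peaks of cerebellum ECs was no longer enriched over the whole peak (20.7%; Fisher p = 0.953), and changed direction against peaks matched on GC content (12.8%; p = 0.000133). Without replicate 1 or 2 the sequence was in 11.4% to 12.1% of gained peaks in cerebellum, 13.7% to 16.0% in anterior and 9.14% to 13.9% in posterior pituitary ECs.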

Differences from the paper's values

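None of the comparisons in this part was chosen after its result had been seen. The paper called genes with EBSeq and peaks from read counts, and the values here come from edgeR and from the presence of peaks.

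The lists of tissue-specific EC transcripts were shorter here. The paper gives 224 cerebellar BBB transcripts and 136 were found. DESeq2 (184) and no filter on low counts (208) close the gap, and the other 5 settings (73 to 145) do not. Against the paper's 93 anterior and 110 posterior pituitary EC transcripts 11 and 14 were found, and none of the alternatives closes these gaps, the nearest being no filter on low counts (56 and 70). Of cerebellar BBB transcription factors the paper gives 7 as increased in pituitary ECs, and 3 were called here. DESeq2 (6), no filter on low counts (7), the replicate block (6) and a fold change of 2 without a test (9) close the gap, whereas RLE normalization (3), the gene-length offset (2) and a fit of only the groups compared (0) do not.

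Smaller shares of the lists changed. Of cerebellar BBB transcripts 31% rose in anterior pituitary ECs in the paper and 18.4% here. DESeq2 (29.3%), no filter on low counts (39.4%), the replicate block (22.9%), a fold change of 2 without a test (40.4%) and leaving out a replicate (35.3% to 44.1%) close the gap. RLE normalization (18.7%), the gene-length offset (17.8%) and a fit of only the groups compared (7.37%) do not. Of pituitary EC transcripts 9% fell in anterior pituitary ECs in the paper and 0% here, and no alternative closes the gap (0% to 15.6%). In posterior pituitary ECs 20% fell in the paper and 6.11% here. DESeq2 (20.6%), a fold change of 2 without a test (26.7%) and leaving out replicate 1 (27.5%) close the gap, and no filter on low counts (30.8%), leaving out replicate 2 (31.3%) and the other 5 (1.41% to 8.78%) do not. Of cortical BBB transcripts 28% rose in choroid plexus ECs in the paper and 13.9% here. DESeq2 (28.3%), no filter on low counts (28.8%), a fold change of 2 without a test (38.4%) and leaving out replicate 1 (35.9%) close the gap, and leaving out replicate 2 (45.3%) and the other 4 (6.67% to 15.8%) do not.

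Counts of ATAC-seq peaks differed in both directions. The paper gives 1042 regions gained in cerebellum ECs and 2060 in posterior pituitary ECs, and 1493 peaks found only in WT anterior pituitary ECs; here they were 5093, 7437 and 10096. In each case 20000 peaks per library close the gap (1360, 1868 and 1360) and the other 4 alternatives do not (3225 to 10511, 5274 to 20355 and 7640 to 23178). Of regions lost in cerebellum ECs the paper gives 1510 and 670 were found, which no alternative closes (372 to 2958). Of regions lost in posterior pituitary ECs the paper gives 1100 and 539 were found. An overlap of 50% of both peaks (998), 20000 peaks per library (1321) and leaving out replicate 1 (1643) close the gap, and a fold over 4 with a -log10 q over 5 (254) and leaving out replicate 2 (2527) do not.

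Of values read by eye from the paper's figures, the correlation of WT cerebellum ECs with stabilized anterior pituitary ECs is about 0.57 in Fig. 7B and was 0.502 here. TPM (0.610) and leaving out replicate 1 (0.535) close the gap, and 3 alternatives (0.232 to 0.497) do not. That with stabilized cerebellum ECs is about 0.89 in Fig. 7B and was 0.913; leaving out replicate 2 (0.894) closes the gap and 4 alternatives (0.863 to 0.956) do not. The correlation of WT cerebellum with WT anterior pituitary ECs is about 0.41 in Fig. 7A and was 0.362, with 0.0653 over single-tissue EC transcripts, which does not close the gap. No alternative was planned for the others: about 0.78 in Fig. 7A for WT anterior with WT posterior pituitary ECs (0.830 here), about 0.85 and about 0.74 in Fig. 7C for WT with stabilized anterior and posterior pituitary ECs (0.866 and 0.706 here), and about 0.35, about 0.45 and about 0.84 in Figure 7—figure supplement 2A for WT cortex with WT choroid plexus, stabilized choroid plexus and stabilized cortex (0.435, 0.511 and 0.871 here). Gained regions near genes of WT cerebellum ECs are about 8.7%, about 10% and about 13% in Fig. 9A for cerebellum, anterior and posterior pituitary ECs, and were 4.81%, 6.65% and 5.82%. No alternative closes these gaps (2.83% to 5.27%, 4.23% to 6.41% and 3.62% to 6.91%). The paper's list of these genes is longer than the 136 used here, and a shorter list covers less of the genome. The alternatives did not change the list, so they do not bear on that difference. Gained regions that are regions of WT cerebellum ECs are about 5.5% in Fig. 9B for cerebellum ECs and 0% here, which no alternative closes (0% to 0.413%), and about 31% in Fig. 9B for posterior pituitary ECs and 9.63% here, which 20000 peaks per library close (24.0%) and the other 4 (6.68% to 13.9%) do not.

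In direction, the paper has more regions lost than gained in cerebellum ECs, and here more were gained than lost. Of single genes, the rise of Etv6 that the paper shows was not called in either lobe.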

Other observations

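The reference peaks and genome windows matched on GC content, and the background of peaks found in another tissue, were chosen after the first results had been seen; the other tests in this part were set before.

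More peaks were gained than lost in each tissue, by 7.60 to 1 in cerebellum ECs, 1.48 to 1 in anterior pituitary ECs and 13.8 to 1 in posterior pituitary ECs. The stabilized cerebellum and posterior pituitary libraries also have more peaks in all, which may follow from deeper or cleaner libraries as well as from opened chromatin. With the 20000 peaks of highest -log10 q from every library, 1.54, 1.39 and 1.41 peaks were gained for each one lost. The 2 explanations cannot be told apart for these peaks, since the lists hold neither read depths nor counts, and a fixed number of peaks per library forces gains and losses toward each other.

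Cerebellar or other brain ECs mixed into the stabilized pituitary libraries could also bring in peaks of WT cerebellum ECs. Strong peaks could then be called more often than weak ones, so mixing need not give one share for all peaks found only in WT cerebellum ECs. Without [AT]TCAAAG, 11.0%, 19.4% and 28.5% of the weakest, middle and strongest of them by fold enrichment were gained in anterior pituitary ECs. In posterior pituitary ECs it was 16.3%, 26.2% and 41.7%. Peaks with [AT]TCAAAG, of which 257 were among the strongest and 159 among the weakest, were gained more often than those without. The odds ratio was 2.40 in anterior pituitary ECs, with 2.90 among the weakest and 2.61 among the strongest peaks. Among those of middle fold enrichment the difference was not past the threshold (25.2% against 19.4%, odds ratio 1.40; Fisher p = 0.0861). In posterior pituitary ECs the odds ratios were 2.03, 1.63 and 2.55 from the weakest to the strongest peaks. Peaks grouped in this way still differ in strength, so mixing was not excluded as a source of gained peaks. An action of stabilized beta-catenin on these regions would also give a preference for the motif, a hypothesis that the same data gave rise to.

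The TCF/LEF sequence in peaks gained in cerebellum ECs depends on the reference. Set against the peaks found in all 4 libraries of the tissue it was enriched, and set against such peaks matched on GC content it was less frequent (12.8% against 14.7%; Fisher p = 0.000133). In both pituitary lobes it stayed enriched against each reference.

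Marker genes of other cell types moved in several comparisons of stabilized with WT cells; the adjusted p values are from fry and cover 186 tests of marker lists. Mural cell markers fell in cerebellum ECs (median log2 fold change -0.69, 8 of 8 lower; adjusted p = 0.00427), rose in anterior pituitary ECs (1.27, 5 of 8 higher; adjusted p = 0.00141) and in posterior pituitary GFP-negative cells (2.88, 8 of 8 higher; adjusted p = 0.00397). Neuron markers fell in cerebellum ECs (-0.53, 6 of 8 lower; adjusted p = 0.0141) and rose in cerebellum GFP-negative cells (1.08, 6 of 8 higher; adjusted p = 0.0144). Astrocyte markers fell in cerebellum ECs by a median of -1.26 (6 of 7 lower; adjusted p = 0.0619), and pituitary endocrine markers by -1.75 there (8 of 8 lower; adjusted p = 0.068), neither past the threshold after adjustment. Oligodendrocyte markers rose in anterior pituitary ECs (1.60; adjusted p = 0.0245). Choroid plexus epithelium markers fell in choroid plexus bound libraries (-1.07, 9 of 10 lower; adjusted p = 0.0144). Erythrocyte markers rose in posterior pituitary GFP-negative cells (6.84, 5 of 5 higher; adjusted p = 0.0284).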
